# Spliceosome component Usp39 contributes to hepatic lipid homeostasis through the regulation of autophagy

**DOI:** 10.1038/s41467-023-42461-6

**Published:** 2023-11-03

**Authors:** Donghai Cui, Zixiang Wang, Qianli Dang, Jing Wang, Junchao Qin, Jianping Song, Xiangyu Zhai, Yachao Zhou, Ling Zhao, Gang Lu, Hongbin Liu, Gang Liu, Runping Liu, Changshun Shao, Xiyu Zhang, Zhaojian Liu

**Keywords:** RNA metabolism, Metabolism, Mechanisms of disease, Autophagy

## Abstract

Regulation of alternative splicing (AS) enables a single transcript to yield multiple isoforms that increase transcriptome and proteome diversity. Here, we report that spliceosome component Usp39 plays a role in the regulation of hepatocyte lipid homeostasis. We demonstrate that Usp39 expression is downregulated in hepatic tissues of non-alcoholic fatty liver disease (NAFLD) and non-alcoholic steatohepatitis (NASH) subjects. Hepatocyte-specific *Usp39* deletion in mice leads to increased lipid accumulation, spontaneous steatosis and impaired autophagy. Combined analysis of RNA immunoprecipitation (RIP-seq) and bulk RNA sequencing (RNA-seq) data reveals that Usp39 regulates AS of several autophagy-related genes. In particular, deletion of Usp39 results in alternative 5’ splice site selection of exon 6 in Heat shock transcription factor 1 (*Hsf1*) and consequently its reduced expression. Importantly, overexpression of *Hsf1* could attenuate lipid accumulation caused by Usp39 deficiency. Taken together, our findings indicate that Usp39-mediated AS is required for sustaining autophagy and lipid homeostasis in the liver.

## Abstract (web summary)

Non-alcoholic fatty liver disease affects 25% of people worldwide. Here the authors report that spliceosome component Usp39 deletion in mice leads to spontaneous steatosis and impaired autophagy through the regulation of alternative splicing.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) is the most common liver disease, with a global prevalence of 25%^1^, and is strongly associated with metabolic syndrome, obesity, and diabetes^2^. Non-alcoholic steatohepatitis (NASH) is a more severe subtype of NAFLD characterized by diffuse fatty infiltration and inflammation^3^. NASH can lead to fibrosis, cirrhosis and hepatocellular carcinoma^4^, and is now the second leading cause of liver transplantation. Currently, no drugs have been approved by the FDA for the treatment of NAFLD and NASH, and the pathogenesis of NAFLD is not clearly understood.

In NAFLD, hepatic fat accumulation is the result of an imbalance between lipid acquisition and disposal, and recent evidence suggests that autophagy is an important modulator of hepatic metabolism and that defective autophagy may contribute to the pathogenesis of NAFLD^5^. Autophagy mediates the breakdown of intracellular lipid droplets in hepatocytes through the process of lipophagy^6^. Hepatic loss of *Atg7* increases lipid accumulation due to defective autophagy, leading to NAFLD in mice^7^, and *ATG7* gene mutations in human patients increase the risk of NAFLD^8^. In addition, liver-specific knockout of *Tfeb* promotes high-fat diet (HFD) induced hepatic steatosis^9^. Conversely, hepatocyte-specific *Rubicon* knockout effectively inhibits HFD-induced hepatic steatosis in mice^10^. The involvement of defective autophagy in NAFLD suggests that augmentation of autophagy may ameliorate fatty liver disease.

Usp39 (Inactive Ubiquitin-Specific Peptidase 39) is also called U4/U6. U5 tri-snRNP associated protein 2, and shares 65% amino acid identity with yeast Sad1^11^. Usp39 is not required for the stability of the U4/U6. U5 tri-snRNP, which is the largest pre-assembled spliceosomal complex containing snRNAs and proteins^12^. but is essential for recruitment of the tri-snRNP to the pre-spliceosome^13^. Mounting evidence suggests that Usp39 is involved in the development of various types of cancer^14,15^. *Usp39* deficient mice display early embryonic lethality with aberrant apico-basal polarity^16^, but the physiological and pathological functions of Usp39 in liver remain largely unknown.

Here, we demonstrate an important physiological role of Usp39 in liver function. We observed that Usp39 was significantly downregulated in livers of human NASH patients and mice with NAFLD/NASH. Our study also showed that *Usp39* deficiency in hepatocytes causes autophagy defects and lipid accumulation and thus results in spontaneous steatosis in mice. Mechanistically, Usp39 was found to regulate AS of autophagy-related genes, including Heat Shock Transcription Factor (*Hsf1*), a master transcriptional factor involved in development, metabolism and aging^17^. *Usp39* deficiency results in an isoform of *Hsf1* that undergoes degradation by nonsense-mediated mRNA decay, which in turn leads to impaired autophagy and to hepatic steatosis. Our findings therefore demonstrate that by sustaining the expression of genes required for execution of autophagy through AS, Usp39 maintains hepatic lipid homeostasis.

## Results

### Hepatic Usp39 expression is decreased in NAFLD and NASH

To identify the components of the U4/U6. U5 tri-snRNP complex involved in the development of fatty liver disease, we analyzed the mRNA levels of genes encoding 16 core U4/U6. U5 tri-snRNP components using transcriptomic data in the livers of chow-fed and HFD-fed mice from GEO database (GSE165855)^18^, and another cohort of chow-fed and CDAHFD-fed mice from GEO database (GSE154892)^19^. Among them, Usp39 and Ddx23 were significantly downregulated in RNA-seq data of both HFD and NASH mice (Fig. 1a, b). We next performed interaction network analysis of 16 U4/U6. U5 tri-snRNP components using the two RNA-seq data sets and found *Usp39* to be one of the hub factors that interact most strongly with the U5 snRNP and U4/U6 snRNP components in the liver of NAFLD and NASH mice (Fig. 1c). Interestingly, *USP39* expression was negative correlated with NAFLD activity score in a cohort (GSE193084)^20^ of human NAFLD patients (Fig. 1d; Supplementary Table 1), we then focused on USP39 for further investigation. We analyzed the expression level of *USP39* in the cohort of human NAFLD patients and found *USP39* to be significantly downregulated in high NAFLD activity score group compared with low NAFLD activity score group (Fig. 1e). Consistently, *USP39* level was lower in late fibrosis stage (2–4) than in early fibrosis stage (0–1) (Fig. 1f and Supplementary Table 1). Decreased *Usp39* expression was also detected in transcriptomic data of NAFLD and NASH mouse model (Fig. S1a, b). We next measured its expression in the livers of HFD-fed and methionine-choline-deficient (MCD)-fed mice compared to those of chow-fed control mice by immunoblotting and qPCR. The expression level of Usp39 was significantly lower in the livers of HFD-fed and MCD-fed mice compared to those of chow-fed control mice (Fig. 1g, h and Fig. S1c–f). Importantly, USP39 expression was also found to be decreased in the livers of human patients with NASH compared to those without NASH (Fig. 1i). It should be noted that there was a lower band (around 55 kDa) in addition to the full-length band (around 65 kDa) (Fig. 1g–i). This extra band was present when Usp39 was examined by using three different antibodies (Fig. S1e). It may arise as a splicing variant, but how it exactly originates and functions remains to be determined. Further subcellular localization analysis confirmed that Usp39 was localized in the nuclei (Fig. S1g, h). We also performed immunohistochemistry staining and found that Usp39 was mainly localized in the nuclei, and its protein level was dramatically decreased in HFD-fed and MCD-fed mice (Fig. 1j and Fig. S1i). It was co-localized with nuclear speckle marker SC35 as evidenced by immunofluorescence assay (Fig. S1j). Collectively, the reduced expression of Usp39 in NAFLD and NASH liver implicates Usp39 in the progression of these diseases.

**Fig. 1:**
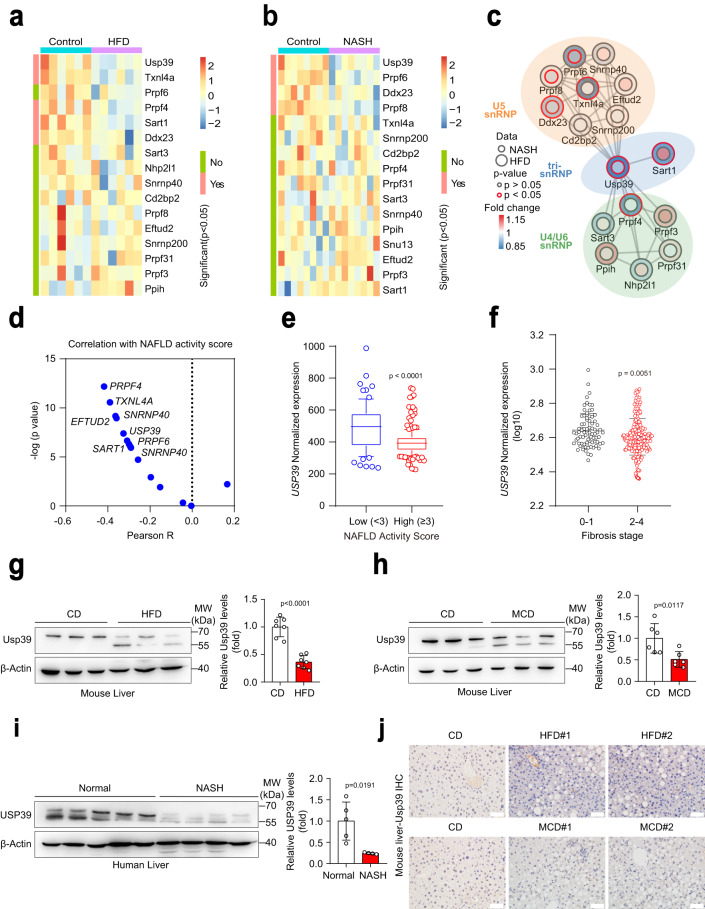
Hepatic Usp39 expression is decreased in NAFLD and NASH. **a**, **b** Heatmap showed the expression of core U4/U6. U5 tri-snRNP components in the mouse liver models of NAFLD (*n* = 6) and NASH (*n* = 8) compared with controls using publicly available RNA-seq data (GSE165855 and (GSE154892). The quantification data was shown in Supplementary Fig. S1a, b. **c** Interaction network analysis of 16 U4/U6. U5 tri-snRNP components using RNA-seq data (GSE165855) and (GSE154892) visualized with Cytoscape. U4/U6. U5 complex related splicing factors were classified into U5 snRNP (orange), U4/U6 snRNP (green), and tri-snRNP (blue) according to Spliceosome DB^42^. **d** Correlation analysis of U4/U6. U5 splicing factors expression and NALFD activity score based on RNA-seq data of a human NAFLD cohort of 271 patients. **e** *USP39* mRNA expression was compared between high (score ≥ 3) (*n* = 196) and low (score <3) (*n* = 75) NALFD activity score group. The bounds of the box were the upper and lower quartile with the median value in the center. The whiskers indicated the minima and maxima. The range from 10–90 percentile. **f** *USP39* mRNA expression was compared between stage 0–1 (*n* = 78) and stage 2–4 (*n* = 192) fibrosis stage group. **g**, **h** Immunoblotting was performed to measure Usp39 protein in the livers of HFD-fed (*n* = 7 per group) and MCD-fed (*n* = 6 per group) male mice and chow-fed mice. **i** The USP39 protein level was measured in human healthy (*n* = 5) and NASH (*n* = 4) livers. **j** Immunohistochemical (IHC) staining of Usp39 in the liver sections of MCD-fed and HFD-fed male mice compared to those of the chow-fed mice (*n* = 12 per group). Scale bars, 50 µm. IHC image were quantified by pathologists. Resultes were shown in Fig. S1i. All immunoblotting band intensities were quantified by Image J. The *p*-value was obtained by Pearson R Correlation (**d**) and others performed unpaired two-sided Student’s *t*-test, and the results are presented as the mean ± S.D. CD, control diet. MW, molecular weight. Source data are provided as a Source data file.

### Hepatic *Usp39* deletion impairs liver development and homeostasis

To explore the role of Usp39 in liver development and homeostasis, we measured Usp39 expression by qPCR and immunoblotting and found the expression level of Usp39 to be gradually reduced in the mouse livers with increasing age (Fig. S2a–c). We then generated hepatic-specific *Usp39* knockout mice (*Usp39*-HKO) by crossing *Usp39*^fl/fl^ mice to *Alb-Cre* mice (Fig. 2a, b) and Fig. S2d–h). *Usp39*-HKO mice exhibited significantly reduced body weight between 4 and 8 weeks after birth (Fig. 2c, d and Fig. S2i). At the age of 5 weeks, the body weight, liver weight, and liver/body weight ratio were also reduced in *Usp39*-HKO mice (Fig. 2e–g). H&E staining revealed central vein fibrosis and reduced numbers of binuclear cells in *Usp39*-HKO livers compared to their littermate controls (Fig. 2h left). We also observed an increased expression of proliferative markers (*Ki67* and *Pcna*) hepatocyte proliferation in *Usp39*-HKO livers compared with control (Fig. 2h–j and Fig. S2j). Of note, mRNA expression of *Afp* and *H19* (progenitor cell markers) was significantly increased, whereas albumin expression was decreased (Fig. 2k–m). We have also measured several markers (ALT, AST, LDH, albumin levels and immune cell infiltration) of liver function. The results showed that at the age of 5 weeks, *Usp39* deletion induced spontaneous liver injury, as revealed by increased levels of ALT, AST, LDH and a decreased level of Alb (Fig. 2n). Depletion of *Usp39* induced liver fibrosis as assessed by Sirius red staining and qPCR analysis of fibrosis markers (Fig. 2o, p). No apoptotic cells, inflammatory cells and progenitor cell activation were found in *Usp39*-HKO mice at this age (Fig. 2o, p and Fig. S3a–f). The results showed that *Usp39* deletion induced spontaneous liver injury at the age of 5 weeks. Interestingly, liver injury was significantly alleviated in 10-week-old *Usp39*-HKO mice compared to 5-week-old *Usp39*-HKO mice (Fig. 2n–p and Fig. S3g–l). These data suggest the essential role of Usp39 in early postnatal liver development in mice.

**Fig. 2:**
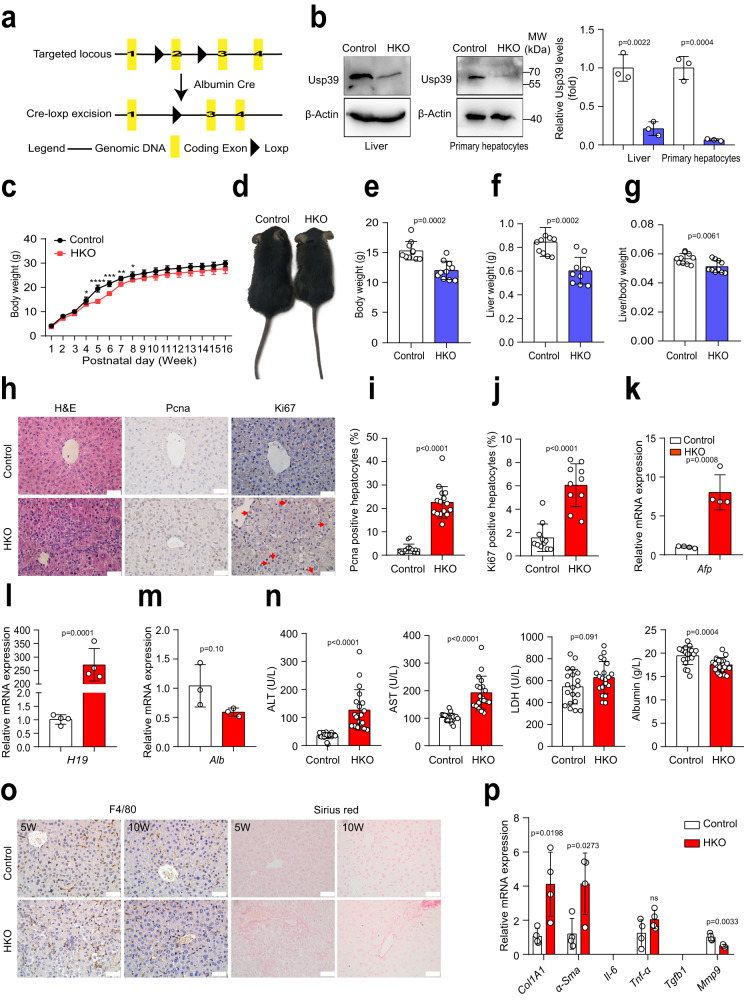
Hepatic *Usp39* knockout impairs liver homeostasis and function. **a** Schematic illustrating the generation of the *Usp39* conditional knockout mice. The strategy was to insert loxp sites to flank exons 2 of the mouse *Usp39* gene. *Usp39*^fl/fl^ mice were crossed with albumin-Cre mice to generate *Usp39-*HKO mice. **b** Immunoblotting was performed to determine *Usp39* knockout efficiency using liver tissues and primary hepatocytes (*n* = 3 independent experiments). Band intensities were quantified by Image J. **c** Body weight of male mice was recorded from 1 to 16 weeks after birth (*n* = 5 per group). **d** Representative images of 5-week-old control and *Usp39-*HKO male mice. **e**–**g** Body weight, liver weight, and liver/body weight ratio were compared between control and *Usp39-*HKO mice (*n* = 10 per group). **h** H&E staining (*n* = 6), IHC staining of Pcna (*n* = 15) and Ki67 (*n* = 10) in the liver sections of 5-week-old male mice. Red arrows indicate Ki67-positive nuclei. Scale bars, 50 µm. **i** The Pcna-positive cells count of 5-week-old male mice liver sections (*n* = 15). **j** The Ki67-positive cells count of 5-week-old control (*n* = 11) and *Usp39*-HKO (*n* = 10) male mice liver sections. **k**–**m** Relative mRNA expression *Afp* (*n* = 4), *H19* (*n* = 4), and *Alb* (*n* = 3) in the liver of 5-week-old male mice. **n** Serum ALT, AST, LDH and albumin levels were measured in 5-week-old male mice fasted for 16 h (*n*  =  20 per group). **o** IHC staining of F4/80, Sirius Red staining in the liver sections of 5- and 10-week-old male mice (*n* = 5 per group). Scale bars, 50 µm. **p** qPCR was performed to analyze mRNA expression indicated genes in livers of 5-week-old male mice (*n* = 4 per group). Images are representative of at least three independent experiments. The *p*-value was obtained by unpaired two-sided Student’s *t*-test, and the results are presented as the mean ± S.D. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.  NS, stands for non-significant. *Alb*, albumin. *Afp*, α-Fetoprotein. MW, molecular weight. Source data are provided as a Source data file.

### Hepatocyte-specific *Usp39* deletion induces spontaneous steatosis

To determine the specific role of hepatic Usp39 in liver homeostasis and function, we examined *Usp39*-HKO and control mice at 12-month-old. No significant differences in body weight or liver weight were found between *Usp39*-HKO mice and control mice (Fig. S4a–d). Intriguingly, the spleens were enlarged and livers pale-colored in *Usp39*-HKO mice (Fig. 3a), and there were massive accumulation of large lipid droplets and fibrosis as evidenced by H&E and Sirius Red staining, respectively (Fig. 3b). Consistently, hepatic TG levels were higher *Usp39*-HKO mice than in controls (Fig. 3c). Furthermore, inflammatory and fibrotic genes (*Col1a1, α-Sma, Tnf-α*, and *Tgfb1*) were generally upregulated (Fig. 3d). We also examined livers of *Usp39*-HKO and control mice at 5 weeks of age. *Usp39*-HKO livers were pale in comparison to the reddish-brown appearance in healthy control, particularly after fasting (Fig. S4e). Oil Red O staining of liver tissue sections revealed a remarkably increased lipid accumulation in *Usp39*-HKO mice, which was more pronounced after fasting (Fig. S4f). In parallel, fasting induced greater hepatic triglyceride (TG) accumulation in *Usp39*-HKO mice than in control mice (Fig. S4g), whereas free fatty acid levels in both the liver and serum were similarly elevated in *Usp39*-HKO mice and control mice upon fasting (Fig. S4h and S4i), suggesting that fatty acids secretion and uptake are not affected by hepatic deletion of *Usp39*. Consistently, Oil Red O staining of 10-week-old mouse liver tissue sections confirmed hepatic lipid accumulation upon hepatocyte-specific *Usp39* deletion (Fig. S4j–n). These findings suggest that hepatocyte-specific knockout of *Usp39* led to lipid accumulation and spontaneous steatosis in mice.

**Fig. 3:**
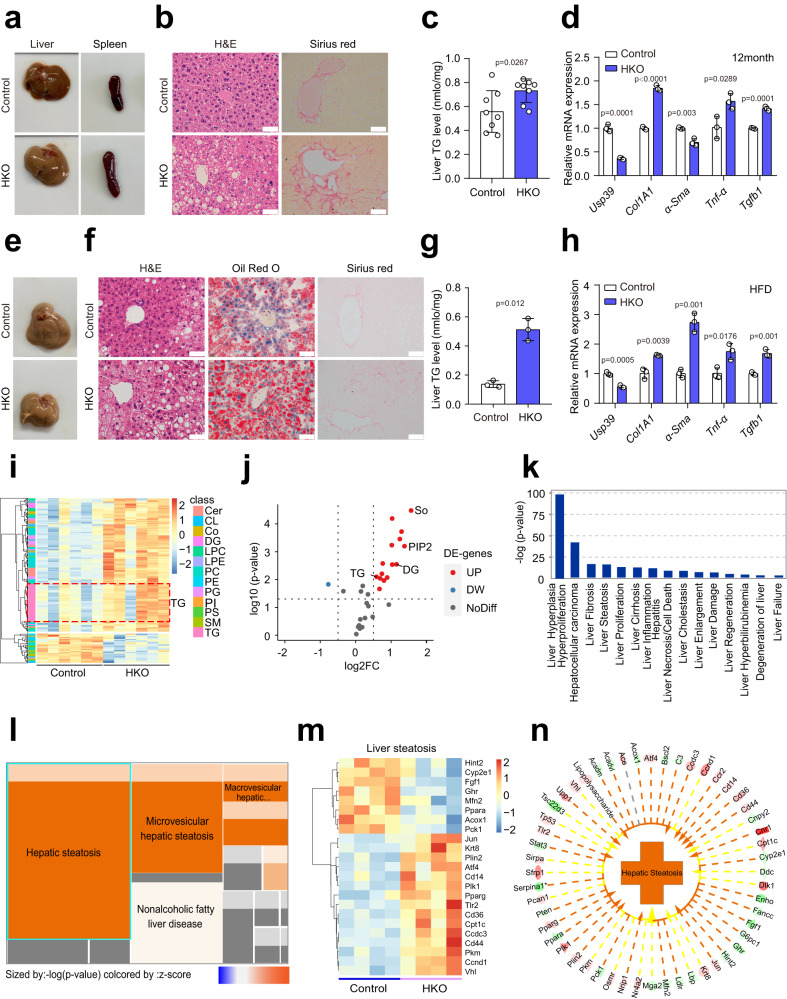
Spontaneous steatosis in hepatocyte-specific *Usp39* knockout mice. **a** Representative liver and spleen images from 12-month-old male mice fasted for 16 h. **b** H&E staining and Sirius Red staining of liver sections in 12-month-old male mice (*n* = 3 per group). Scale bars, 50 µm. **c** Hepatic TG levels were analyzed in 12-month-old male mice fasted for 16 h (*n* = 8 per group). **d** qPCR was performed to analyze mRNA expression of indicated genes in livers of 12-month-old male mice (*n* = 3). **e** Representative liver images from control and *Usp39*-HKO male mice fed the HFD for 12 weeks. **f** H&E (left), Oil Red O (middle), and Sirius Red staining (right) of liver sections from 16-week-old male mice fed the HFD for 12 weeks (*n* = 3). Scale bars, 50 µm. **g** Hepatic TG levels were analyzed in16-week-old male mice fed the HFD for 12 weeks (*n* = 3). **h** qPCR was performed to analyze mRNA expression of indicated genes in livers of control and *Usp39*-HKO male mice fed the HFD for 12 weeks (*n* = 3). **i** Heatmap showing lipidomic data in the livers of 5-week-old male mice fasted 16 h (*n* = 6). **j** Volcano plot of the differential lipids between the livers (*n* = 6 per group). **k** Pathway enrichment analysis using Ingenuity Pathway Analysis (IPA) of the lipidomic and RNA-seq data. **l** Enrichment level of the subcategories of liver steatosis shown in (**k**). Gray squares indicate the activate patterns of the subcategories are not available in reference. **m** Heatmap showing differential hepatic steatosis-related genes in *Usp39*-HKO mice compared to control mice (*n* = 4 per group). **n** IPA analysis of hepatic steatosis-related genes using RNA-seq data in control and *Usp39*-HKO mice. Correlation of differential genes with hepatic steatosis were shown with arrows (activation), and dashes (inhibition). Images are representative of at least three independent experiments. The *p*-value was obtained by IPA (**k**–**l**) and others performed unpaired two-sided Student’s *t*-test, and the results are presented as the mean ± S.D. NS, stands for non-significant. Source data are provided as a Source data file.

To further delineate the role of Usp39 in hepatic steatosis, *Usp39*-HKO and control mice were challenged with 12 weeks of HFD feeding. *Usp39*-HKO mice exhibited more pronounced hepatic steatosis and fibrotic formation with HFD feeding (Fig. 3e, f). The hepatic TG level and the mRNA expression of inflammatory and fibrotic genes were also more dramatically increased (Fig. 3g, h). Furthermore, *Usp39*-HKO and control mice were treated with an MCD diet for 5 weeks. Consistent with HFD model, hepatic-specific *Usp39* deletion exacerbated hepatic steatosis induced by the MCD diets (Fig. S4o–r). Moreover, the liver lipidomes and transcriptomes from 5-week-old *Usp39*-HKO and control mice (*n* = 6) after fasting were characterized by LC/MS and RNA-seq, respectively. 

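For the transcriptomes, the methods and the legend of Fig. 5 give 4 *Usp39*-HKO male mice and 4 control male littermates, 5 weeks old and fasted for 16 h, and one liver RNA library per mouse was deposited. The authors aligned the reads to the mouse genome (mm10, the same assembly as GRCm38), counted them per gene with featureCounts and deposited the raw counts together with FPKM, which scale the counts to the length of a gene's merged exons and to the total count of the mouse. Counts on genes summed to between 8589636 and 10418450 in control mice (median 9547249) and to between 9479922 and 10195028 in *Usp39*-HKO mice (median 9630049). These totals did not differ between genotypes (two-sided exact permutation test, p = 0.657). A floor of 3 counts corresponded to between 0.288 and 0.349 CPM (counts scaled to the total of the mouse), which covers counting error only. Between mice of one genotype, counts differed by more than counting error (chi-square per degree of freedom between 7.02 and 36.4), so the errors given are those between mice.
The 14340 genes with an FPKM of at least 0.5 in at least 4 of the 8 mice were compared between genotypes with edgeR's quasi-likelihood test on the raw counts, with TMM scaling and Benjamini-Hochberg adjustment. At the study's cutoff, an unadjusted p under 0.05 with a log2 fold change over 0.5 or under −0.5, 3116 genes passed, of which 1737 were higher and 1379 lower in *Usp39*-HKO livers. At an adjusted p under 0.05, 3225 genes passed, 1561 higher and 1664 lower. The alternative that moved the count at the study's cutoff most was a filter at a mean FPKM of at least 5, under which 1178 of the 6672 genes left passed. The median gene was 0.17 higher in *Usp39*-HKO livers on the scale of log2(FPKM + 1), a shift that TMM scaling takes out (median log2 fold change −0.0015). The log2 fold changes are therefore relative to the median gene, whereas mean FPKM and list means are not. Without TMM scaling, an alternative chosen after seeing the data, 83.9% of the genes past the cutoff were higher in *Usp39*-HKO livers, against 55.7% with it.
*Usp39* itself (ENSMUSG00000056305) lies on the minus strand of chromosome 6 of GRCm38 from 72318678 to 72345184. Its FPKM was 9.58 ± 0.71 (SD, n = 4 mice) in controls and 8.44 ± 0.29 (SD, n = 4 mice) in *Usp39*-HKO livers, and every *Usp39*-HKO value was below every control value (two-sided exact permutation test, p = 0.029, the smallest that 4 mice against 4 allow). The log2 fold change was −0.41 (standard error 0.11, adjusted p = 0.0212 from edgeR). With one mouse left out in turn it lay between −0.45 and −0.35, with an adjusted p between 0.029 and 0.0615. In limma on log2(FPKM + 1), without a scaling step, the change was −0.16 with an adjusted p of 0.19. A splicing table of the paper (Supplementary Data 2) lists skipping of exon 2 of *Usp39*, 70 bases from 72342899 to 72342968. The paper's inclusion levels of this exon are between 0.254 and 0.767 in the 4 mice of one group and 1 in each of the 4 mice of the other. The table does not name the groups, but exon 2 is the exon flanked by *loxP* sites, so the group that skips it is taken to be *Usp39*-HKO.

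**Figure D1:**
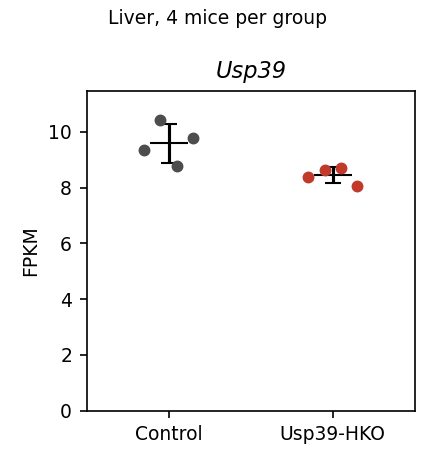
FPKM of *Usp39* in the liver of each control and *Usp39*-HKO mouse (vertical axis, from 0; points, mice; horizontal lines, means; bars, SD; n = 4 mice per group). The 4 *Usp39*-HKO values, with a mean of 8.44, all lie below the 4 control values, with a mean of 9.58.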

A total of 1692 lipid species across 31 lipid classes in liver samples were identified (Fig. S4s, t), we found that TG, diglyceride (DG), phosphatidylinositol (PIP2) and sphingoid base (So) were significantly increased in *Usp39*-HKO mice compared to control mice (Fig. 3i, j). A combined lipidome and transcriptome analysis showed that liver fibrosis and steatosis were highly enriched in *Usp39*-HKO mice (Fig. 3k–n). 

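Of the 23 steatosis genes shown in Fig. 3m, 22 passed the filter on low FPKM, and all 22 changed in the direction of the figure. Adjusted over all genes tested, 16 of them had a p under 0.05, 8 higher and 8 lower in *Usp39*-HKO livers, and 18 were past the study's cutoff, which takes an unadjusted p. Adjusted over the 22 genes alone, all 22 did, which shows no stability, since the study chose the genes from these data. The number adjusted over all genes was 11 without control mouse A473 and 21 in limma on log2(FPKM + 1) with array quality weights. The even split depended on scaling. With those weights 14 were higher and 7 lower. The numbers were 14 and 4 in limma on log2(TPM + 1), 14 and 6 in edgeR without TMM, and 8 and 8 with median-ratio scaling. *Cpt1c*, the gene left out, had between 1 and 28 counts per mouse.
*Cd36* (ENSMUSG00000002944, chromosome 5 from 17781690 to 17888801), which encodes a fatty acid transporter, rose from 38.0 ± 12.3 to 116 ± 34.1 FPKM (SD, n = 4 mice each), a log2 fold change of 1.36 (standard error 0.22, adjusted p = 0.00236). *Plin2* (ENSMUSG00000028494, chromosome 4 from 86648386 to 86670060), the gene of a lipid droplet coat protein, rose from 290.8 ± 61.3 to 535 ± 37.6 FPKM (SD, n = 4 mice each), a log2 fold change of 0.65 (standard error 0.17, adjusted p = 0.0173). The adjusted p of *Plin2* stayed under 0.05 in 5 of the 8 fits that each left out one mouse and reached 0.0615. *Plk1* and *Ccnd1* both had a log2 fold change of 2.43 (standard errors 0.36 and 0.43), and 23.4% of the exon bases of *Ccnd1* overlap a gene on the opposite strand. *Fgf1* (ENSMUSG00000036585, chromosome 18 from 38838673 to 38929472) fell from 25.2 ± 2.11 to 10.7 ± 2.99 FPKM (SD, n = 4 mice each), a log2 fold change of −1.45 (standard error 0.20, adjusted p = 0.00104). The log2 fold changes were −1.01 for *Ghr*, −0.83 for *Ppara* and −0.68 for *Pck1*, with adjusted p of 0.00306, 0.00209 and 0.0144. For these 8 genes, every *Usp39*-HKO value lay beyond every control value (two-sided exact permutation test, p = 0.029 each).
The 6 tested genes that did not reach the threshold were *Atf4*, *Vhl*, *Pparg*, *Krt8*, *Tlr2* and *Cd14*, with log2 fold changes between 0.37 and 0.73 and adjusted p between 0.063 and 0.0924. *Pparg* measured 5.16 ± 1.23 FPKM in controls and 8.19 ± 1.24 in *Usp39*-HKO livers (SD, n = 4 mice each), and *Usp39*-HKO mouse A471, at 6.35, lay apart from the other 3.
For fibrosis, a list of 32 genes of collagens, matrix proteins and stellate cell markers was written by hand, as the paper's text does not give the genes of its Ingenuity pathways. Over the 31 genes tested, the mean log2(FPKM + 1) was 2.60 ± 0.11 in controls and 3.64 ± 0.40 in *Usp39*-HKO livers (SD, n = 4 mice each). The difference of 1.03, or 0.86 after subtraction of the median shift of all genes, separated all 4 *Usp39*-HKO mice from all 4 controls (two-sided exact permutation test, p = 0.029, and 0.071 after Benjamini-Hochberg adjustment over the 5 pathway lists). It lay between 0.88 and 1.21 with one mouse left out in turn and was 0.85 with median-ratio scaling. The largest rises on the list were those of *Spp1*, with a log2 fold change of 2.32 (standard error 0.31, adjusted p = 0.000924), and *Lum*, with 2.42 (standard error 0.39, adjusted p = 0.00228). Of the exon bases of *Spp1*, 18.8% overlap a gene on the same strand.

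**Figure D2:**
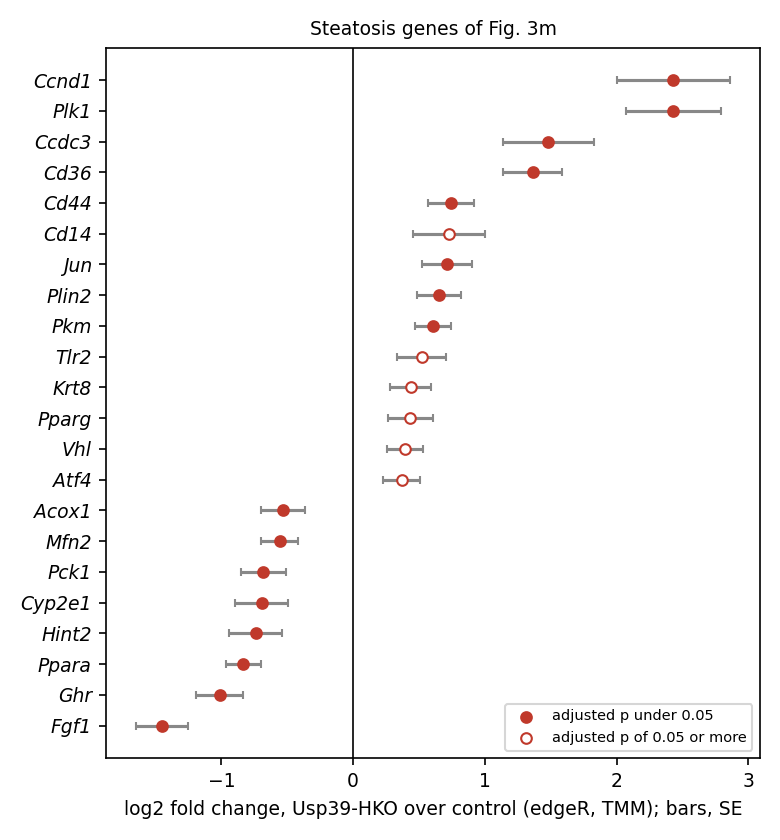
Log2 fold change of the steatosis genes of Fig. 3m in *Usp39*-HKO over control livers (horizontal axis, edgeR with TMM scaling; points, genes; bars, standard errors; n = 4 mice per group). Filled points are the 16 genes with an adjusted p under 0.05, 8 on each side of 0, and open points the 6 others.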

Taken together, these results suggest that *Usp39*-HKO mice are more susceptible to fatty liver disease.

### Autophagy is inhibited in mice with hepatocyte-specific *Usp39* deletion

Excessive hepatic lipid accumulation results from an imbalance between lipid acquisition and lipid disposal. To elucidate the mechanism by which *Usp39* deletion leads to increased lipid accumulation, we first measured genes related de novo lipogenesis (*Srebp-1c*, *Chrebp-α*, *Chrebp-β*, *Acc1*, *Scd1*, *Elovl6*, *Fasn*, and *Pklr*) and lipid lipolysis (*Atgl*, *Hsl*, *Lpl*, and *Lipa*). Strikingly, lipogenesis-related genes were significantly downregulated (Fig. S5a) and lipolysis-related genes were upregulated (Fig. S5b) in *Usp39*-HKO livers compared with controls. In addition, no significant differences in lipid secretion were found between *Usp39*-HKO and control mice, as evidenced by injected poloxamer 407 (inhibitor of peripheral lipid uptake), followed by TG measurement in *Usp39*-HKO and control mice (Fig. S5c). Furthermore, metabolic assessment revealed that 5-week-old *Usp39*-HKO mice consumed less food than control mice. No difference in food intake was observed between 10-week-old *Usp39*-HKO and control mice. In addition, no significant difference in Energy Expenditure, RER was found between 5- and 10-week-old control and *Usp39*-HKO mice (Fig. S5d, e). These results suggest that the increased lipid accumulation in *Usp39*-HKO livers was unlikely to result from defective lipolysis, de novo lipogenesis, increased food intake, or lower metabolic rate.

Autophagy plays a key role in the degradation of lipid droplets in the liver^21^, and our Ingenuity Pathway Analysis of lipidome and transcriptome data showed that autophagy, TG degradation and Fatty Acid β-oxidation (FAO) were pathways significantly diminished, while the mTOR signaling pathway was activated in *Usp39*-HKO livers compared with controls (Fig. 4a). 

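The pathways of Fig. 4a were followed in the RNA-seq data with hand-written gene lists fixed in advance, each summarized per mouse as the mean log2(FPKM + 1) of its tested genes. Such a mean counts each gene with the same sign, whether it promotes or restrains its pathway, so it does not measure pathway activity. The list of 51 autophagy genes measured 3.84 ± 0.041 in controls and 3.86 ± 0.057 in *Usp39*-HKO livers (SD, n = 4 mice each), a difference of 0.022 that is within the spread between mice (two-sided exact permutation test, p = 0.54). Relative to the median shift of all genes, the autophagy list lay 0.15 lower. With median-ratio scaling between mice, which takes that shift out, the difference was −0.18, and all 4 *Usp39*-HKO mice were below all 4 controls (exact permutation p = 0.029). With quantile normalization it was −0.13 with the same exact permutation p, and camera, a limma test of a list against the other genes, gave p = 0.0054 for a decrease of the autophagy list.
The list of 26 FAO genes differed by −0.030 (two-sided exact permutation test, p = 0.69), or by −0.20 relative to the median shift. Its difference was −0.25 with median-ratio scaling (exact permutation p = 0.029) and −0.018 with quantile normalization (exact permutation p = 0.83), and camera gave p = 0.0031 for a decrease. Among 10000 random lists of the same size matched on mean level, however, the FAO list lay at percentile 41.82. The median difference of those lists was −0.0091. The decrease relative to the median shift is therefore shown by other genes of this level too. The list of 16 TG degradation genes differed by −0.30, with 3 of the 4 *Usp39*-HKO mice below all controls (exact permutation p = 0.057), and by −0.47 relative to the median shift. Under median-ratio scaling, quantile normalization, TPM and a filter at a mean FPKM of at least 5, all 4 *Usp39*-HKO mice were below all controls for the TG degradation list (exact permutation p = 0.029 each). With values scaled to unit SD it differed by −0.13 (exact permutation p = 0.571, 1 of 4 below all controls), and without control mouse A468 or A472 the exact permutation p was 0.114. The list of 30 mTOR signaling genes was higher by 0.13, with all 4 *Usp39*-HKO mice above all controls (exact permutation p = 0.029, the smallest that the design allows). Relative to the median shift the mTOR signaling list lay 0.040 lower. Its difference reversed to −0.068 with median-ratio scaling, with all 4 *Usp39*-HKO mice below all controls (exact permutation p = 0.029). It was −0.024 with quantile normalization (exact permutation p = 0.11). After Benjamini-Hochberg adjustment over the 5 pathway lists, the exact permutation p on FPKM as deposited was 0.68 for autophagy, 0.69 for FAO, 0.095 for TG degradation and 0.071 for mTOR signaling. With median-ratio scaling the adjusted p was 0.029 for each of these lists, all of them lower. With quantile normalization it was 0.048 for autophagy and TG degradation, 0.83 for FAO and 0.14 for mTOR signaling. Among random lists matched on mean level, autophagy lay at percentile 4.29, TG degradation at 1.15 and mTOR signaling at 42.76. The lists matched to mTOR signaling had a median difference of 0.146. The rise of 0.13 in the mTOR signaling list is therefore what genes of its level show.
By the largest change in the direction of each list on FPKM as deposited, the genes were *Sqstm1* and *Atg12* for autophagy, *Acsl1* and *Eci1* for FAO, *Ces3b* and *Ces3a* for TG degradation, and *Ddit4* and *Lamtor1* for mTOR signaling. For autophagy and mTOR signaling that direction reversed with median-ratio scaling, so the rule picked rises there that need not lead the list. *Ces3b* (ENSMUSG00000062181, chromosome 8 from 105083753 to 105093929), which encodes a carboxylesterase, fell from 113 ± 11.7 to 16.3 ± 12.9 FPKM (SD, n = 4 mice each), a log2 fold change of −3.00 (standard error 0.54, adjusted p = 0.00355), and 8.66% of its exon sequence is shared with *Ces3a*. *Ces3a* fell by 2.02 on the log2 scale (standard error 0.50, adjusted p = 0.0143) and shares 46.0% of its exon sequence with *Ces3b*. *Acsl1* had a log2 fold change of −0.81 (standard error 0.18, adjusted p = 0.00825) and *Eci1* of −0.63 (standard error 0.13, adjusted p = 0.00555). The rises of *Sqstm1* (0.39, adjusted p = 0.0837), *Atg12* (0.32, adjusted p = 0.0817), *Lamtor1* (0.33, adjusted p = 0.0817) and *Ddit4* (0.45, adjusted p = 0.31) did not reach an adjusted p of 0.05. Of the 20 alternatives run for each gene, *Sqstm1* reached it in 11, *Lamtor1* in 10, *Atg12* in 8 and *Ddit4* in 0. In *Atg12*, control mouse A475, at 6.36 FPKM, lay apart from the other 3 controls. The exons of *Sqstm1* and *Lamtor1* overlap genes on the opposite strand over 17.3% and 18.7% of their bases.

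**Figure D3:**
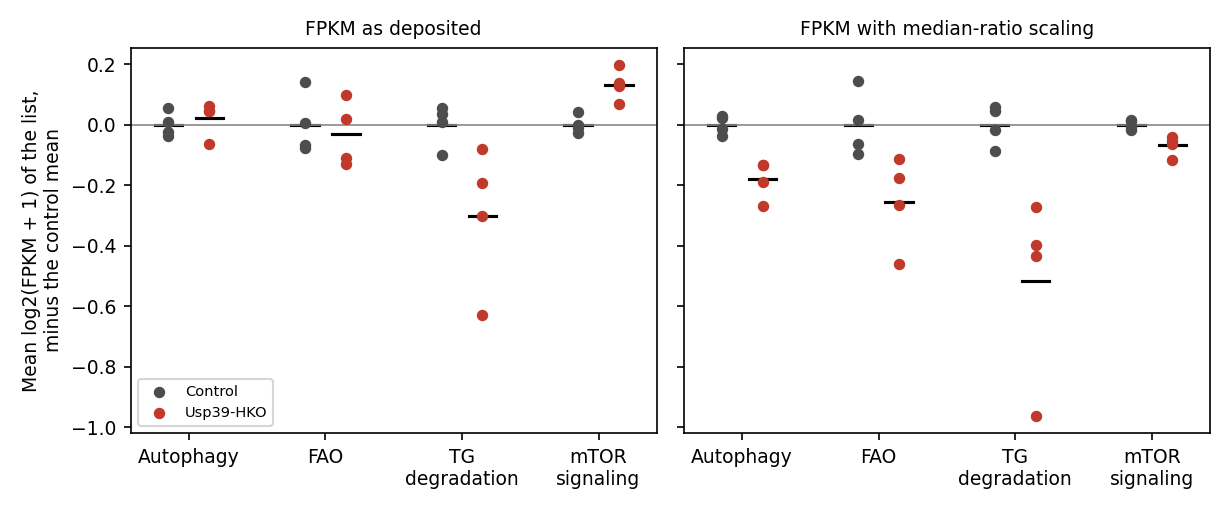
Mean log2(FPKM + 1) of the autophagy, FAO, TG degradation and mTOR signaling lists minus the mean of the controls, for each mouse (points; horizontal lines, group means; n = 4 mice per group), with FPKM as deposited on the left and with median-ratio scaling on the right. As deposited, only the mTOR signaling list separates the groups, with a difference of 0.13, and with median-ratio scaling all 4 lists separate them, with *Usp39*-HKO mice lower.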

We hypothesized that *Usp39* depletion might block autophagy and thereby increase lipid droplet accumulation in liver. To explore this, we assessed the expression of autophagy-related genes by qPCR and found that *Ulk1*, *Atg3* and *Atg7* were significantly downregulated in *Usp39*-HKO livers compared with controls (Fig. 4b). Consistently, the mRNA levels of *Ulk1*, *Atg3* and *Atg7* were decreased in AML12 cells (a mouse hepatocyte cell line) and primary hepatocytes upon *Usp39* knockdown (Fig. 4c and Fig. S5f). Furthermore, immunoblotting revealed that Ulk1, Atg7 and LC3 II were decreased and p62 was increased upon *Usp39* knockout or knockdown (Fig. 4d–f and Fig. S5g–m). We have also measured *p62* and *LC3B* mRNA level by RT-qPCR and but observed no significant difference between control and *Usp39*-HKO livers (Fig. S5n, o). Decreased formation of autophagic vesicles in *Usp39*-HKO livers was evident under electron microscopy (Fig. 4g). Moreover, co-immunofluorescence staining of Plin2 and Lamp2 revealed an increased abundance of Plin2 and a reduced distribution of Lamp2 (Fig. 4h). Consistently, EGFP-LC3 puncta were significantly decreased in in primary hepatocytes and AML12 cells upon *Usp39* depletion (Fig. 4i and Fig. S6a). Importantly, knockdown of *Usp39* in primary cells and AML12 cells decreased the number of EGFP-LC3 puncta that co-localized with BODIPY C_12_ stained lipids (Fig. 4j and Fig. S6b). Fatty acid oxidation (FAO) related genes assessed by qPCR were all found to be significantly downregulated in *Usp39*-HKO livers compared with controls (Fig. S6c). Moreover, oxygen consumption rates (OCR) measured by Seahorse in control and oleic acid-treated primary hepatocytes and AML12 cells were significantly decreased in *Usp39* knockdown cells (Fig. S6d, e). Taken together, these results indicate that the lipid accumulation in *Usp39*-HKO livers might occur due to impaired autophagy.

**Fig. 4:**
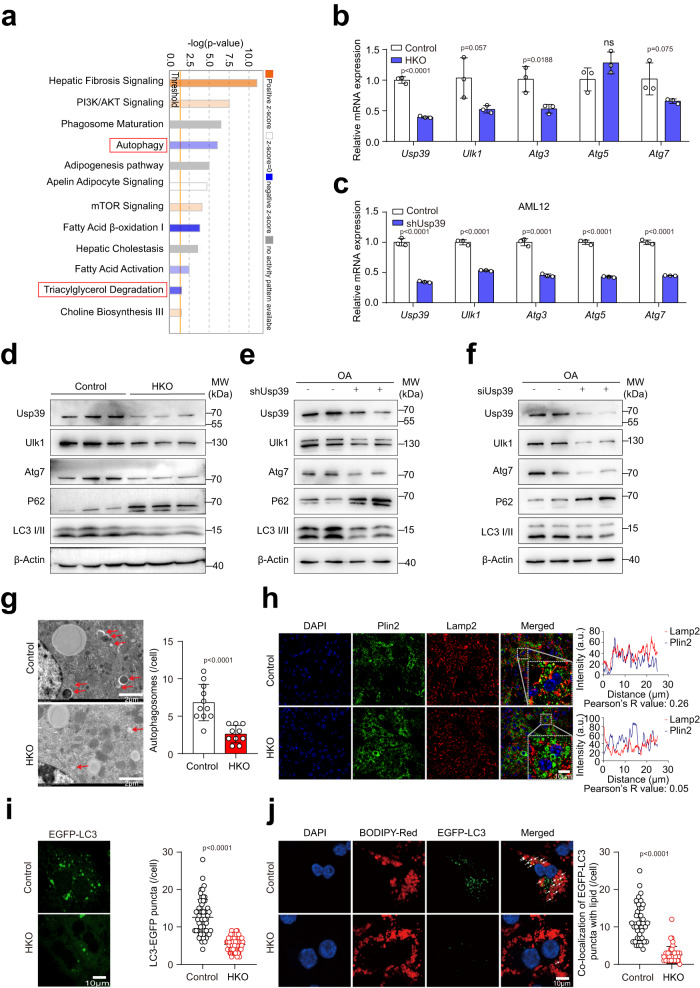
Autophagy is impaired in hepatocytes lacking *Usp39*. **a** Pathway enrichment analysis of differentially expressed genes using RNA-seq data for control and *Usp39*-HKO male mice. **b** qPCR analysis of autophagy-related genes in the livers (*n* = 3 per group). **c** qPCR was performed to analyze expression of autophagy-related genes in *Usp39* knockdown and control AML12 cells (*n* = 3). **d** Immunoblotting was performed to analyze protein levels of autophagy-related genes in 5-week-old control and *Usp39*-HKO male mice (*n* = 3 per group) fasted for 16 h. **e,** **f** Immunoblotting was performed to analyze protein levels of autophagy-related genes in *Usp39* knockdown and control AML12 cells (*n* = 3) (**e**) and primary cells (*n* = 4) (**f**) supplemented with 0.4 mM oleic acid for 6 h. Immunoblotting band intensities were quantified by Image J, which were shown in Fig. S5g–i. **g** Electron micrographs in the livers of control (*n* = 11) and *Usp39*-HKO (*n* = 10) male mice showing autophagic vesicles with quantification. Scale bars, 2 µm. **h** Confocal image of the liver sections in control and *Usp39*-HKO mice showing co-localization of Plin2 (green) and Lamp2 (red). Scale bars, 10 µm. **i** Confocal images of primary hepatocytes transfected with Ad-EGFP-LC3 and control vectors followed by serum deprivation to 2 h, showing EGFP-LC3 puncta/cell (*n*  =  56 cells for control, *n*  =  64 cells for HKO). Scale bars, 10 µm. **j** Co-localization of EGFP-LC3 puncta and BODIPY C_12_ (white arrows) in primary hepatocytes transfected with Ad-EGFP-LC3 and control vectors for 72 h, cells were then cultured in medium supplemented with 0.4 mM oleic acid (*n*  =  37 cells for control, *n*  =  39 cells for HKO). Scale bars, 10 µm. Immunofluorescence staining and co-localization was quantified by Image J. Images are representative of at least three independent experiments. The *p*-value was obtained by IPA (**a**) and others performed unpaired two-sided Student’s *t*-test, and the results are presented as the mean ± S.D. NS, stands for non-significant. OA, Oleic acid. MW, molecular weight. Source data are provided as a Source data file.

### Hepatocyte-specific *Usp39* deletion leads to aberrant splicing of autophagy-related genes

Given that Usp39 is a component of U4/U6. U5 tri-snRNP, we hypothesized that loss of Usp39 might disrupt RNA splicing of genes required for hepatic lipid autophagy. To this end, we performed RNA-seq on liver tissues of *Usp39*-HKO and control mice (*n* = 4). The rMATs software was used for AS events analysis and a total of 1993 splicing events in 1472 genes were detected. 

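The authors compared exon inclusion between the 4 *Usp39*-HKO and the 4 control livers with rMATS, and the events listed in Supplementary Data 2 are the paper's. The deposited values hold one total per gene, so event inclusion was not recomputed. Of the 1643 events that could be read there, the paper's false discovery rate was under 0.05 for 912 (55.5%). By type, the paper's numbers were 542 of 994 skipped exons, 172 of 232 alternative 5' splice sites, 133 of 213 alternative 3' splice sites and 65 of 204 mutually exclusive exons, while the other skipped exons and the retained introns could not be read.
The total level of the 1472 genes with an AS event was compared between genotypes from the deposited counts. Of these, 1428 passed the filter on low FPKM, and 349 had an adjusted p under 0.05 in edgeR, 130 higher and 219 lower in *Usp39*-HKO livers. This was 24.4% of the AS genes tested, against 22.3% of the 12912 other genes tested. Random lists of the same size matched on mean FPKM held a median of 317 such genes, with the central 95% between 289 and 346. The median log2 fold change was −0.048 for AS genes and 0.0055 for the other genes. On the scale of log2(FPKM + 1), the difference between these medians was −0.032 and was within the spread between mice (two-sided exact permutation test over the mice, p = 0.14). With no filter on low values it reversed to 0.092 (exact permutation p = 0.029), when 26984 other genes were compared. The AS genes and their median of 0.144 were the same there, while the median of the other genes fell from 0.175 to 0.052. The reversal therefore comes from the low genes added and says nothing about the AS genes. By the main type of event, the median log2 fold change was −0.047 for 830 genes with skipped exons, −0.046 for 210 with retained introns, −0.092 for 142 with alternative 5' splice sites, 0.013 for 130 with alternative 3' splice sites and −0.078 for 116 with mutually exclusive exons.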

The predominant AS events upon *Usp39* deletion were exon skipping (55%), alternative 5’ splice sites (12%) and intron retention (12%) (Fig. 5a). Heatmap showed the differentially expressed autophagy-related genes in liver tissues of *Usp39*-HKO mice compared to control mice (Fig. 5b), and a volcano plot was constructed to show the distribution of differential AS events upon *Usp39* deficiency (Fig. 5c). 

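All 19 autophagy-related genes of Fig. 5b passed the filter on low FPKM and changed in the direction of the figure. Adjusted over all genes tested, 16 had a p under 0.05 in edgeR, 5 higher and 11 lower in *Usp39*-HKO livers, and 11 were past the study's cutoff. Adjusted over the 19 genes alone, all 19 had a p under 0.05, which shows no stability, since the study chose them from these data. The number adjusted over all genes moved most in limma on log2(TPM + 1), to 9, and lay between 9 and 15 with one mouse left out in turn. Whether more of these genes were lower or higher depended on scaling. In limma on log2(TPM + 1), 7 were higher and 2 lower. The numbers were 7 and 4 in limma on log2(FPKM + 1), 7 and 5 in edgeR without TMM, and 5 and 10 with median-ratio scaling.
Among the genes of the core autophagy machinery, *Atg7* (ENSMUSG00000030314, chromosome 6 from 114643097 to 114860614) fell from 8.57 ± 0.76 to 6.55 ± 0.28 FPKM (SD, n = 4 mice each), with no overlap between the groups. Its log2 fold change was −0.62 (standard error 0.10, adjusted p = 0.00209). *Ulk1* (ENSMUSG00000029512, chromosome 5 from 110784488 to 110810097) measured 22.4 ± 1.76 and 19.8 ± 1.05 FPKM (SD, n = 4 mice each), a log2 fold change of −0.41 (standard error 0.11, adjusted p = 0.0171). *Atg3* (ENSMUSG00000022663, chromosome 16 from 45158785 to 45188538) measured 21.7 ± 0.77 and 19.5 ± 2.37 FPKM (SD, n = 4 mice each), a log2 fold change of −0.38 (standard error 0.12, adjusted p = 0.0411). The groups overlapped in FPKM for *Ulk1* and *Atg3*. With one mouse left out, the adjusted p reached 0.06 for *Ulk1* and 0.115 for *Atg3*. Of the 20 alternatives run for each gene, an adjusted p under 0.05 was lost in 9 for *Ulk1* and in 17 for *Atg3*. In limma on log2(FPKM + 1) the changes were −0.17 and −0.15, with adjusted p of 0.191 and 0.287. *Atg5* had a log2 fold change of −0.31 (standard error 0.13, adjusted p = 0.11). *Lamp2*, of the lysosomal membrane, had −0.46 (standard error 0.13, adjusted p = 0.029), and its adjusted p stayed under 0.05 in 2 of the 8 fits that each left out one mouse.
The largest rises were those of *Myc* (ENSMUSG00000022346, chromosome 15 from 61985391 to 61990374), from 3.02 ± 0.46 to 10.8 ± 4.33 FPKM (SD, n = 4 mice each), and *Hgf* (ENSMUSG00000028864, chromosome 5 from 16553495 to 16620152), from 3.75 ± 0.60 to 10.4 ± 5.12 FPKM (SD, n = 4 mice each). Their log2 fold changes were 1.59 (standard error 0.22, adjusted p = 0.00119) and 1.20 (standard error 0.25, adjusted p = 0.00673). *Atf4* and *Ripk1* rose by 0.37 and 0.24 on the log2 scale without reaching an adjusted p of 0.05 (0.0853 and 0.0944).

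**Figure D4:**
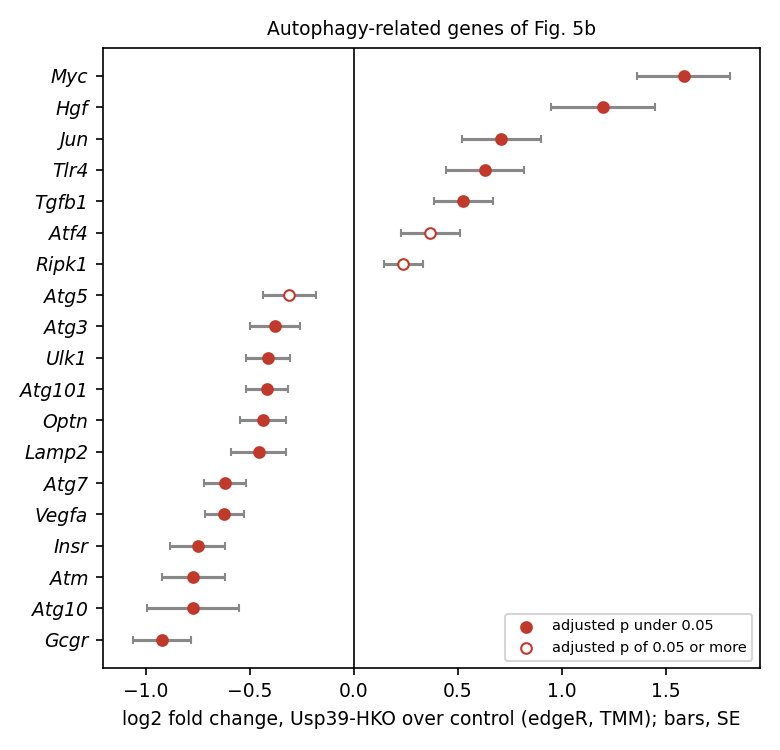
Log2 fold change of the autophagy-related genes of Fig. 5b in *Usp39*-HKO over control livers (horizontal axis, edgeR with TMM scaling; points, genes; bars, standard errors; n = 4 mice per group). Filled points are the 16 genes with an adjusted p under 0.05, 5 above and 11 below 0, and *Atf4*, *Ripk1* and *Atg5* are open.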

To identify the genome-wide binding sites and targets of Usp39, we conducted RNA immunoprecipitation sequencing (RIP-seq) in AML12 cells. Ultrasound fragmentation of RNA and stringent washing conditions improved specificity and resolution of binding signals. RIP peak distribution analysis revealed that Usp39 was predominantly mapped to introns (29%), exons (18%) and 3’UTRs (19%) (Fig. 5d). Motif enrichment analysis of the RIP-seq data identified GGCCAC and GCCAUA as the two most abundant elements (Fig. 5e and Fig. S7a–f). Further analysis revealed that Usp39 binding Motif 1 were clearly enriched near the splice sites of autophagy genes (Fig. S7d–f). To identify candidate AS targets regulated by Usp39, we integrated Usp39-bound genes and AS- related genes using RIP-seq and RNA-seq data and identified 611 common genes (Fig. 5f). Gene Ontology analysis of the 611 genes showed that the pathways related to the regulation of cellular catabolic processes, spliceosome complex assembly, peptidyl-serine phosphorylation and autophagy were significantly enriched (Fig. 5g). 

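For *Ulk3*, *Nrbp2*, *Tcirg1*, *Trp53inp1* and *Hsf1*, which are among the genes with an AS event, the total level in the same 8 livers was taken from the deposited counts, which do not separate the isoforms of a gene. *Nrbp2* (ENSMUSG00000075590, minus strand of chromosome 15 from 76085518 to 76091627) fell from 20.5 ± 2.58 to 10.1 ± 3.34 FPKM (SD, n = 4 mice each), and every *Usp39*-HKO value was below every control value (two-sided exact permutation test, p = 0.029). Its log2 fold change was −1.24 (standard error 0.21, adjusted p = 0.00287 from edgeR) and lay between −1.51 and −1.11 with one mouse left out in turn.
*Ulk3*, *Tcirg1* and *Trp53inp1* did not reach an adjusted p of 0.05. *Ulk3* (ENSMUSG00000032308, chromosome 9 from 57589452 to 57596233) measured 2.79 ± 0.27 and 2.90 ± 0.24 FPKM (SD, n = 4 mice each), with a log2 fold change of −0.18 (standard error 0.13, adjusted p = 0.326). The sign of this change depended on scaling, as the log2 fold change was 0.041 in limma on log2(FPKM + 1). *Tcirg1* (ENSMUSG00000001750, minus strand of chromosome 19 from 3896050 to 3907133) measured 10.7 ± 0.28 and 13.0 ± 1.77 FPKM (SD, n = 4 mice each). All 4 *Usp39*-HKO values of *Tcirg1* lay above the controls, but relative to the median gene the log2 fold change was 0.037 (standard error 0.09, adjusted p = 0.809), and it reversed to −0.011 without *Usp39*-HKO mouse A474. *Trp53inp1* (ENSMUSG00000028211, chromosome 4 from 11156431 to 11174379) measured 44.5 ± 7.14 and 64.8 ± 13.6 FPKM (SD, n = 4 mice each), with a log2 fold change of 0.31 (standard error 0.18, adjusted p = 0.241). Without TMM scaling, an alternative chosen after seeing the data, the change of *Trp53inp1* was 0.54 with an adjusted p of 0.0287. The paper's splicing table lists a skipped exon in *Trp53inp1*, with a mean inclusion of 0.39 in one group, taken to be *Usp39*-HKO because the same group skips exon 2 of *Usp39*, and 0.58 in the other, and a false discovery rate of 3.04e-06, which are the paper's values.

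**Figure D5:**
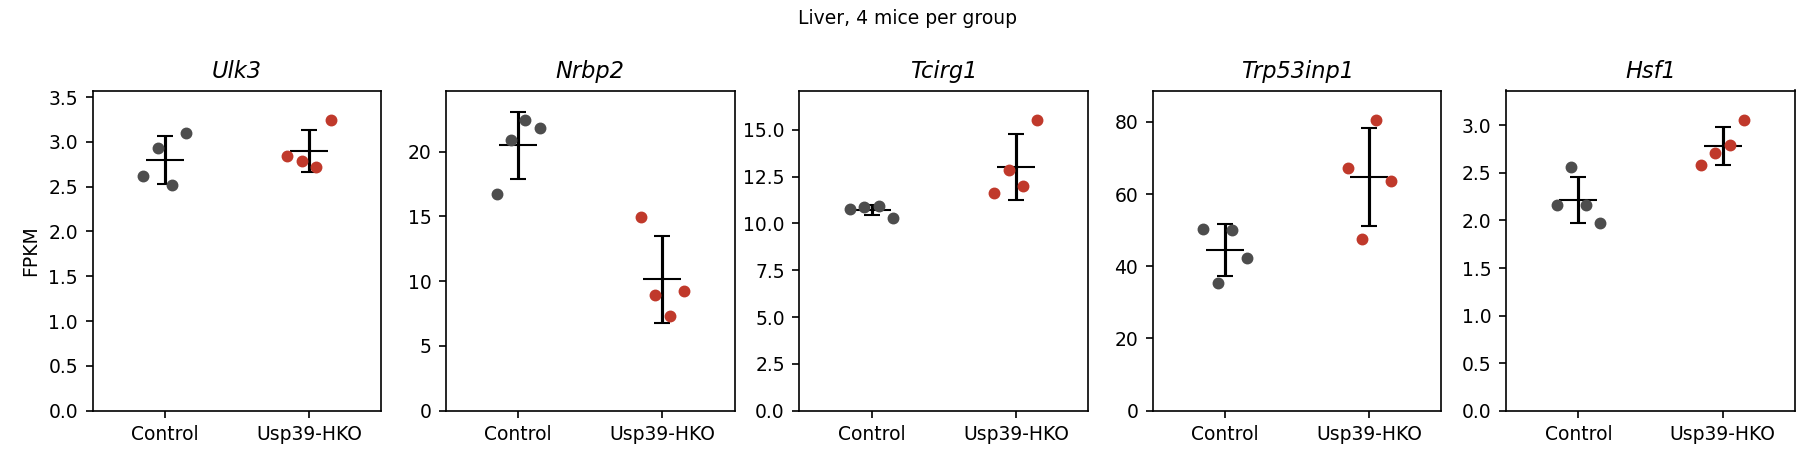
FPKM of *Ulk3*, *Nrbp2*, *Tcirg1*, *Trp53inp1* and *Hsf1* in the liver of each control and *Usp39*-HKO mouse (vertical axes, from 0, on a scale of their own for each gene; points, mice; horizontal lines, means; bars, SD; n = 4 mice per group). *Nrbp2* falls from a mean of 20.5 to 10.1 FPKM, and the *Usp39*-HKO values of *Tcirg1* and *Hsf1* lie above all control values.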

In order to identify functional targets regulated by Usp39 in hepatic lipid accumulation, we examined the AS patterns of autophagy-related genes that were enriched in Usp39-bound and alternatively spliced transcripts including *Ulk3, Nrbp2, Tcirg1, Trp53inp1,* and *Hsf1*. We then validated the altered splicing of these genes by AS and binding peak analysis (Fig. 5h–k) as well as by RT-PCR (Fig. 5l).

**Fig. 5:**
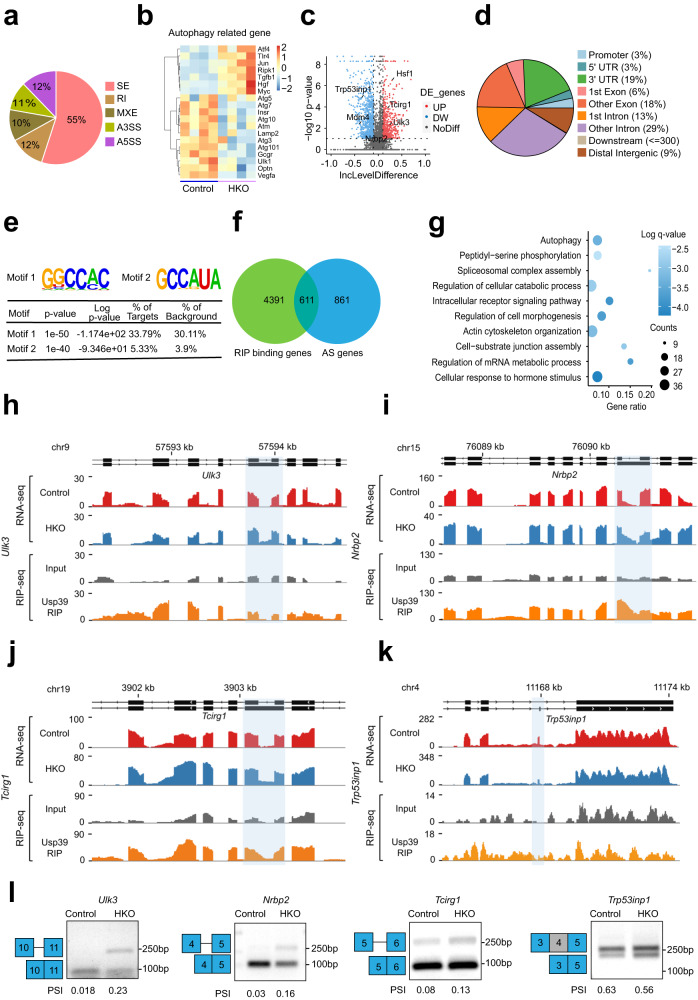
*Usp39* deletion leads to altered splicing of autophagy-related genes in hepatocytes. **a** Pie chart showing the distribution of AS events in the RNA-seq data in the livers of 5-week-old control and *Usp39-*HKO male mice (*n* = 4 per group) fasted 16 h. A total of 1937 splicing events from 1472 genes were identified. SE, skipped exons; RI, retained introns; A5SS, alternative 5’ splice site; A3SS, alternative 3’ splice site; MXE, mutually exclusive exons (*p* < 0.05, |delInclevel| > 0.1). **b** Heatmap of autophagy-related genes using RNA-seq data of control and *Usp39*-HKO male mice (*n* = 4 per group). **c** Volcano plot showing differential AS events in the RNA-seq data of livers from *Usp39*-HKO male mice compared to controls. Negative log10 transformed *p*-values and the delInclevel values were analyzed with rMATS (*n* = 4 per group). **d** The distribution of Usp39 binding peaks (35, 980), corresponding to 5002 genes, were identified from RIP-seq data with Piranha software (-p 0.001 -z 100). **e** HOMER de novo motif analysis of Usp39 binding peaks based on the RIP-seq data showing top-two Usp39 binding motifs. Binding motifs were ranked by *p*-value, and the statistical results including the percentage of targets and, the background are shown. **f** Venn diagram of 611 overlap genes from 5002 Usp39 binding genes (RIP-seq) and 1472 differentially expressed genes (RNA-seq). **g** Biological process enrichment analysis of the 611 genes from (**f**). Accumulative hypergeometric q-values and gene ratios were calculated. **h**–**k** Sashimi plots of AS and binding peaks for indicated genes using RNA-seq and RIP-seq data. The light blue region highlights the AS sites and the Usp39 binding region. **l** PCR was performed to analyze AS events in indicated genes using splice-variant specific primers in the liver tissues of 5-week-old control and *Usp39-*HKO male mice. Images are representative of at least three independent experiments. The results are presented as the mean ± S.D. NS, stands for non-significant. RIP, RNA immunoprecipitation sequencing. AS, alternative splicing. Source data are provided as a Source data file.

### *Usp39* deletion leads to mis-splicing and degradation of *Hsf1* in hepatocytes

We next focused on Hsf1, the master transcriptional regulator of heat shock response^22^, that promotes cytoprotective autophagy^18,23^. 

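*Hsf1* (ENSMUSG00000022556) lies on the plus strand of chromosome 15 of GRCm38 from 76477422 to 76501913 and has 16 annotated transcripts. In the canonical transcript (ENSMUST00000072838), exon 6 spans 62 bases from 76497768 to 76497829, intron 6 spans 122 bases from 76497830 to 76497951 and exon 7 spans 97 bases from 76497952 to 76498048. Of these, 6 end exon 6 at 76497829. In 2 others, a 5' splice site inside intron 6 extends exon 6 to 76497915, which adds 86 bases and gives an exon of 148 bases. One further transcript retains the whole of intron 6, and 1 more (ENSMUST00000227921) ends within it at 76497894, after 65 of its bases. The sequence across the canonical site is AGAAAGATGTGAGGCT and that across the downstream site is CCACCAAGGTCTGTGT. With the extended exon in the canonical transcript, the reading frame meets a TGA stop codon at 76497831 to 76497833, inside intron 6. This leaves 209 codons before the stop in place of 503, and the stop lies 762 bases before the last exon junction.
In the deposited RNA-seq data, the total level of *Hsf1* over its isoforms was 2.21 ± 0.25 FPKM in controls and 2.78 ± 0.20 FPKM in *Usp39*-HKO livers (SD, n = 4 mice each), with every *Usp39*-HKO value above every control value (two-sided exact permutation test, p = 0.029). Relative to the median gene, the log2 fold change was 0.09 (standard error 0.12, adjusted p = 0.611 from edgeR). It lay between 0.031 and 0.17 with one mouse left out in turn. The change was −0.0033 with quantile normalization and 0.26 with an adjusted p of 0.0396 with array quality weights, both in limma on log2(FPKM + 1). Its lowest count in a mouse was 132. These counts do not separate transcripts with the canonical end of exon 6 from those with the extended one. In the paper's splicing table, the entry for *Hsf1* that could be read is a skipped exon with p = 0.0328 and a false discovery rate of 0.354, both the paper's values. All 232 alternative 5' splice site events listed there could be read, and 0 of them is in *Hsf1*, while the retained introns and part of the skipped exons could not be read.

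**Figure D6:**
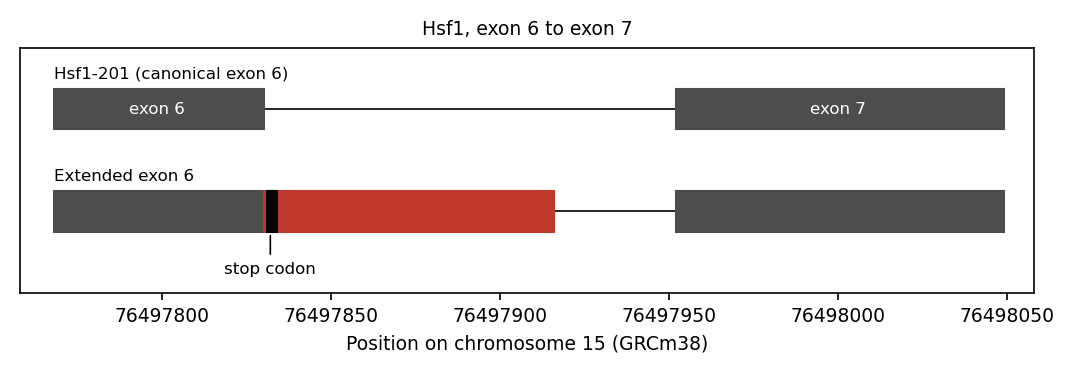
Map of *Hsf1* from exon 6 to exon 7 on chromosome 15 of GRCm38 (horizontal axis, position in bases), with the exon 6 of the canonical transcript above and the annotated extended exon 6 below. The extension (red) covers the 86 bases from 76497830 to 76497915, and the stop codon (black) lies at 76497831 to 76497833.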

We analyzed the splicing events of *Hsf1* and found that disruption of *Usp39* led to alternative 5’ splice site selection of exon 6, which introduces a premature termination codon (PTC) that may result in nonsense-mediated mRNA decay (NMD) (Fig. 6a, b). Indeed, the altered splicing of *Hsf1* was validated in *Usp39*-HKO livers by semi-quantitative RT-PCR (Fig. 6c). A minigene splicing assay further confirmed the altered splicing outcome of *Hsf1* decreased with increasing addition of Usp39, but increased when Usp39 was depleted (Fig. 6d and Fig. S8b). Subsequently, we analyzed the canonical isoform and NMD isoform of *Hsf1* by qPCR in liver tissues and found that canonical isoform was significantly decreased while the NMD isoform was increased upon loss of *Usp39* (Fig. 6e). The canonical isoform was also significantly decreased while the NMD isoform was increased upon loss of Usp39 in HFD-fed and MCD-fed mice compared to those of the chow-fed mice (Fig. s8c–f). Splicing regulation of *HSF1* by USP39 was further determined in Human cell lines Huh7 and HepG2. The results showed that canonical isoform was significantly decreased while the NMD isoform was increased upon knockdown of *USP39* (Fig. S8g–j). To verify that NMD isoform is degraded by NMD pathway, we measured the RNA half-life of NMD isoform in *Upf1* knockdown and control AML12 cells treated with actinomycin D. As expected, the half-life of NMD isoform of *Hsf1* was significantly increased in *Upf1* knockdown cells relative to controls (Fig. 6f). To provide further evidence for the direct binding of Usp39 to *Hsf1*, we performed a RIP assay in AML12 cells overexpressing FLAG-Usp39. RIP-qPCR demonstrated that Usp39 bound to four sites around exon 6 of *Hsf1* (Fig. 6g), and the RNA pull-down assay further revealed successful pull-down of Usp39 by a biotin-labeled Hsf1 probe (Fig. 6h). Consequently, mRNA expression of *Hsf1* and autophagy-related genes was significantly reduced in *Usp39*-HKO livers compared with controls (Fig. S8k), and in AML12 cells with *Usp39* knockdown (Fig. S8l). In contrast, the expression of *Hsf1* and autophagy-related genes was significantly increased in AML12 cells overexpressing Usp39 (Fig. S8m). We further found that the protein levels of Hsf1, Ulk1, Atg7, and the LC3 II were significantly decreased and p62 was increased upon *Usp39* depletion under fed (Fig. 6i and Fig. S9a), fasted (Fig. 6j and Fig. S9b) and HFD (Fig. 6k and Fig. S9c) conditions. A tamoxifen-inducible Usp39 knockout mouse model (*Usp39*^*fl/fl*^*; UBC-Cre* ^*ERT2*^) further confirmed the decreased level of Hsf1 upon *Usp39* deletion (Fig. S9d, e). The protein level of HSF1 was similarly decreased in human cell lines Huh7 and HepG2 upon *USP39* knockdown (Fig. S9f). Moreover, we observed decreased protein level of Hsf1 in the livers of HFD-fed and MCD-fed mice compared to those of the chow-fed mice (Fig. 6l, m and Fig. S9g, h). Finally, decreased HSF1 expression was also detected in the livers of patients with NASH compared with those without NASH (Fig. 6n and Fig. S9i). Taken together, these findings indicate that deletion of *Usp39* results in altered splicing and rapid degradation of *Hsf1*.

**Fig. 6:**
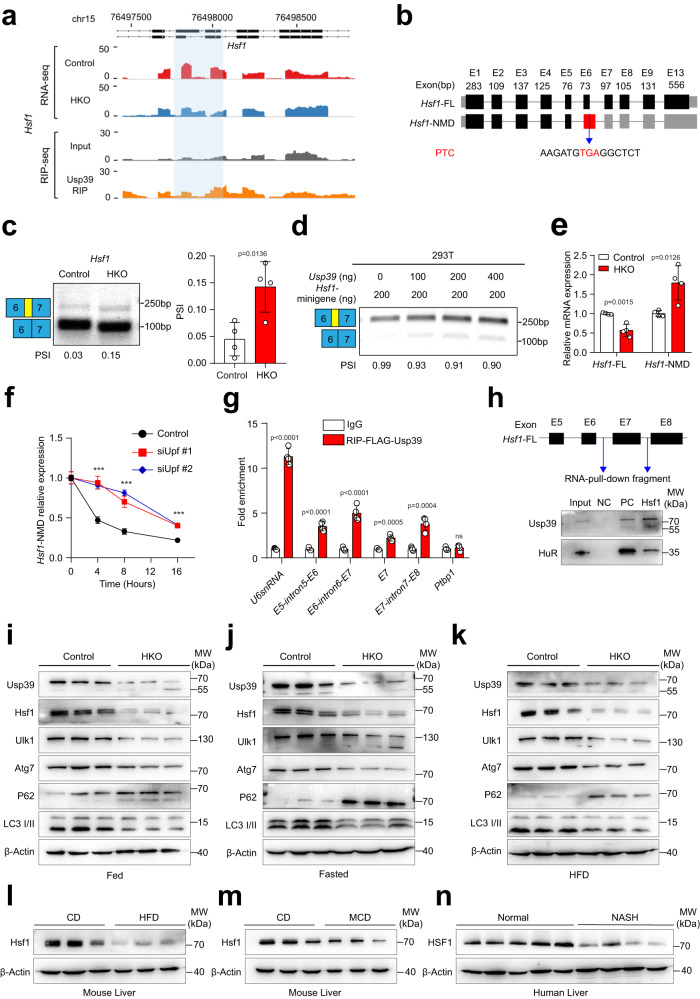
*Usp39* deletion leads to mis-splicing and fast degradation of *Hsf1* in hepatocytes. **a** AS pattern and Usp39 binding sites on *Hsf1* were visualized with IGV using RNA-seq and RIP-seq data. AS sites and the Usp39 binding region was highlighted. **b** Schematic structure of two *Hsf1* isoforms. *Hsf1*-FL is the canonical isoform, and *Hsf1*-NMD is the altered splicing (A5SS) of exon 6. **c** RT-PCR was performed to validate AS events of *Hsf1* in the livers of 5-week-old male mice. Percent spliced in (PSI) was quantified (*n* = 4). **d** Analysis of the splicing of the *Hsf1* by minigene in 293 T cells. **e** Relative expression of *Hsf1*-FL and *Hsf1*-NMD was analyzed by qPCR in liver tissues (*n* = 4). **f** *Hsf1*-NMD was measured by qPCR in *Upf1* knockdown and control AML12 cells treated with 10 μg/mL actinomycin D. **g** RIP-qPCR was performed to validate the binding of Usp39 on the *Hsf1* transcript in AML12 cells (*n* = 4). U6 snRNA and Ptbp1 were used as the positive and negative controls. **h** RNA pull-down showing the interaction between Usp39 protein and *Hsf1* pre-mRNA. PC: positive control, NC: negative control. Protein was quantified with Input. **i**–**k** Immunoblotting was performed to measure the levels of indicated genes in *Usp39*-HKO livers compared with controls under fed (**i**), fasted (**j**) and HFD (**k**) conditions (*n* = 3). **l**, **m** Hsf1 level was analyzed by immunoblotting in the livers of MCD-fed (*n* = 6) and HFD-fed (*n* = 7) mice compared to chow-fed mice. **n** HSF1 was measured by immunoblotting in the livers of individuals with NASH (*n* = 4) compared with those without NASH (*n* = 5). Immunoblotting bands intensities were quantified by Image J (Fig. S9a-c, g-i). Images are representative of at least three independent experiments. *P*-value was obtained by unpaired two-sided Student’s *t*-test and one-way analysis of variance (ANOVA) followed by Dunnett’s multiple comparisons test for (**f**), and the results are presented as the mean ± S.D. *p < 0.05, **p < 0.01, ***p < 0.001. NS, stands for non-significant. CD, control diet. MW, molecular weight. Source data are provided as a Source data file.

### Hsf1 promotes autophagy and alleviates hepatic steatosis caused by *Usp39* depletion

We next performed rescue experiments to determine whether the downregulation of *Hsf1* mediates the lipid accumulation resulting from loss of *Usp39*. BODIPY staining in AML12 cells showed that lipid accumulation caused by *Usp39* deletion could be rescued by forced Hsf1 expression (Fig. 7a, b). In contrast, knockdown of *Hsf1* by siRNA impaired lipid degradation triggered by *Usp39* overexpression (Fig. S10a, b). Immunofluorescence of Plin2 and Lamp2 staining further revealed that impaired autophagy induced by *Usp39* deletion was restored by forced Hsf1 expression reversed in AML12 cells (Fig. 7c). Conversely, silencing of Hsf1 in Usp39 overexpressing AML12 cells had the opposite effect (Fig. S10c). Immunoblotting showed that the impaired autophagy by *Usp39* deletion could be rescued by forced Hsf1 expression in AML12 cells, particularly under serum starvation (Fig. 7d and Fig. S10d). In contrast, the enhanced autophagy caused by overexpression of Usp39 could be abrogated by *Hsf1* knockdown (Fig. S10e, f). To strengthen the conclusion that Hsf1 is a functional target of Usp39 and promotes autophagy in hepatic lipid metabolism, we injected Usp39 floxed mice with AAV8-TBG-Cre or AAV-TBG-Null to generate liver-specific *Usp39*-HKO mice. While there was no difference in body weights, liver weight and liver/body weight ratio (Fig. S10g), the livers were pale and the hepatic TG level was significantly increased in AAV-TBG-Cre mice (Fig. S10h, i). These mice were then infected with adenovirus expressing Hsf1 or empty vector, followed by 4 weeks of normal chow diet. Ectopic Hsf1 expression clearly alleviated the hepatic steatosis induced by *Usp39* deletion (Fig. 7e). Consistently, impaired autophagy caused by *Usp39* deletion was restored, as evidenced by immunostaining of Plin2 and Lamp2 (Fig. 7f) and immunoblotting of autophagy-related genes (Fig. 7g and Fig. S10j). Collectively, these results suggest that hepatic steatosis due to *Usp39* depletion is partially mediated by Hsf1 downregulation and the subsequent impairment in autophagy.

**Fig. 7:**
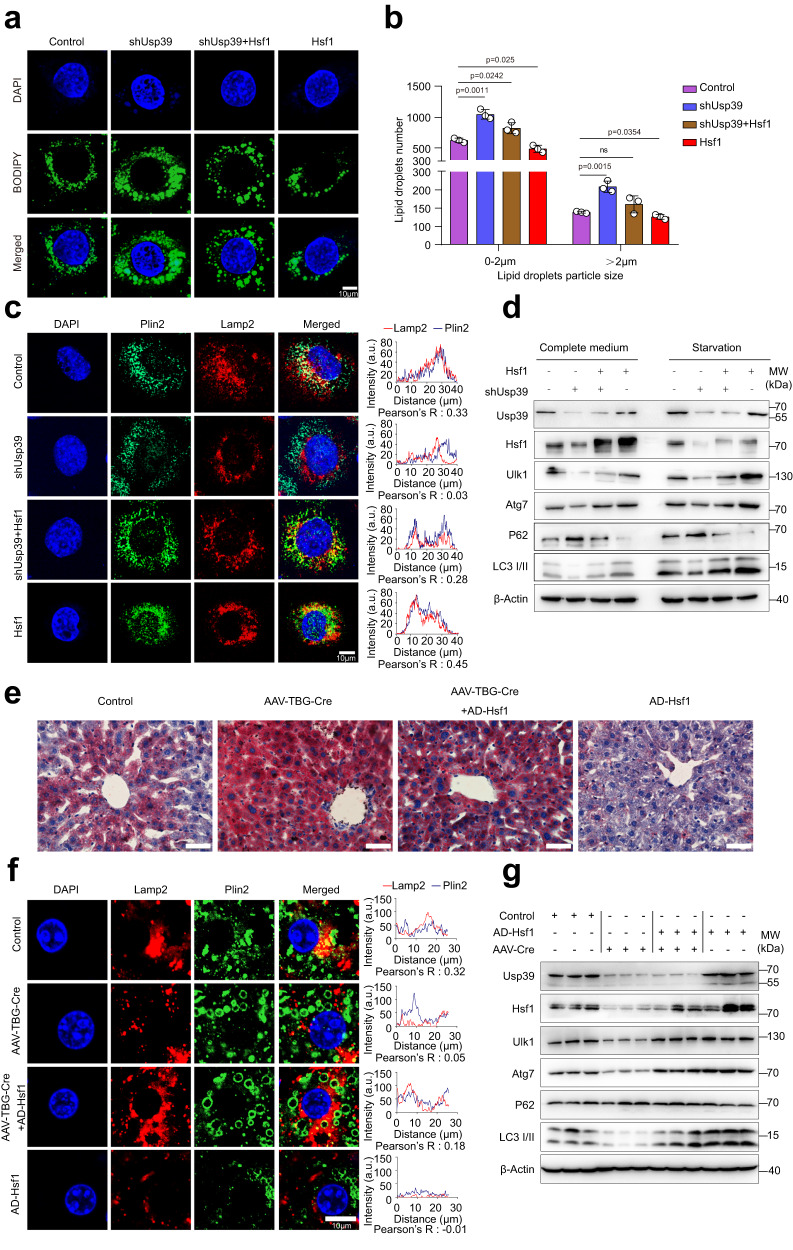
Hsf1 promotes autophagy and alleviates hepatic steatosis caused by *Usp39* deletion. **a**, **b** AML12 cells transfected with indicated vectors. Cells were stained with BODIPY and imaged using confocal microscopy. Lipid droplet numbers were quantified of 30 BODIPY-stained cells in each group (*n* = 3 independent experiments) by Image J. Scale bar, 10 µm. **c** Co-localization between Plin2 (green) and Lamp2 (red) was analyzed by immunofluorescence staining in AML12 cells transfected with indicated vectors, co-localization signal was quantified by Image J. Scale bars, 10 µm. **d** Immunoblotting analysis of Usp39, Hsf1 and autophagy-related genes in AML12 cell transfected with indicated vectors in complete or serum deprived medium (*n* = 3, 4 per group, from three independent experiments). **e** Oil Red O staining of liver sections of *Usp39*-floxed mice injected with AAV-empty, AAV-TBG-Cre, or Ad-Hsf1. The mice were sacrificed after fasted for 16 h. Scale bars, 50 µm. **f** Immunofluorescence experiments showed co-localization of Plin2 (green) and Lamp2 (red). Scale bar, 10 µm. **g** Immunoblotting analysis of protein levels of indicated genes in the livers from *Usp39*-floxed mice injected with AAV- empty, AAV-TBG-Cre, or Ad-Hsf1. The mice were sacrificed after fasted for 16 h (*n* = 3, 4, 6 per group, from three independent experiments). Immunoblotting band intensities were quantified by Image J, which were shown in Fig. S10d, j. Co-localization was quantified by Image J. Images are representative of at least three independent experiments. *P*-value was obtained by unpaired two-sided Student’s *t*-test and the results are presented as the mean ± S.D. NS, stands for non-significant. AD, Adenovirus. AAV, Adeno-associated virus. TBG, thyroxine-binding globulin. MW, molecular weight. Source data are provided as a Source data file.

## Discussion

We here demonstrate a physiological role for Usp39 in the maintenance of liver lipid homeostasis. Our results show that hepatocyte-specific *Usp39* deletion in mice leads to spontaneous hepatic steatosis. *Usp39* depletion blocks autophagy and thereby increases lipid droplet accumulation in the liver. Mechanistically, *Usp39* deficiency was shown to result in mis-splicing and downregulation of autophagy-related genes including Hsf1. The finding that Usp39-mediated AS promotes autophagic activity to maintain hepatic lipid homeostasis is consistent with the recognition that autophagy accounts for a high percentage of lipolysis in the liver^21^.

As a component of the U4/U6. U5 tri-snRNP complex, Usp39 is crucial for pre-mRNA splicing^24^. Because of the early embryonic lethality in constitutive *Usp39* knockout mice, the physiological roles of Usp39 have not been fully elucidated. A recent study reported the role of Usp39 in B cell development using B cell-specific *Usp39* conditional knockout mice and showed that Usp39 is essential for B cell development in the bone marrow, although RNA splicing is barely affected in *Usp39*-deficient B cells^25^. Nevertheless, a previous study demonstrated that Usp39 is essential for the recruitment of the tri-snRNP to the pre-spliceosome and for the splicing function^26^. In addition, Usp39 has been shown to be involved in splicing of Aurora B which is essential for proper spindle checkpoint function^11^. Our study provides strong evidence that Usp39 plays an important role in splicing regulation. Using RIP-seq and RNA-seq approaches, we found *Usp39* depletion leads to 1993 altered AS events, with the predominant AS events being exon skipping (55%), alternative 5’ splice sites (12%), and intron retention (12%) (Fig. 5a). We further integrated Usp39-bound genes with AS related genes using RIP-seq and RNA-seq data and identified 611 Usp39-regulated AS candidate target genes including *Hsf1*. Our findings suggest that Usp39 is a major splicing factor that regulates multiple splicing events in hepatic lipid metabolism.

One of the key findings from our combined analysis of RIP-seq and RNA-seq data is that Usp39 regulates AS of several autophagy-related genes including *Hsf1*, which has been well documented to play a role in heat shock response by preventing protein aggregation and proteome imbalance^22^. Hsf1 has also been reported to be involved in non-stressed circumstances, including development, metabolism and aging^17^, and Hsf1 activation protects against HFD-induced insulin resistance and steatosis^27^ while overexpression of Hsf1 induces autophagy to improve survival and proteostasis in *Caenorhabditis elegans*^28^. In addition, Hsf1 activates autophagy through transcriptional regulation of autophagy-related genes including *Atg5*, *Atg7*, and *Atg12*^18,29^. Hsf1 expression and activity is regulated at multiple levels, including protein-protein interactions and posttranslational modifications^17^. For example, Sirt1 deacetylates Hsf1 and upregulates its binding to the Hsp70 promoter^30^. Our data revealed that Usp39 regulates the AS of *Hsf1*, and *Usp39* deficiency leads to altered splicing of exon 6, resulting in an isoform that harbors a premature termination codon that leads to its degradation by nonsense-mediated mRNA decay. Indeed, the protein level of Hsf1 was significantly decreased upon *Usp39* deletion. We compared the sequences of human and mouse Hsf1 gene near the splice site of exon 6 and found them to be highly conserved and contain two Usp39 binding motif 1 (Fig. S8a). 

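The mouse sequence from the start of exon 6 to the end of exon 7 of *Hsf1* (281 bases on chromosome 15 of GRCm38, 76497768 to 76498048) was searched on the sense strand for motif 1 as printed in the text, GGCCAC, and for motif 2, GCCATA in DNA letters. Among the 276 windows of the motifs' length there was no exact match to motif 1 (0 windows). With 1 mismatch, motif 1 had 2 windows, both in intron 6, GTCCAC from 76497855 to 76497860 and GGGCAC from 76497903 to 76497908. Both windows lie in the part of intron 6 that the extended exon 6 includes. Motif 2 also had no exact match (0 windows), and 1 window with 1 mismatch, CCCATA in exon 7 from 76498039 to 76498044. The boxes of Fig. S8a read GTCCAT and GGCCCA. In this assembly each occurs once between the start of exon 6 and the end of exon 7, GTCCAT from 76498025 to 76498030 and GGCCCA from 76498037 to 76498042, both in exon 7. Each differs from GGCCAC at 2 positions. The text prints motif 1 as one sequence, whereas Fig. 5e shows it as a logo.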

In line with our findings, the stress-sensitive splicing factor SF3B1 has been shown to regulate both HSF1 concentration and activity^31^. Taken together, these findings suggest that Usp39-mediated AS regulates *Hsf1* expression.

Our study further demonstrated that impaired autophagy caused by *Usp39* deficiency plays a key role in hepatic lipid accumulation. The liver is rich in lysosomes and highly active in autophagy, a feature critical to basic liver functions^5^. Defective autophagy is implicated in the development and progression of NAFLD^32^, and autophagy serves as a major regulator of lipid homeostasis in the liver, by degrading lipid droplets via lysosomes^33^. Pharmacological inhibition of autophagy or liver-specific knockout of *Atg7* blocks autophagy and promotes hepatic lipid accumulation^21^. Our data revealed that autophagy-regulated genes including *Ulk1*, *Atg3* and *Atg7*, and *Hsf1* were significantly downregulated upon *Usp39* depletion. Importantly, our results suggest that loss of *Usp39* induces hepatic steatosis partially by impairing Hsf1-regulated autophagy. Considering that hepatic lipid accumulation in *Usp39*-HKO livers might also be caused by other mechanisms, we analyzed the expression level of genes related to lipolysis, β-oxidation, and de novo lipogenesis in *Usp39*-HKO livers compared with controls. Our results revealed that hepatic lipid accumulation in *Usp39*-HKO livers was not due to defective lipolysis, β-oxidation or increased de novo lipogenesis. Taken together, these data suggest that the hepatic lipid accumulation induced by *Usp39* depletion is largely mediated by an impaired autophagy.

In summary, our findings demonstrate a role for the spliceosome component Usp39 in the regulation of autophagy and hepatocyte lipid homeostasis. *Usp39* deficiency in hepatocytes causes autophagy defects and lipid accumulation and thus leads to spontaneous steatosis. Mechanistically, Usp39 regulates the AS of autophagy-related genes, including *Hsf1*, to promote autophagy. Collectively, our findings of AS in regulating autophagy and hepatocyte lipid homeostasis make it a potential target for treating fatty liver diseases.

## Methods

### Mice

*Usp39*^fl/+^ and Albumin-Cre mice on C57BL/6J background were obtained from GemPharmatech Laboratory (China), and *UBC*-Cre^ERT2^ mice on C57BL/6J background were obtained from the Jackson Laboratory. The *Usp39-*floxed mouse line was generated by flanking exon 2 of *Usp39* with *loxP* sites. To generate hepatic-specific *Usp39-*HKO mice, *Usp39*^fl/fl^ mice were crossed to the Albumin-Cre mouse line. For diet-induced model, control and *Usp39*-HKO male mice were fed CD or 60% kcal fat HFD (D12492, Research Diets) at 4 weeks of age for 12 weeks. For MCD (Methionine and Choline Deficient L-Amino Acid Diet) induced model, 10-week-old male mice were fed an MCD (XSYT-ED-009, Biotechnology) for 5 weeks. For the in vivo rescue experiments, AAV-empty, AAV-TBG-Cre, or Ad-Hsf1 virus were injected into 8-week-old male *Usp39*^*fl/fl*^ mice followed by a normal chow diet for 4 weeks. The male mice were then subjected to 16 h fasting prior to sacrifice. Adenovirus and adeno-associated virus were purchased from Jinan WZ Biosciences INC. All animals used in our study were housed under a controlled lighting regime (12 h light; 12 h darkness) at 21–22 °C and 60%  ±  10% relative humidity with freely available food and water. All animal experiments were conducted in accordance with the guidelines of the Animal Care and Use Committee at Shandong University (ECSBMSSDU2022-2-113). Primers for PCR genotyping are listed in Supplementary Table 2.

### Cell lines and constructs

The AML12 (mouse liver cell line) (CRL-2254, USA) and HepG2 (HB-8065, USA) was from the ATCC, and Hepa1-6 was a generous gift from Prof Peihui Wang, Advanced Medical Research Institute, Shandong University. HEK293T (SCSP-502, China) and Huh-7 (SCSP-526, China) cell line was obtained from the National Collection of Authenticated Cell Cultures. AML12 cells were cultured in DMEM-F12 medium with ITS liquid medium supplement (Sigma), and 40 ng/mL dexamethasone, while the Hepa1-6, Huh-7, HepG2 and 293T cell lines were cultured in DMEM medium. The PLKO.1-shUsp39-TRC vector was obtained from WZ Biosciences INC. The pT3G-3FPS-Usp39 and pLenti-Hsf1-C-Myc-DDK-IRES-Puro lentiviral plasmids were constructed by colony PCR. AML12 cells stably expressing Usp39 and Hsf1 were obtained by viral infection with pT3G-3FPS-Usp39, Lenti-Hsf1-c-myc-DDK-IRES-puro, shUsp39-AML12 cells were constructs by viral infection with PLKO.1-shUsp39-TRC. All virus-infected cells were cultured in complete medium containing 2 µg/mL puromycin. Transient transfections of AML12, Hepa1-6, HepG2, Huh7 and primary hepatocyte cells were transfected with plasmids (1 µg) or siRNAs (50 nM) for 48 or 72 h. Cells were then harvested for the following experiments. The siRNA, shRNA sequences and primer sequences are shown in Supplementary Table 2. All mediums were supplemented with 10% fetal bovine serum (Gibco) and 100 units/mL penicillin-streptomycin solution. Cells were cultured in a humidified atmosphere of 5% CO_2_ at 37 °C.

### Isolation and culture of primary mouse hepatocytes

Primary mouse hepatocytes were isolated using a two-step collagenase digestion method as previously described^34^. Five-week-old male *Usp39*-HKO and control mice were used for primary isolation. Briefly, after the tissues were digested via a perfusion of collagenase type IV solution. The isolated cells were resuspended in 50 ml of medium, filtered with double-layer sterile gauze, centrifuged at 60 × *g* for 5 min, and the procedure was repeated. The cells were finally resuspended in 10 ml medium. Cell yield and viability were scored by trypan blue staining. Cells were plated and cultured in Dulbecco’s Modified Eagles Medium (DMEM) medium containing 10% fetal bovine serum (Gibco), 100 units/mL penicillin-streptomycin solution, 1 μM T4 thyroid hormone, 10 μM dexamethasone Metone and 1.5 μM insulin (Macgene, CC101).

### RNA extraction and PCR

Total RNA was isolated from mouse liver or mouse cell lines using TRIzol reagent according to the manufacturer’s protocol (Invitrogen, 15596-026). A total of 1 μg of total RNA was reverse-transcribed into cDNA using the HiScript III RT SuperMix for qPCR (+gDNA wiper) (Vazyme, R223-01) according to the manufacturer’s instructions. Real-time PCR was performed using ChamQ SYBR Colour qPCR Master Mix (Vazyme, Q411-02) on a Quant Studio 3 thermocycler (Thermo Fisher). Semi-quantitative real-time PCR was used to analyze AS products. Primer sequences are listed in Supplementary Table 2.

### Histological analysis

After the mice were scarified, left lateral lobe of the liver was removed and fixed in 4% neutral paraformaldehyde and embedded in paraffin. Paraffin-embedded or frozen sections of liver tissue sections (4–6 μm) were stained with hematoxylin and eosin stain (H&E), immunohistochemical staining, or immunofluorescence staining^35^. For immunohistochemical experiments, Paraffin sections were deparaffinized in xylene and rehydrated with a graded series of ethanol solutions. Antigen retrieval was performed in EDTA by heating in a microwave. Tissue slides were blocked with 5% BSA and incubated with primary antibodies against rabbit anti-Usp39 (1:100 Abcam ab131332), Ki67 (1:50 Abcam ab15580), Pcna (1:500 Servicebio GB11010-1), F4/80 (1:500 Servicebio GB11027) overnight at 4 °C. Bright field images were obtained using an Olympus BX53 microscope system. The IHC staining score for each sample was determined by two pathologists in a blinded manner based on the intensity and extent of staining across the section. The intensity of staining was scored as 0 (negative), 1 (weak), 2 (moderate), and 3 (strong). The extent of staining was based on the percentage of positive Usp39 cells: 1 (0–25%), 2 (26–50%), 3 (51–75%), and 4 (76–100%). The final IHC staining score was generated by multiplying the percentage score with the staining intensity score. The final score was the average of two pathologists. The primary antibodies are listed in Key resources Supplementary Table 3.

### Immunofluorescence staining

Cell slides or ice sections of liver tissue were fixed in 5% paraformaldehyde followed by permeabilization with 0.5% Triton X-100. Samples were then blocked with 5% BSA for 1 h and incubated with primary antibodies against rabbit anti-Usp39 (1:400 Abcam ab131244), Sox9 (1:200 Millipore AB5535), Albumin (1:400 Proteintech 16475-1-AP), Perilipin 2 (1:200 Proteintech 15294-1-AP), rat anti-Lamp2 (1:200 Abcam ab13524), mouse anti-SC35 (1:400 Abcam ab11826). Fluorescent images were captured on a Dragonfly 200 confocal microscopy system (Andor Technology). Immunofluorescence staining and co-localization was quantified by Image J. The primary antibodies are listed in Key resources Supplementary Table 3.

### BODIPY and Oil Red O staining

Primary hepatocytes from C57BL/6 WT male mice and AML12 cells were seeded in 24-well plates 6 h before transfection. Primary hepatocyte and AML12 cells were infected with Usp39 siRNA or shUsp39 vector and the equal number of AD-EGFP-LC3 adenoviruses overnight. After 48 h, 0.4 mM OA and 0.5 μM BODIPY C_12_ treatment for 12 h and serum starvation treatment cells for 3 h. Living cell fluorescent images were taken on a Dragonfly 200 confocal microscopy system (Andor Technology). For Oil Red O staining, the frozen sections of liver tissue were placed at room temperature for 30 min. Slides were stained with prepared 0.3% Oil Red O solution (Merck, O625) for 15 min and then counterstained with hematoxylin.

### Mouse serum assay and liver function measurements

The blood was collected in EP tubes in a total volume of 1 ml. The serum was separated by centrifugation and transferred to new EP tubes for storage at −80 degrees. Serum alanine aminotransferase (ALT), aspartate aminotransferase (AST), albumin (albumin) and lactate dehydrogenase (LDH) activities were measured using kits from Sigma according to the manufacture’s protocols.

Triglyceride (TG) secretion was measured in 5-week-old male mice injected intraperitoneally with 0.25 g/kg of poloxamer 407^36^. The retro-orbital venous blood was collected from the mice at 0 min and 300 min after injection. The serum TG content was measured using triglyceride detection kit. For liver TG and non-esterified fatty acid (NEFA) measurement, 30–40 mg of liver tissues were homogenized in 400 μl of deionized water and lipids were extracted with 1 ml of a 2:1 chloroform: methanol. The mixture was incubated for 4 h at room temperature with vigorous shaking for complete extraction. The mixture was then centrifuged at 13,400 × *g* for 5 min to allow the liquid surface to delaminate. The upper chloroform phase was transferred to a new EP tube. It was dried under a stream of air and then regenerated by adding 200 µL of anhydrous ethanol and mixing in a water bath at 42 °C for 5 min. TG and NEFA were measured using colorimetric kits according to the manufacture’s protocols.

### Metabolic assessment in mice

Mice body weight was measured weekly during the experiment. Columbus Instruments Comprehensive Lab Animal Monitoring System CLAMS6 was used to measure the metabolic rate of 5- and 10-week-old *Usp39*-HKO and Control male mice (*n* = 5–7). Mice were adapted to individual metabolic chambers for three days prior to data collection. Oxygen consumption, RER (breathing entropy), energy expenditure, food intake, and locomotor activity were recorded every seven minutes for over 48 h. Data were generated by automatic recording of the instrument. These data were analyzed at 12 h dark :12 h light cycle at 22–23 °C.

### Mitochondrial respiration measurement

Primary hepatocytes and AML12 cells were seeded in 96 well Seahorse plates at 1 × 10^4^ cells per well. Prior to mitochondrial respiration measurement, medium was replaced with XF Assay Medium (pH 7.4, supplemented with 10 mM glucose, 1 mM sodium pyruvate, and 2 mM glutamine) and incubated for 1 h at 37 °C in the absence of CO_2_. Cellular OCR were recorded at baseline and then the cells were challenged injected with 1.5 μM oligomycin, 2 μM FCCP, 0.5 μM rotenone, 0.5 μM antimycin. After 4 h, OCR were measured again. The OCR values were normalized to the protein levels of each well. The Seahorse Wave software was used to analyze the data (Agilent).

### Transmission electron microscopy

Mouse livers in 5-week-old *Usp39*-HKO male C57BL/6 mice (*n* = 10) and control (*n* = 11) mice fasted for 16 h were fixed with fixtive for TEM (servicebio) at 4 °C for 30 min. After washing with 0.1 M PB (pH 7.4) three times for 15 min each, the samples were post-fixed with 1% O_S_O_4_ in 0.1 M PB (pH 7.4) for 2 h at room temperature. The samples were then dehydrated with ethanol, followed by embedding in acetone. Ultrathin sections were prepared and stained with uranyl acetate; the samples were imaged with a Hitachi HT7800 TEM.

### RNA-seq, RIP-seq, and bioinformatics

For RNA-seq, 5-week-old *Usp39*-HKO and control male littermates (*n* = 4) were fasted for 16 h and anesthetized. RNA from liver tissues was extracted with TRIzol and prepared for RNA-seq using an Illumina NovaSeq 6000. Sequence data were aligned to the mm10 genome with HISAT2 (version 2.2.0) and sorted with samtools (version 1.9). Mapped reads were visualized with the Integrative Genomics Viewer (IGV). Gene expression was quantified with featurecounts and differential expression was analyzed with DESeq2. The cutoff was set *p* < 0.05 and log2 fold change (FC) > 0.5 or <−0.5. The mapped reads aligned by HISAT2 were further used for AS analysis and the events were identified with rMATS (version 4.1.0)^37^. AS events were classified into skipped exon, retained intron, alternative 5’ splice site, alternative 3’ splice site, and mutually exclusive exons. The RNA-seq data generated in this study have been deposited in the NCBI GEO database under the accession number GSE213633. Gene expression profile and alternative splicing events of RNA-seq are listed in Supplementary Data 1 and Supplementary Data 2

RIP-seq experiment was conducted using Magna NuCLEAR™ RIP (Cross-Linked) Nuclear RNA-Binding Protein Immunoprecipitation Kit (17-10520) with several modifications to improve the signal resolution. Doxycycline-induced FLAG-Usp39 overexpressing AML12 cell line was constructed. After 72 h of doxycycline induction, the cells were collected and nuclear pellets were isolated with Minute™ Cytoplasmic and Nuclear Extraction Kits for Cells (Invent). Then the nuclear pellets were cross-linked with paraformaldehyde for 5 minutes and then lysed. RNA was fractionated using Bioruptor Pico sonication device (Diagenode) for 10 cycles and incubated with anti-FLAG magnetic beads (MBL, M185-11) at 4 °C overnight. Pull-down RNA fragments after thorough washing were extracted with Spin Column RNA Cleanup & Concentration Kit (Sangon). The sequencing library was constructed with the NEB Next Ultra RNA Library Prep Kit for Illumina, and high-throughput sequencing of the RIP libraries was performed on a NovaSeq 6000 using the PE150 sequencing strategy (Novogene). The adapter sequences and low-quality reads were removed with Trim Galore (version 0.6.1), and the quality of the clean reads was checked with FastQC (version 0.11.9). rRNA sequences were removed with bowtie (version 1.2.3)^38^, and the remaining reads were mapped to the mouse genome (mm10) with HISAT2 and visualized in IGV^39^. Usp39 binding peaks were identified with Piranha (-p 0.001 -z 100) and annotated with an R package clusterProfiler. De novo motif analysis was conducted with HOMER. The RIP-seq data generated in this study have been deposited in the NCBI GEO database under the accession number GSE213629. RIP-seq identified Usp39 binding peaks are listed in Supplementary Data 3.

Raw sequencing data of mouse models of NASH and HFD were achieved from obtained from the GEO database (GSE154892 and GSE165855). The splicing factors interaction network was analyzed based on STRING database and visualized with Cytoscape.

### Lipidomics

Lipids were extracted from liver tissues of *Usp39*-HKO and control male mice (*n* = 4) according to Methyl-t-butyl ether (MTBE) method^40^. Briefly, samples were homogenized with 200 μL water and 240 μL methanol, and then 800 μL of MTBE was added and the mixture was ultrasonicated for 20 min at 4 °C followed by incubation for 30 min at room temperature. The solution was centrifuged at 14,000 × *g* for 15 min at 10 °C and the upper organic solvent layer was removed and dried under nitrogen. Reverse phase chromatography was used for LC separation using a CSH C18 column (1.7 μm, 2.1 mm × 100 mm, Waters). The lipid extracts were re-dissolved in 200 μL 90% isopropanol/acetonitrile and, centrifuged at 14,000 × *g* for 15 min, finally, 3 μL sample was injected. Mass spectra are acquired by Q-Exactive Plus in positive and negative mode. The identification of lipid species based in the MS/MS math data was performed with LipidSearch^41^. Differentially present lipid molecules were selected by Student’s *t*-test (*p* < 0.05) and fold change (FC > 1.5 or FC < 0.67), and the lipidomics data were clustered and visualized with R Bioconductor 4.0.2. Lipidomics data are shown in Supplementary Data 4.

### Immunoblotting

Whole cell or tissue protein lysates were prepared from liver tissue or cultured cells using lysis buffer, and an Enhanced BCA Protein Assay Kit (Beyotime Biotechnology) was used for protein concentration measurement. Equal amounts of total protein were loaded on 12% SDS-PAGE gels and transferred to polyvinylidene difluoride (PVDF) membranes. The PVDF membrane was blocked with 5% skim milk for 1 h at room temperature and incubated with diluted primary antibodies overnight at 4 °C. Antibodies that were used included anti-rabbit Usp39 (1:5000 Abcam ab131244), LC3A/B (D3U4C) XP (1:1000 Cell Signaling Technology 12741), SQSTM1/p62 (1:1000 Cell Signaling Technology 5114), Atg7 (1:1000 Cell Signaling Technology 8558), Ulk1 (1:800 Abways CY6902), Hsf1 (1:1000 Proteintech 51034-1-AP), Caspase-3 (1:1000 Cell Signaling Technology 9662), Cleaved Caspase-3 (1:1000 Cell Signaling Technology 9661), Lamin B1 (1:1000 Proteintech 12987-1-AP), Gapdh (1:10,000 Proteintech 10494-1-AP), Usp39 (1:10,000 Abcam ab131332), Usp39 - N - terminal (1:2000 Abcam ab236453), Usp39 (1:2000 Invitrogen A304-816A), anti-mouse Actin (1:5000 Proteintech 66009-1-Ig).The membranes were then conjugated to horseradish peroxidase (HRP)-conjugated secondary antibody (1:10,000, Jackson ImmunoResearch) and the signals were developed with Pierce ECL Substrate (Vazyme, E412-02). Results were analyzed using Image J. The primary antibodies used in this study are shown in Key resources Supplementary Table 3.

### Human liver samples

Human healthy and NASH liver samples were collected from the Department of General Surgery, Shandong University, with participants gave written informed consent, according to CARE guidelines and in compliance with the Declaration of Helsinki principles. Human healthy liver samples from patients who benign liver disease biopsy sample or benign neoplastic pathological changes. The study was approved by the Research Ethics Committee of Shandong University (SDULCLL2019-1-09). Sex was not considered in this study due to the low frequency of subjects. Detailed characteristics of human healthy and NASH patients have been listed in Supplementary Table 4.

### RNA pull-down assay

*Hsf1* was cloned from mouse liver genomic DNA, and the RNAMAX-T7 in vitro transcription kit (RiboBio, China) was used to transcribe the RNA of the *Hsf1* fragment, followed by biotin labeling using the Pierce™ RNA 3’ End Desthiobiotinylation Kit (Thermo Fisher Scientific). RNA pull-down was performed using the Magnetic RNA-Protein Pull-Down Kit (Thermo Fisher Scientific) according to the manufacturer’s instruction and the proteins were detected by immunoblotting.

### Statistical analysis

All data are presented as means ± S.D. Statistical analysis was performed by Student’s two-tailed *t*-test or two-way analysis of variance (ANOVA), and all experimental results were repeated at least three times with independent samples. *P* values less than 0.05 were considered statistically significant. The asterisks in the figures indicate statistical significance as *p < 0.05, **p < 0.01, ***p < 0.001. NS, stands for non-significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

### Source data

Source Data

## Data Availability

The RNA-seq, RIP-seq, for this study are available for download from the Gene Expression Omnibus (GEO) repository (GSE213633, GSE213629). Lipidomics data are shown in Supplementary Data 4. Source data are provided with this paper.

# Supplementary material for: Spliceosome component Usp39 contributes to hepatic lipid homeostasis through the regulation of autophagy
**Source:** Nat Commun. 2023 Nov 3;14:7032. doi: 10.1038/s41467-023-42461-6
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Information

**Figure S1**

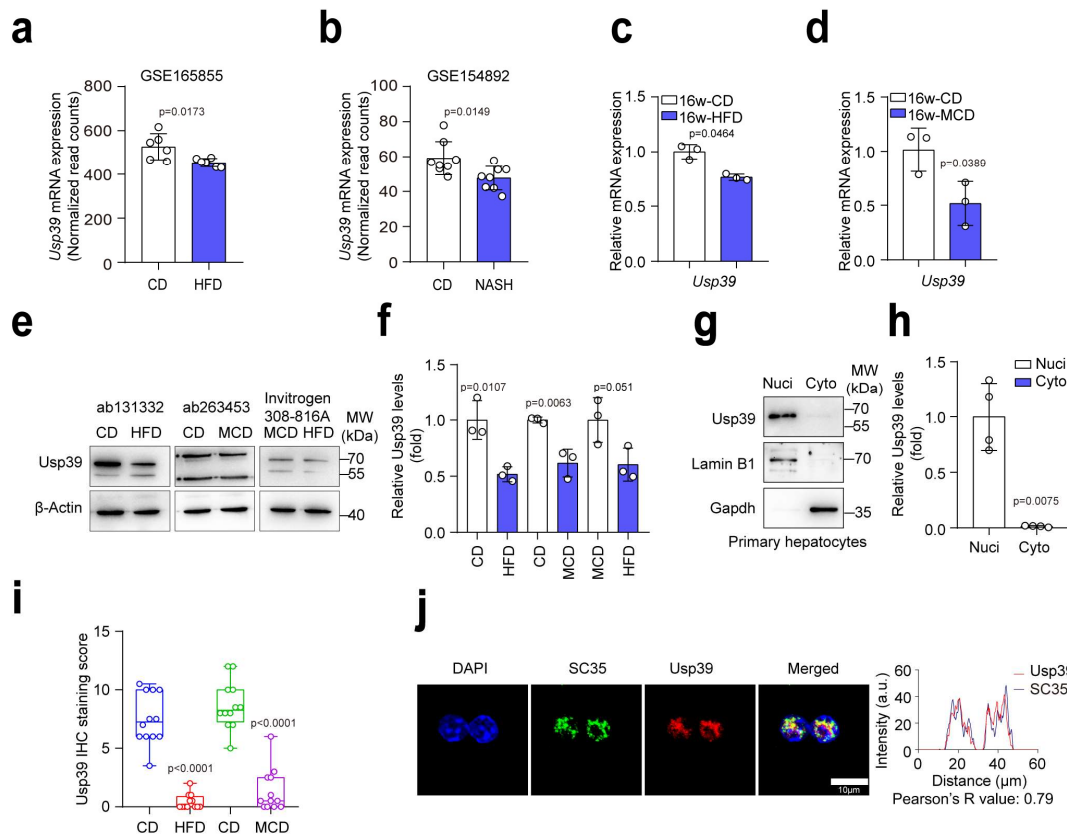

**Figure S1. *Usp39* expression and subcellular localization.** **a** *Usp39* expression was measured using transcriptomic data in the livers of chow-fed and HFD-fed mice from GEO database (GSE165855). **b** *Usp39* expression was measured using transcriptomic data in the livers of chow-fed and CDAHFD-fed mice from GEO database (GSE154892). **c** mRNA expression analysis of liver *Usp39* gene in 16-week-old male mice fed CD or HFD for 12 weeks ( $n = 3$  per group). **d** mRNA expression analysis of liver *Usp39* gene in 16-week-old male mice fed CD or MCD for 5 weeks ( $n = 3$  per group). **e, f** Western blot results of *Usp39* protein expression were detected using three primary antibodies. *Usp39* protein expressions in livers of HFD-fed mice, MCD-fed mice, and chow-fed mice were shown ( $n = 3$  per group) (**e**). Band intensity was quantified using Image J (**f**). **g, h** *Usp39* protein levels in nuclei and cytoplasm from the livers

of 8-week-old mice primary cells were measured by immunoblotting ( $n = 4$  per group). Band intensity was quantified using Image J. **i** Immunohistochemical (IHC) staining of Usp39 in the liver sections of MCD-fed and HFD-fed mice compared to those of the chow-fed mice ( $n = 12$  per group). IHC image were quantified by pathologists. The bounds of the box were the upper and lower quartile with the median value in the center. The whiskers indicated the minima and maxima. The range from min to max show all points. **j** Immunofluorescence detection of Usp39 and SC35 co-localized in 8-week-old mouse primary cells ( $n = 4$  per group) Scale bar, 10  $\mu$ m. The quantification of co-localization was performed with Image J Coloc 2 and Plot Profile. Images are representative of at least three independent experiments. Result error bars showed mean  $\pm$  S.D. Results were analyzed using unpaired two-sided Student's t-test. NS, stands for non-significant. HFD, high-fat diet. NASH, Non-alcoholic steatohepatitis. CD, control diet. MCD, methionine choline deficient diet. w, week. Nuci, nuclei. Cyto, cytoplasm. MW, molecular weight. Source data are provided as a Source Data file.

**Figure S2**

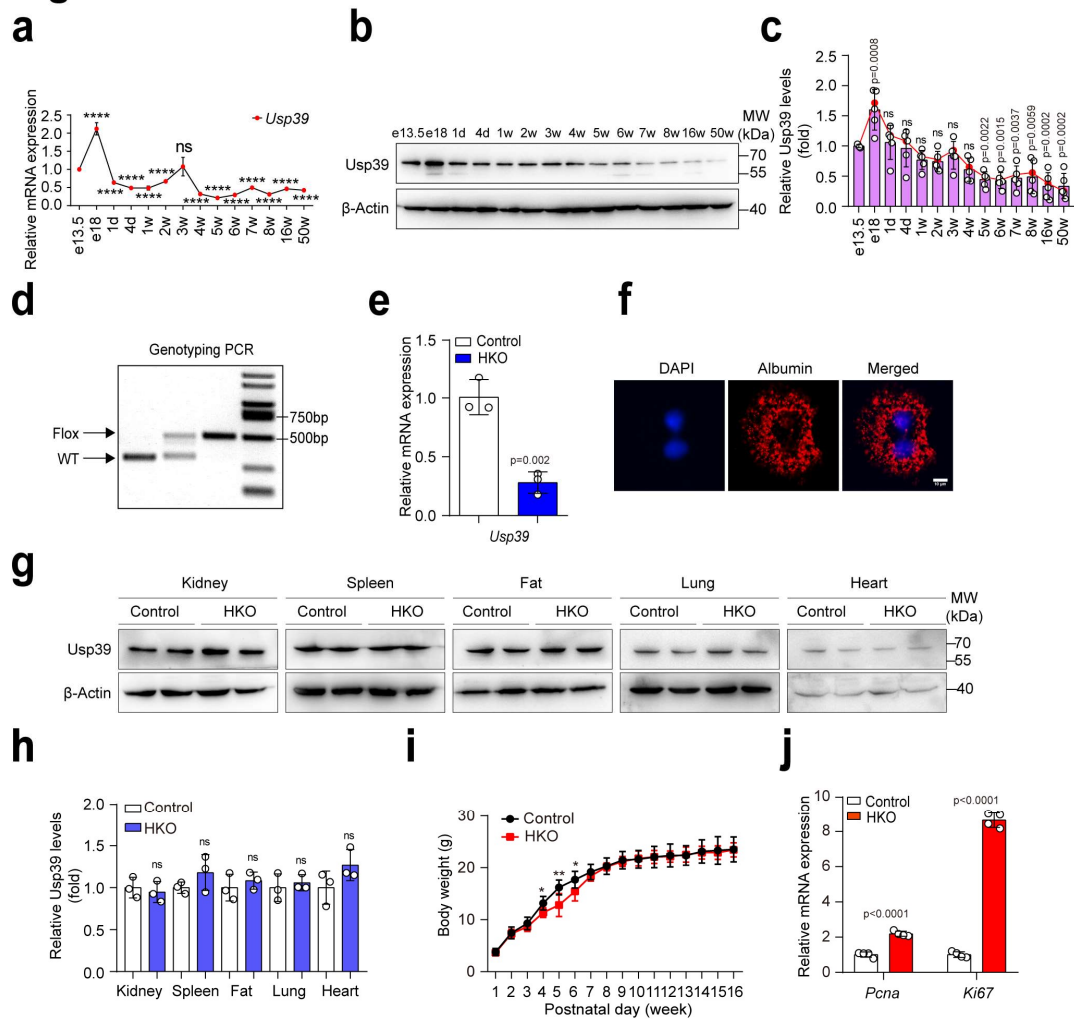

**Figure S2. Generation of hepatocyte specific *Usp39* knockout mice and characterization of the phenotype.** **a, b, c** qPCR ( $n = 4$  per group) and western-blot analysis of *Usp39* expression in the liver of WT mice at different ages ( $n = 5$  independent samples). Band intensity was quantified using Image J. **d** Genotype identification of *Usp39*<sup>f/+</sup> and *Usp39*<sup>f/f</sup> mice using PCR analysis. **e** qPCR was performed to examine *Usp39* expression in livers of control and *Usp39*-HKO mice. **f** Immunofluorescence staining showed localization of albumin (red) and DAPI (blue) in primary hepatocytes. Image was captured by laser confocal microscope. Scale bar, 10  $\mu$ m. **g, h** Western-blot analysis of *Usp39* expression in various tissues of 5-week-old male mice ( $n = 3$  per group). Band intensity was quantified using Image J. **i** Body weight measurement of

female mice from 1 to 16 weeks ( $n = 7$  per group). **j** *Ki67* and *Pcna* mRNA expression was measured in the livers of control and *Usp39*-HKO male mice ( $n = 4$  per group). Images are representative of at least three independent experiments. Result error bars showed mean  $\pm$  S.D. Results were analyzed using unpaired two-sided Student's t-test and one-way analysis of variance (ANOVA) followed by Dunnett's multiple comparisons test. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\*\* $P < 0.0001$ , NS, stands for non-significant. MW, molecular weight. e, embryonic. d, day. w, week. Source data are provided as a Source Data file.

**Figure S3**

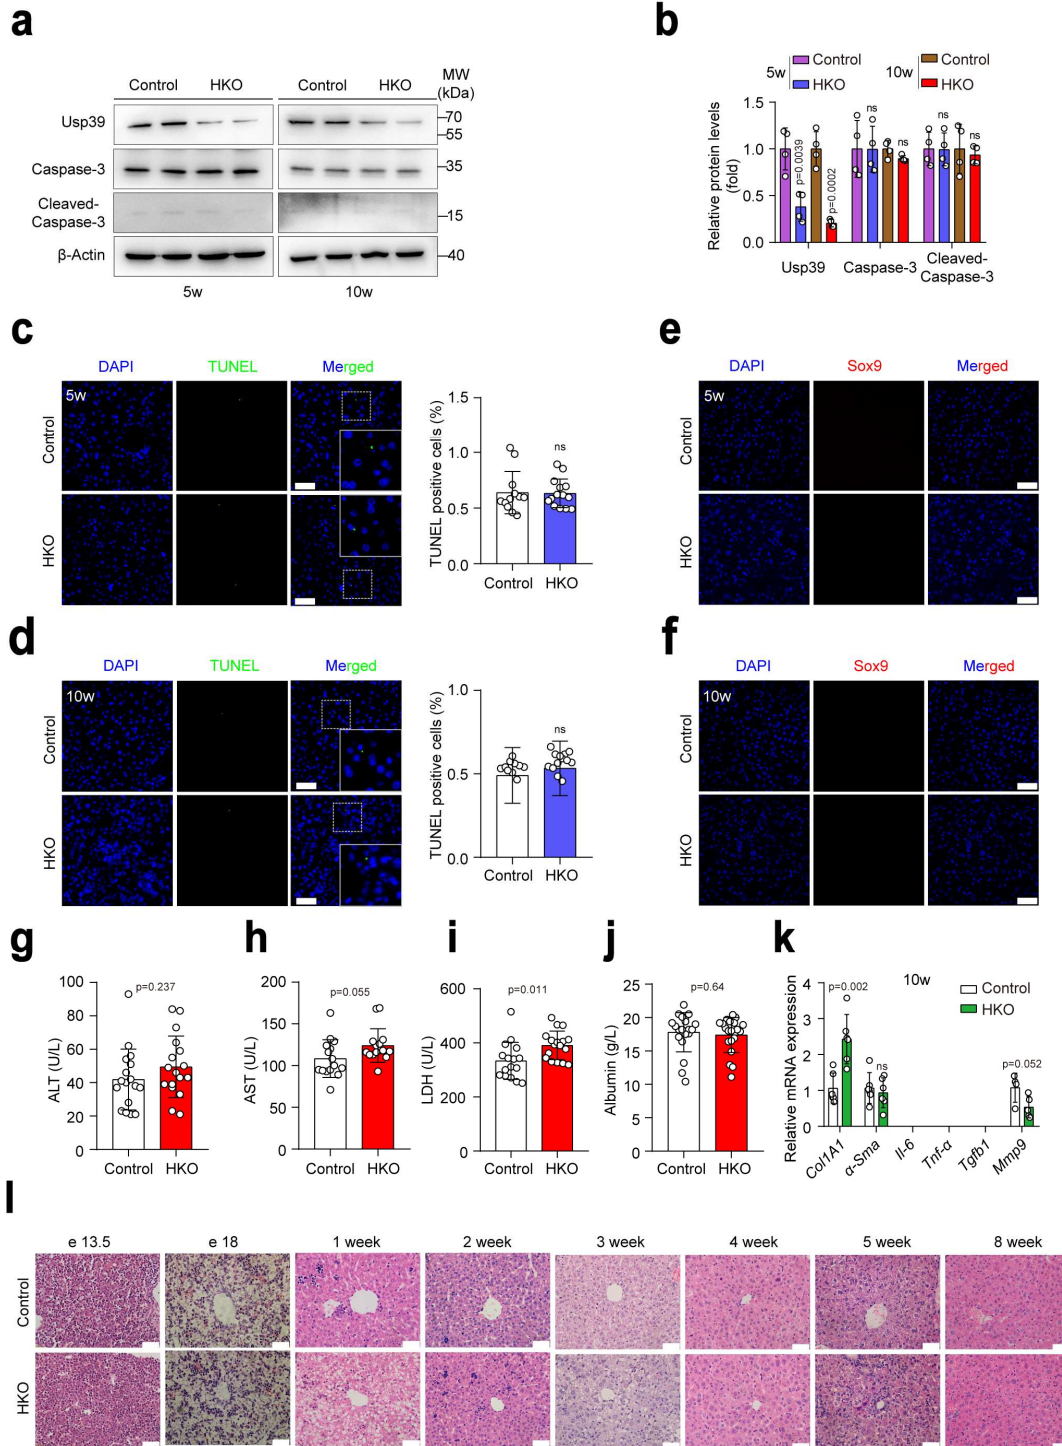

**Figure S3. *Usp39* knockout mice have slight liver injury.** **a, b** Immunoblotting was performed to determine caspase-3 and cleaved-caspase-3 expression in livers of 5- ( $n = 4$  per group) and 10-week-old ( $n = 4$  per group) control and *Usp39*-HKO male mice. Band intensity was quantified using Image J. **c, d** TUNEL staining on the liver sections of 5 ( $n = 12, 14$  per

group) and 10-week-old ( $n = 11$ , 14 per group) control and *Usp39*-HKO male mice. Scale bars, 50  $\mu\text{m}$ . **e, f** Immunofluorescence staining of Sox9 (red) and DAPI (blue) in liver tissue of 5- and 10-week-old mice ( $n = 4$  per group). Scale bars, 50  $\mu\text{m}$ . **g, h, i, j** Serum ALT ( $n = 17$ ), AST ( $n = 15$ ), LDH ( $n = 17$ ), and albumin ( $n = 20$ ) levels were measured in 10-week-old control and *Usp39*-HKO male mice fasted for 16h. **k** qPCR was performed to analyze mRNA expression of *Usp39* ( $n = 6$ ), *Colla1* ( $n = 6$ ),  *$\alpha$ -Sma* ( $n = 6$ ), *Il6* ( $n = 6$ ), *Tnf- $\alpha$*  ( $n = 6$ ), *Tgfb1* ( $n = 6$ ) and *Mmp9* ( $n = 4$ ) in livers of 10-week-old control and *Usp39*-HKO male mice. **l** Representative images of H&E staining in the livers of control and *Usp39*-HKO male mice at various developmental stages fasted for 16 h ( $n = 3$  per group). Scale bar, 50  $\mu\text{m}$ . Images are representative of at least three independent experiments. Result error bars showed mean  $\pm$  S.D. Results were analyzed using unpaired two-sided Student's t-test. NS, stands for non-significant. MW, molecular weight. e, embryonic. h, hours. w, week. Source data are provided as a Source Data file.

**Figure S4**

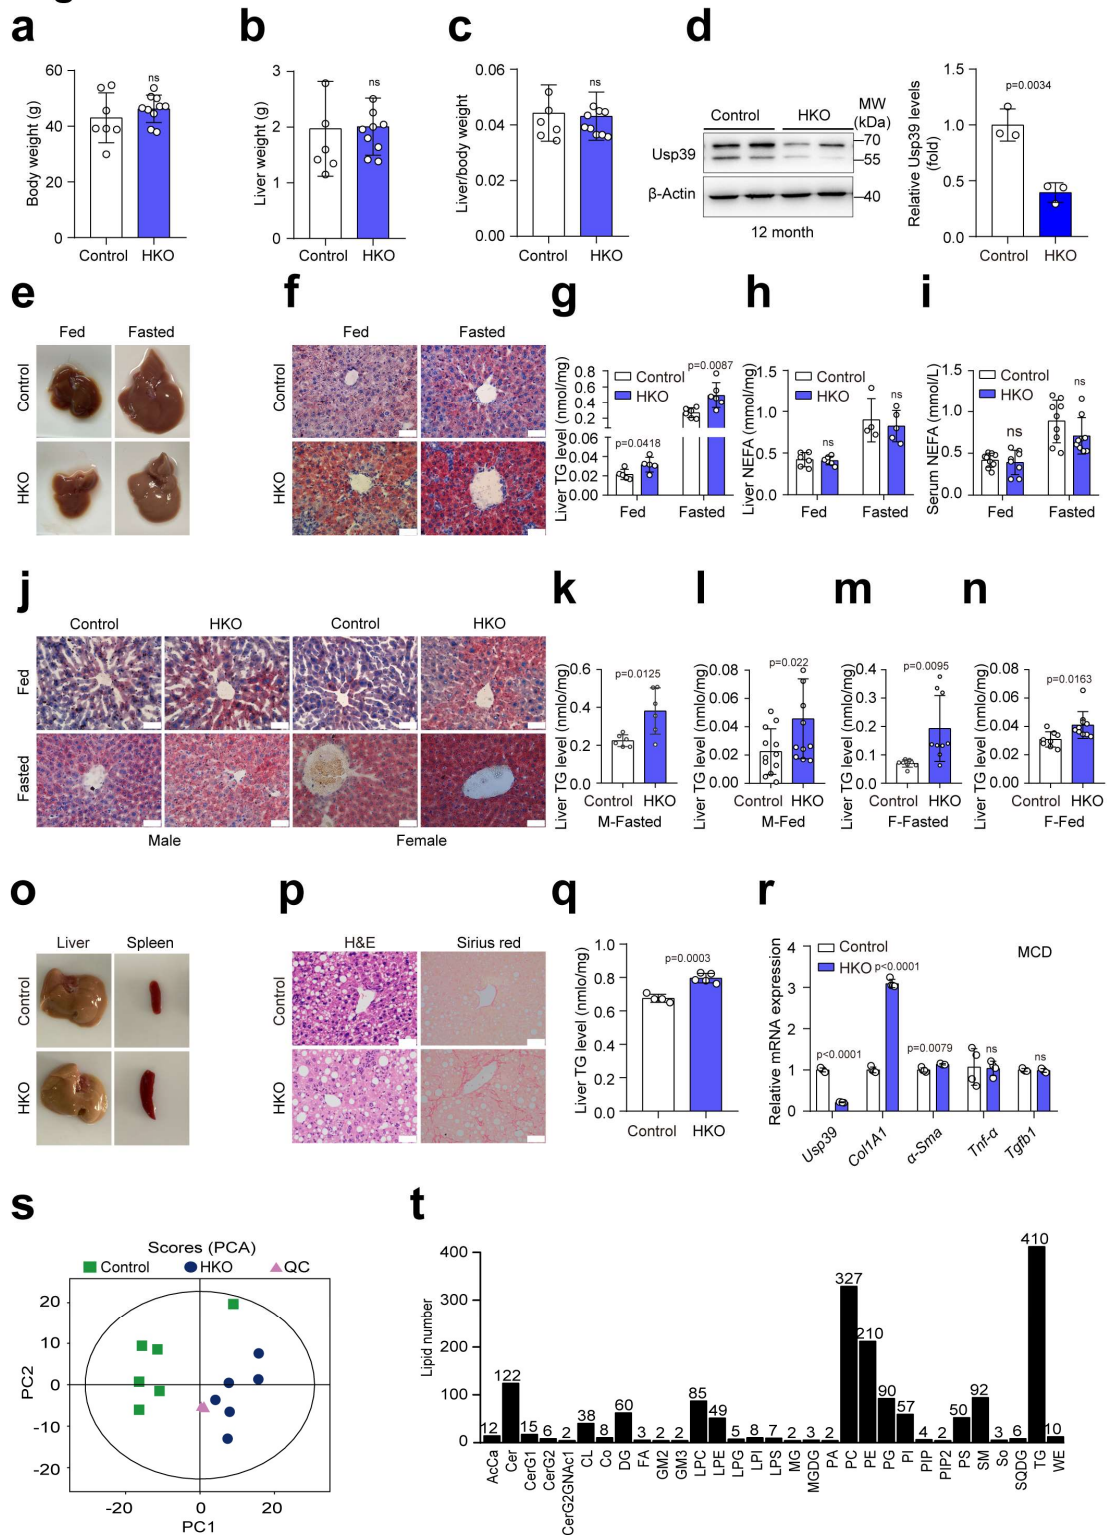

**Figure S4. Hepatocyte-specific *Usp39* deletion induces lipid accumulation and fibrosis.**

**a, b, c** Statistical analysis of body weight, liver weight and liver/body weight ratio of 12-month-

old male mice (control  $n = 7$  per group, *Usp39*-HKO  $n = 10$  per group). **d** *Usp39* expression in the liver of 12-month-old male mice ( $n = 3$  per group). **e** Representative liver images of 5-week-old male mice fed or fasted for 16 h. **f** Oil Red O staining of control and *Usp39*-HKO male mice fed or fasted for 16 h ( $n = 3$  per group). Scale bars, 50  $\mu\text{m}$ . **g, h** Hepatic triglyceride levels and hepatic nonesterified fatty acids (NEFA) were measured in male mice fed ( $n = 5$ ) or fasted for 16 h ( $n = 4, 6$  per group). **i** Concentrations of non-esterified fatty acids in male mice serum that were fed or fasted for 16h ( $n = 8, 9$ ). **j** Oil red O staining of the liver section from 10-week-old male and female mice fasted for 16 h ( $n = 3$  per group). Scale bar, 50  $\mu\text{m}$ . **k, l, m, n** Hepatic triglyceride level from 10-week-old male and female mice that fed or fasted for 16 h ( $n = 6-12$ ). **o** Appearance of liver (left) and spleen (right) of 16-week-old male mice fed for 5 weeks by MCD ( $n = 3$ ). **p** H&E staining (left) and Sirius Red staining (right) from 16-week-old male mice liver sections fed for 5 weeks by MCD ( $n = 3$ ). Scale bar, 50  $\mu\text{m}$ . **q** Hepatic triglyceride level from 16-week-old male mice fed for 5weeks by MCD ( $n = 4, 5$  per group). **r** mRNA expression analysis of *Usp39*, *Collagen1A1*,  *$\alpha$ -Sma*, *Tnf- $\alpha$*  and *Tgfb1* in livers of control and *Usp39*-HKO male mice fed with MCD for 5 weeks ( $n = 4$  per group). **s** PCA (Principal component analysis) analysis of ion peaks after Pareto-scaling extracted from experimental and QC samples. **t** Number of the subclass of lipids based on lipidomic data in liver samples of 5-week-old control and *Usp39*-HKO mice fasted for 16 h ( $n = 6$  per group). Images are representative of at least three independent experiments. Result error bars showed mean  $\pm$  S.D. Results were analyzed using unpaired two-sided Student's t-test. NS, stands for non-significant. h, hours. Source data are provided as a Source Data file.

**Figure S5**

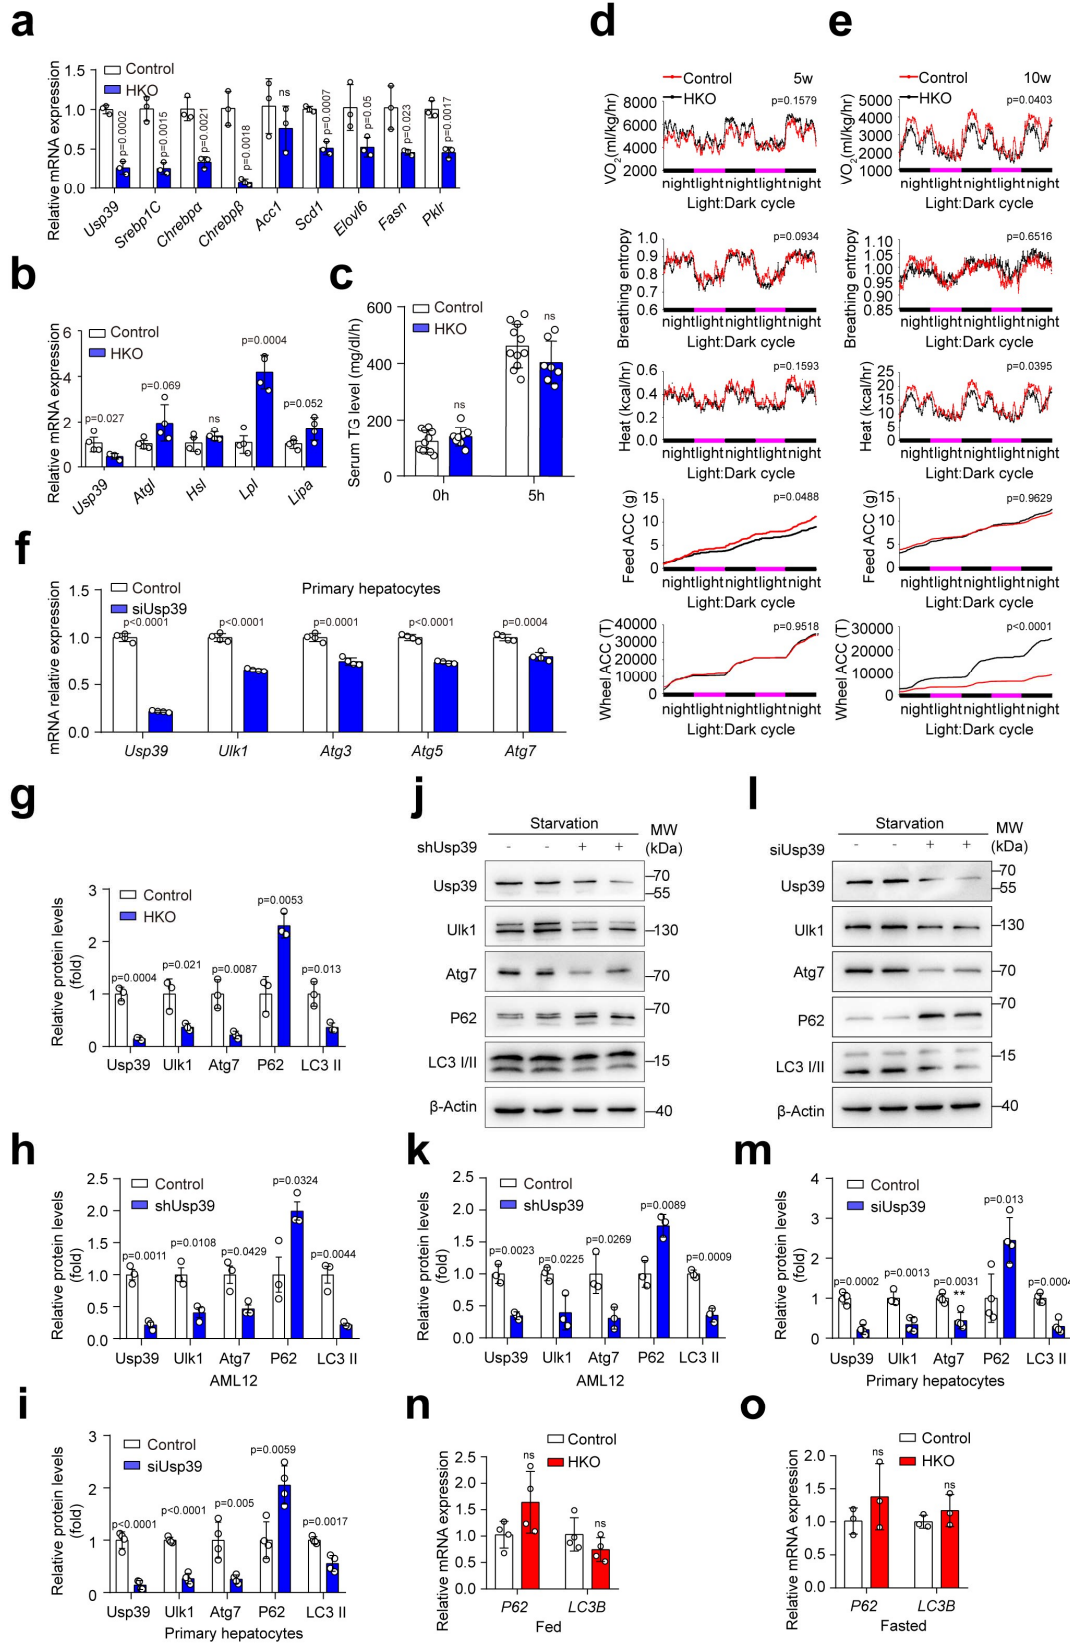

**Figure S5. Mechanism study of excessive hepatic lipid accumulation upon loss of Usp39.**

**a, b** mRNA expression analysis of lipogenesis and lipolysis related genes ( $n = 3$  per group). **c** Triglyceride secretion was measured in male mice after injected with poloxamer 407, an inhibits lipoprotein lipase activity (0 h  $n = 11$  per group, 5 h  $n = 11$ , 10 per group). **d, e** Oxygen consumption, RER (breathing entropy), energy expenditure, food intake and locomotor activity were measured using metabolic cages in 5-week-old (**d**) ( $n = 6, 7$ ) and 10-week-old (**e**) ( $n = 7$ ) male mice. **f** qPCR was performed to analyze expression of autophagy-related genes in *Usp39* knockdown and control primary cells ( $n = 4$  per group). **g** Immunoblotting was performed to analyze protein levels of autophagy-related genes in 5-week-old male mice ( $n = 3$  per group) fasted for 16 h. Band intensities were quantified by Image J. **h** Immunoblotting was performed to analyze protein levels of autophagy-related genes in *Usp39* knockdown and control AML12 cells supplemented with 0.4 mM oleic acid for 6 h ( $n = 3$  per group). Band intensities were quantified by Image J. **i** Immunoblotting was performed to analyze protein levels of autophagy-related genes in *Usp39* knockdown and control primary cells supplemented with 0.4 mM oleic acid for 6 h ( $n = 4$  per group). Band intensities were quantified by Image J. **j, k, l, m** AML12 ( $n = 3$ ) and primary hepatocytes ( $n = 4$ ) were transfected with shUsp39, siUsp39 and control vectors. After 72 h, cells were cultured in serum-free medium for 2 h. Immunoblotting was performed to measure protein levels of Usp39, Ulk1, Atg7, P62 and LC3I/II. Band intensities were quantified by Image J. **n, o** qPCR was performed to analyze expression of *P62* and *LC3B* of male mice fed ( $n = 4$ ) or fasted for 16 h ( $n = 3$ ). Images are representative of at least three independent experiments. Result error bars showed mean  $\pm$  S.D. Results were analyzed using unpaired two-sided Student's t-test or two-way analysis of variance (ANOVA) (**d, e**). NS, stands for non-significant. w, week. h, hours. Source data are provided as a Source Data file.

**Figure S6**

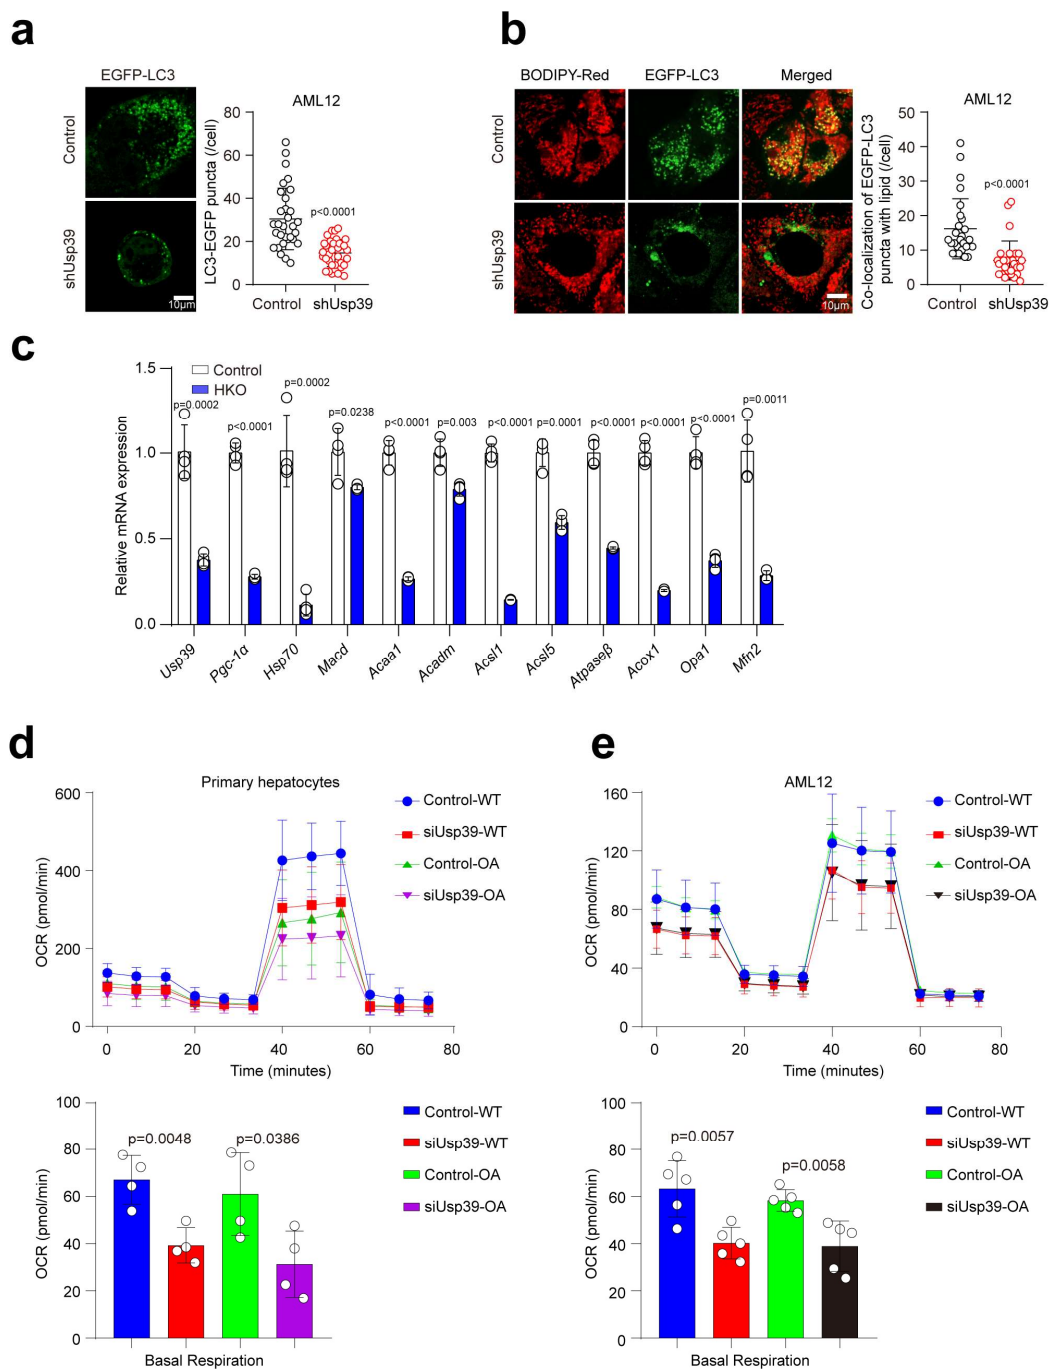

**Figure S6. Autophagic degradation of lipid droplet and FAO is blocked upon *Usp39***

**knockout. a** AML12 cells were transfected with Ad-EGFP-LC3, shUsp39 and control vectors.

After 72 h, cells were cultured in serum-free for 2 h. Fluorescent images were captured and the

average number of EGFP-LC3 puncta/cell were count and analyzed ( $n = 31$  cells for control,

$n = 36$  cells for shUsp39). Scale bars, 10  $\mu$ m. **b** AML12 cells were transfected with Ad-EGFP-

LC3, shUsp39 and control vectors. After 72 h, cells using medium supplemented with 0.4 mM oleic acid for 6 h. BODIPY C<sub>12</sub> staining of lipid droplets in AML12 cells. Co-localization of EGFP-LC3 puncta and BODIPY C<sub>12</sub> were shown in the merged image ( $n = 27$  cells for control,  $n = 28$  cells for shUsp39). Scale bars, 10  $\mu$ m. **c** qPCR was performed to analyze mRNA expression of fatty acid oxidation genes in *Usp39*-HKO and control mice ( $n = 4$  per group). **d**, **e** Primary hepatocytes and AML12 were transfected with siUsp39 and control vectors for 72 h, cells were treated with medium supplemented with 0.4 mM oleic acid for 6 h. Oxygen consumption rate (OCR) was detected as a maker for oxidative phosphorylation (OXPHOS) levels by seahorse ( $n = 6$  per group). Images are representative of at least three independent experiments. Result error bars showed mean  $\pm$  S.D. Results were analyzed using unpaired two-sided Student's t-test. NS, stands for non-significant. h, hours. Source data are provided as a Source Data file.

**Figure S7**

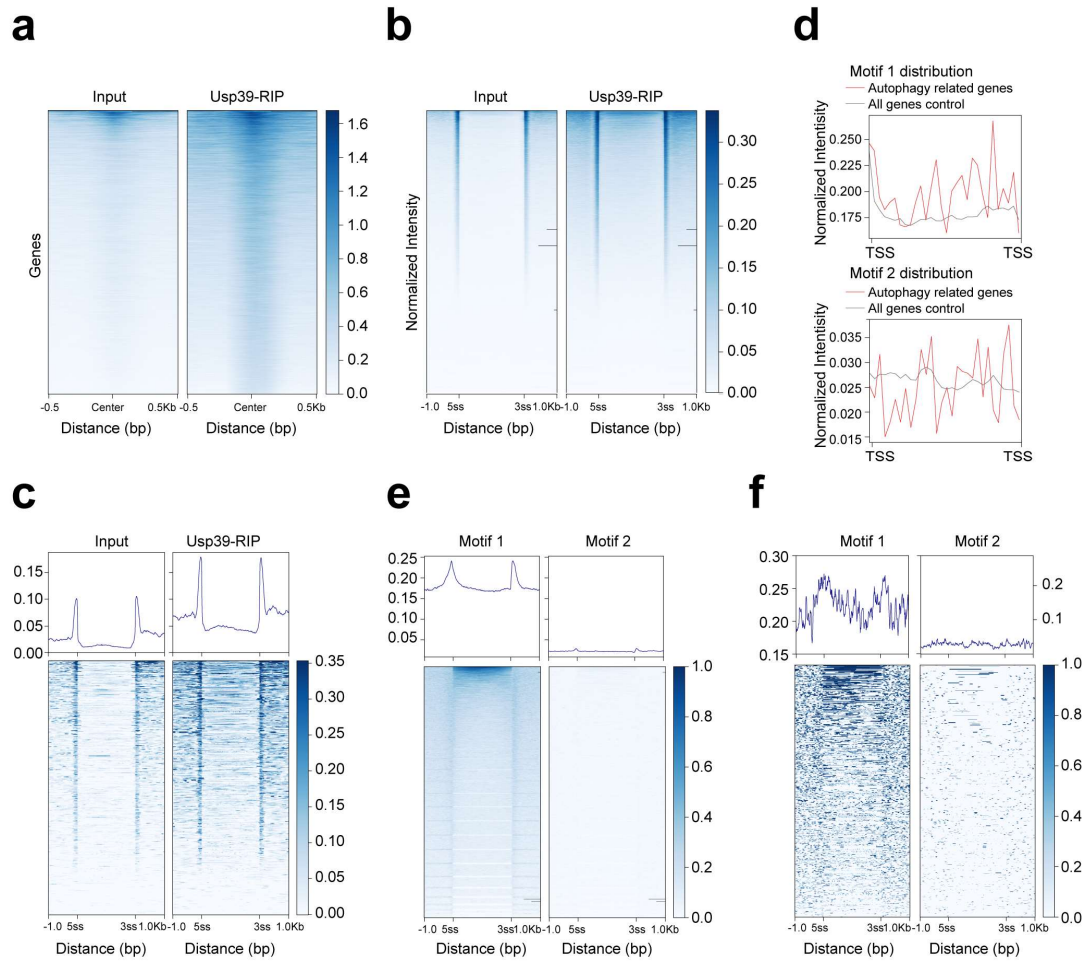

**Figure S7. Identification of the genome-wide Usp39 binding region on RNAs.** **a** Input and Usp39-RIP signal intensity around the Usp39 binding sites were identified by Piranha based on RIP-seq data. **b** Normalized reads intensity of Usp39 RIP-seq data around 5' and 3' splicing sites. **c** Normalized reads intensity of Usp39 RIP-seq data around 5' and 3' splicing sites of autophagy-related genes. **d** Usp39 binding Motif 1 and Motif 2 distribution from transcription start sites (TSS) to transcription termination sites (TTS) of autophagy-related targets. **e** Distribution of Usp39 binding Motif 1 and Motif 2 at all splice sites of mouse genome. Motif 1 is enriched in 5' and 3' splicing sites. **f** Distribution of Usp39 binding Motif1 and Motif2 at splice sites of autophagy-related genes. Motif 1 is enriched in 5' and 3' splicing sites of autophagy-related targets. Source data are provided as a Source Data file.

**Figure S8**

**a**

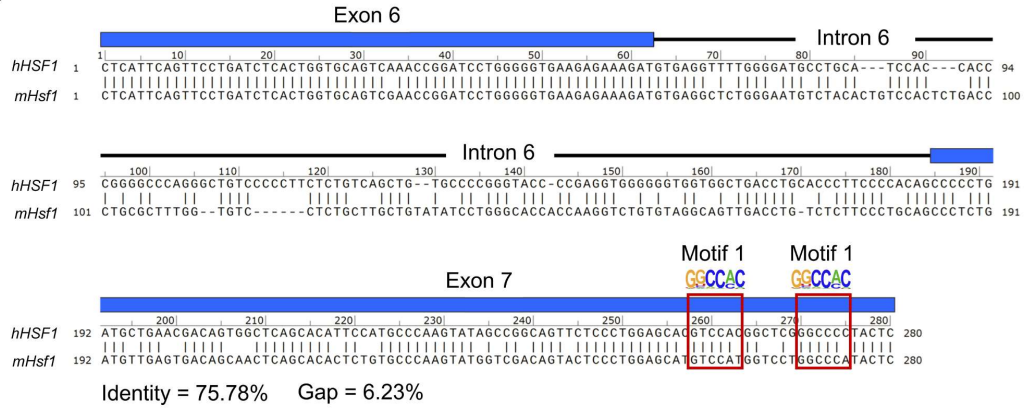

**b**

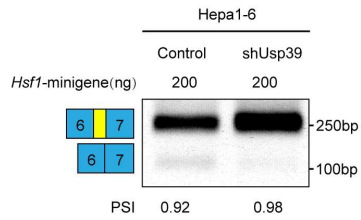

**c**

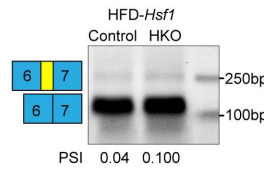

**d**

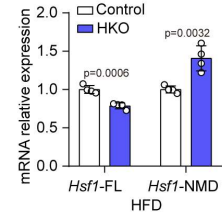

**e**

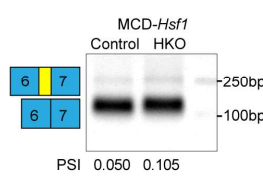

**f**

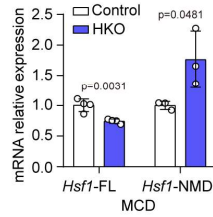

**k**

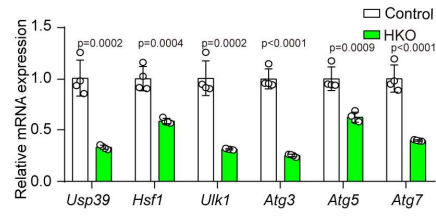

**g**

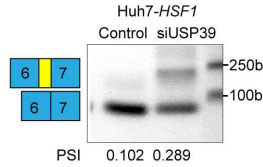

**h**

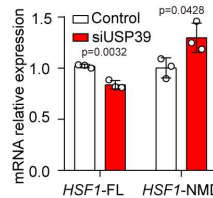

**i**

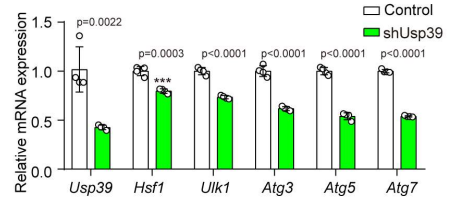

**j**

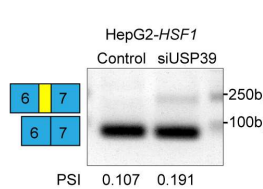

**k**

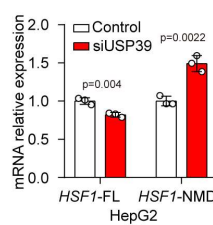

**m**

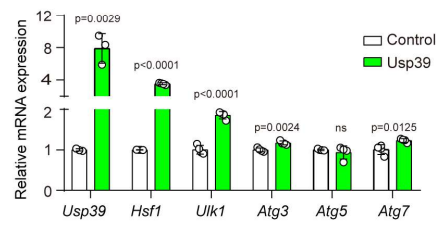

**Figure S8. *Usp39* deletion leads to mis-splicing and fast degradation of *Hsf1* in hepatocytes.**

**a** The homologous sequences of human *HSF1* were compared with mouse *Hsf1*. The alignment results near exon 6, intron 6, and exon 7 of mouse *Hsf1* gene were shown. *Usp39* binding Motif

**l** near the alternative region was indicated with red rectangles. **b** Semi-quantitative RT-PCR gel images showing expression of *Hsf1*-minigene transcripts in Hepa1-6 cells transfected with *Hsf1*-minigene and shUsp39 vector. **c, d** Semi-quantitative RT-PCR and qPCR ( $n = 4$  per group) was performed to validate AS events in *Hsf1* of 16-week-old control and *Usp39*-HKO male mice fed the HFD for 12 weeks. Percent spliced in (PSI) was quantified. **e, f** Semi-quantitative RT-PCR and qPCR ( $n = 4$  per group) was performed to validate AS events in *Hsf1* of 16-week-old control and *Usp39*-HKO male mice fed the MCD for 5 weeks. Percent spliced in (PSI) was quantified. **g, h, i, j** Semi-quantitative RT-PCR and qPCR was performed to validate AS events in *HSF1* in Huh7 and HepG2 cells transfected with control and siUSP39 interfering RNA after 48 h ( $n = 3$  independent experiments). Images are representative of at least three independent experiments. **k** Autophagy-related genes were measured in 5-week-old control and *Usp39*-HKO mice that were fasted for 16 h ( $n = 4$  per group) by qPCR. **l, m** qPCR was performed to analyze autophagy-related genes in AML12 cells with *Usp39* knockdown or overexpression ( $n = 4$  per group). Images are representative of at least three independent experiments. Result error bars showed mean  $\pm$  S.D. Results were analyzed using unpaired two-sided Student's t-test. NS, stands for non-significant. h, hours. Source data are provided as a Source Data file.

**Figure S9**

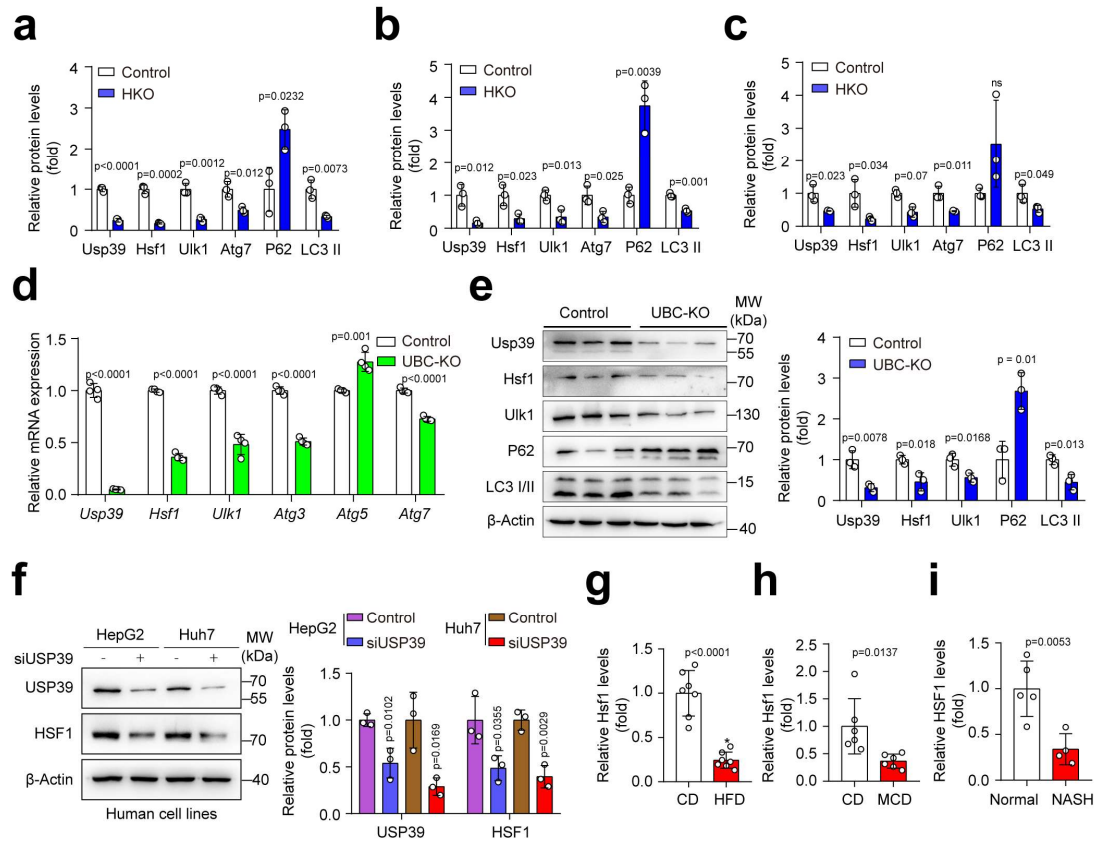

**Figure S9. *Usp39* deletion leads to decreased expression of Hsf1 in mice and human**

**hepatocytes lines. a-c** Immunoblotting was performed to measure the protein levels of Usp39,

Hsf1 and autophagy-related genes in male mice under fed (Fig.6i), fasted (Fig.6j) and HFD

(Fig.6k) conditions ( $n = 3$  per group). Band intensities were quantified by Image J. **d, e** *Usp39*<sup>fl/fl</sup>

mice were crossed with UBC-Cre-ERT2 mice to generate *Usp39*<sup>fl/fl</sup>; UBC-Cre<sup>ERT2</sup> mice. After

10 weeks, tamoxifen was injected intraperitoneally for three days and the drug release was one

day. Drug-induced Cre mediated the recombination will result in deleting of *Usp39*-floxed

sequence in whole body cells/tissues. qPCR ( $n = 4$  per group) and immunoblotting ( $n = 3$  per

group) were performed to measure the expression of autophagy-related genes in control and

*Usp39*<sup>fl/fl</sup>; UBC-Cre<sup>ERT2</sup> mice (*Usp39*UKO mice). Band intensities were quantified by Image J.

**f** Immunoblotting analysis of Hsf1 in HepG2 and Huh7 cells transfected with control and

siUSP39 for 72 h ( $n = 3$  per group). Band intensities were quantified by Image J. **g, h** Hepatic expression of Hsf1 proteins in MCD-fed ( $n = 6$  per group) and HFD-fed ( $n = 7$  per group) mice compared to those of the chow-fed mice. Band intensities were quantified by Image J. **i** HSF1 protein was measured in human healthy ( $n = 5$ ) and NASH ( $n = 4$ ) livers. Band intensities were quantified by Image J. Images are representative of at least three independent experiments. Result error bars showed mean  $\pm$  S.D. Results were analyzed using unpaired two-sided Student's t-test. NS, stands for non-significant. h, hours. Source data are provided as a Source Data file.

**Figure S10**

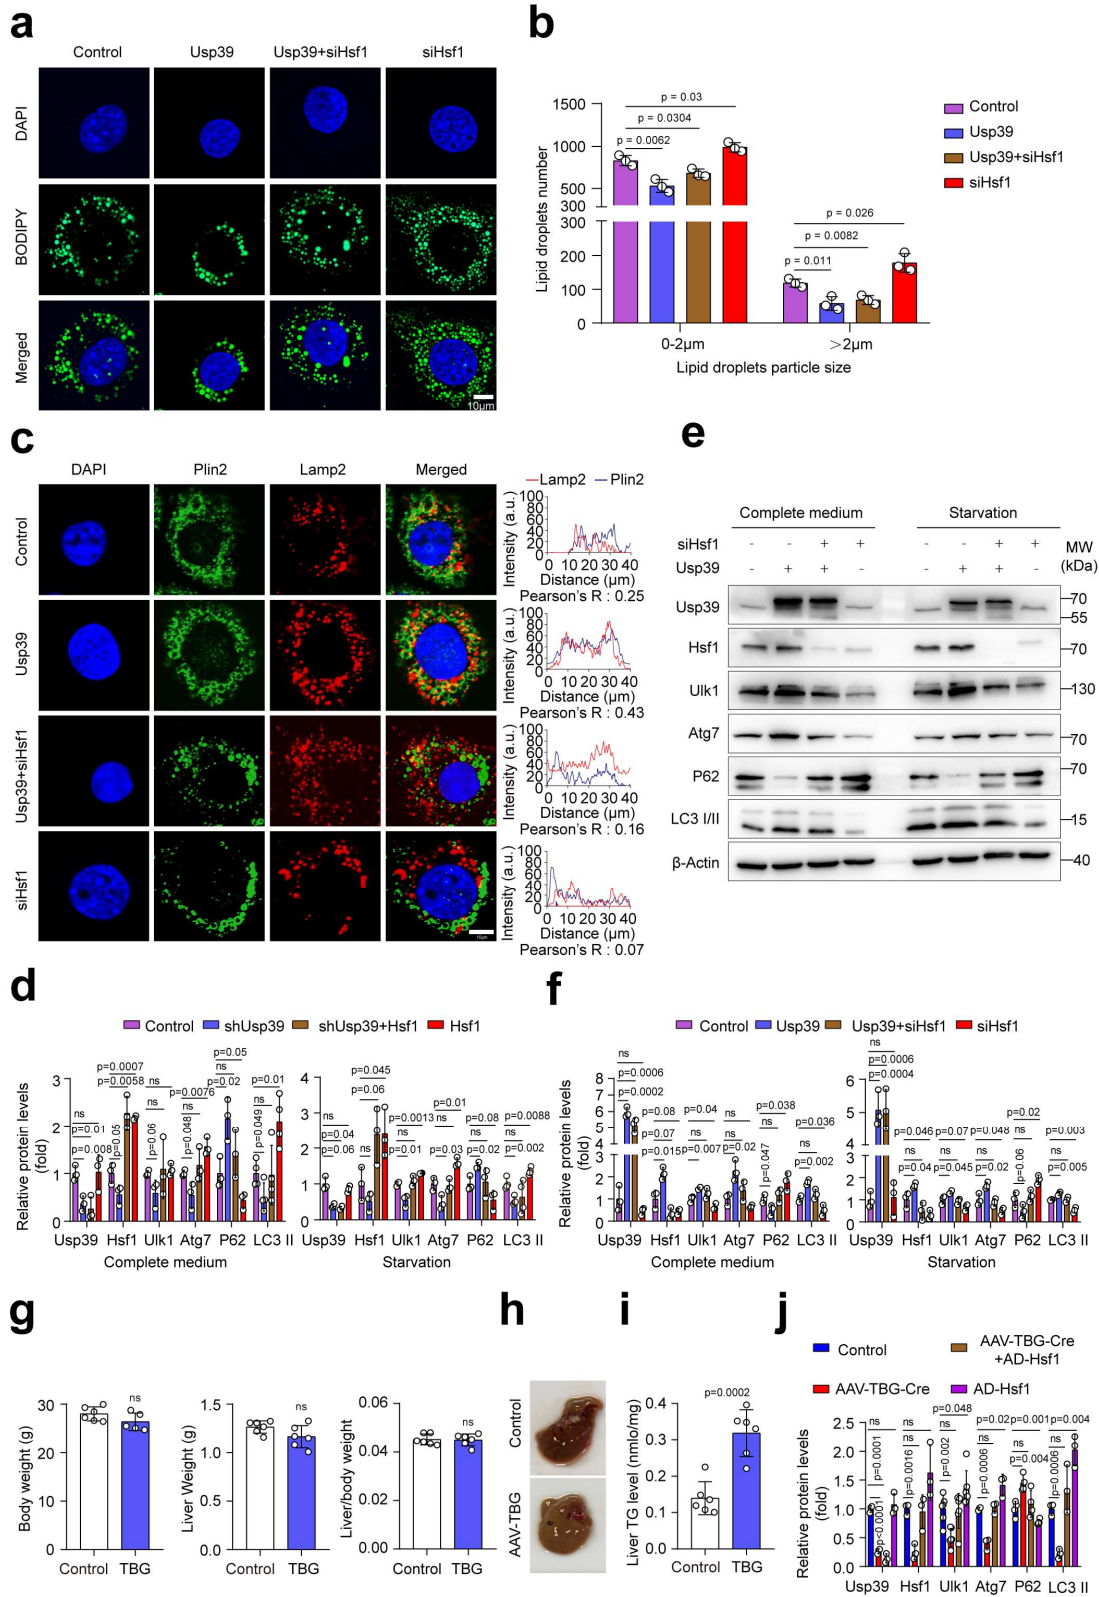

**Figure S10. Hsf1 promotes autophagy and alleviates hepatic steatosis caused by Usp39**

**depletion. a, b** BODIPY staining of lipid droplets in AML12 cells transfected with Usp39

overexpression vector or siRNAs targeting Hsf1. Cells were then cultured in medium supplemented with 0.4 mM oleic acid for 6 h followed by serum deprivation for 2 h. Fluorescent images were captured, BODIPY was shown in green, Image J software was used to counted the lipid droplet number and size of 30 BODIPY-stained cells in each group ( $n = 3$  independent experiments). Scale bars, 10  $\mu\text{m}$ . **c** Immunofluorescence staining of Lamp2 (red) and Plin2 (green) in AML12 cells transfected with Usp39 overexpression vector or siRNAs targeting Hsf1 using medium supplemented with 0.4 mM oleic acid for 6 h followed by serum-deprivation for 2 h. Scale bars, 10  $\mu\text{m}$ . Co-localization was analyzed by Image J software. **d** Immunoblotting band (Fig. 7d) intensities were quantified by Image J ( $n = 3,4$  per group). **e, f** Immunoblotting was performed to measure protein levels of Usp39, Hsf1 and autophagy-related genes in AML12 cells transfected with Usp39 overexpression vector or siRNAs targeting Hsf1 in complete or serum deprived medium ( $n = 3$  per group). Band intensities were quantified by Image J, showing in Fig. S10f. **g** Body weight, liver weight and liver/body weight ratio were analyzed in 12-week-old control and AAV-TBG-Cre male mice fasted for 16 h ( $n = 6$  per group). **h** Appearance of livers of 12-week-old control and AAV-TBG-Cre male mice. **i** Hepatic triglyceride level was measured in 12-week-old AAV- empty and AAV-TBG-Cre male mice fasted for 16 h ( $n = 6$  per group). **j** Immunoblotting band (Fig. 7g) intensities were quantified by Image J ( $n = 3, 4, 6$  per group, from three independent experiments). Images are representative of at least three independent experiments. Result error bars showed mean  $\pm$  S.D. Results were analyzed using unpaired two-sided Student's t-test. NS, stands for non-significant. h, hours. Source data are provided as a Source Data file.

# Supplementary Table 1. Clinicopathological characteristic

Correlation between USP39 expression and clinicopathological characteristics

| Clinicopathological Feature                | Number | USP39 expression |      | <i>p</i> value    |
|--------------------------------------------|--------|------------------|------|-------------------|
|                                            |        | Low              | High |                   |
| <b>Age (years)</b>                         |        |                  |      |                   |
| <60                                        | 114    | 66               | 48   | <i>p</i> = 0.0197 |
| ≥60                                        | 137    | 48               | 89   |                   |
| <b>Fibrosis stage</b>                      |        |                  |      |                   |
| 0-1                                        | 78     | 30               | 48   | <i>p</i> = 0.0231 |
| 2-4                                        | 193    | 104              | 89   |                   |
| <b>NAFLD activity score</b>                |        |                  |      |                   |
| <3                                         | 74     | 22               | 52   | <i>p</i> <0.0001  |
| ≥3                                         | 197    | 112              | 85   |                   |
| <b>Gender</b>                              |        |                  |      |                   |
| Female                                     | 116    | 61               | 55   | <i>p</i> = 0.3920 |
| Male                                       | 155    | 73               | 82   |                   |
| <b>PLS-NAFLD-based HCC risk prediction</b> |        |                  |      |                   |
| Low risk                                   | 80     | 34               | 46   | <i>p</i> = 0.5729 |
| High risk                                  | 133    | 62               | 71   |                   |

The chi-square test was used to analyze the differences in clinical characteristics. \**p* < 0.05

**Supplementary Table 2. Sequence information**

| Genotype-PCR primers |                           |                          |
|----------------------|---------------------------|--------------------------|
| Name                 | Forward primer 5'-3'      | Reverse primer 5'-3'     |
| Usp39                | CATCTCACTTGCCTGGATTCC     | CTCCAGCATCATAAATGGAGGAC  |
| Cre                  | CCCGCAGAACCTGAAGATG       | GACCCGGCAAAACAGGTAG      |
| RT-PCR primers       |                           |                          |
| Name                 | Forward primer 5'-3'      | Reverse primer 5'-3'     |
| Usp39                | GTCACTGCCCCGTAATTGGATA    | GTATGCGTTGATGTGCGAGAG    |
| Ki67                 | AACGGGGTTACTATAGATGAGCCTG | CTGGAAATTCTGTTGGCTTGCTTC |
| Pcna                 | TTGCACGTATATGCCGAGACC     | GGTGAACAGGCTCATTTCATCTCT |
| Alb                  | GAAGTGGGTAACCTTTCTCC      | ACAGCAGTCAGCCAGTTCACC    |
| H19                  | CAACATCCCACCCACCGTAA      | GCTCACCAAGAAGGCTGGAT     |
| Afp                  | CTTCCCTCATCCTCTGCTAC      | ACAAACTGGGTAAAGGTGATGG   |
| Collagen1a1          | TCACCTACAGCACCTTGTG       | GGTGGAGGGAGTTTACACGA     |
| $\alpha$ -Sma        | GGAGAAGCCCAGCCAGTCGC      | AGCCGGCCTTACAGAGCCCA     |
| Tgfb1                | TTGCTTCAGCTCCACAGAGA      | TGGTTGTAGAGGGCAAGGAC     |
| Tnf- $\alpha$        | CATCTTCTCAAAATTCGAGTGACAA | TGGGAGTAGACAAGGTACAACCC  |
| Ulk1                 | ACCATTGTCTACCAGTGT        | AGTGTCTTGTCTTCTCATAA     |
| Atg3                 | TCACAACACAGGTATTACAG      | CTTCTCGTCTTCTTCATC       |
| Atg5                 | TGTGCTTCGAGATGTGTGGTT     | ACCAACGTCAAATAGCTGACTC   |
| Atg7                 | CAGAAGAAGTTGAACGAGTA      | CAGAGTCACCATTGTAGTAAT    |
| Il6                  | AGTTGCCTTCTTGGGACTGA      | TCCACGATTTCCAGAGAAC      |
| Mmp9                 | CGTCGTGATCCCCACTTACT      | AACACACAGGGTTTGCCTTC     |
| P62                  | CTGAAGAATGTGGGGGAGAG      | TTTCTGGGGTAGTGGGTGTC     |
| LC3B                 | TTATAGAGCGATACAAGGGGGAG   | CGCCGTCTGATTATCTTGATGAG  |
| Srebp1C              | GGAGCCATGGATTGCACATT      | GGAAGTCACTGTCTTGGTTGTTGA |
| Chrebp $\alpha$      | CGACACTCACCCACCTCTTC      | TTGTTCAAGCCGGATCTTGTC    |
| Chrebp $\beta$       | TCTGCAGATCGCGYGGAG        | CTTGTCCCGGCATAGCAAC      |
| Acc1                 | TGAATCTCACGCGCTACTATG     | ATGACCCTGTTGCCTCCAAAC    |
| Scd1                 | TTCTTGCGATACACTCTGGTGC    | CGGGATTGAATGTTCTTGTCGT   |
| Elovl6               | TGCCATGTTTCATCACCTTGT     | TGCTGCATCCAGTTGAAGAC     |
| Fasn                 | AAGTTGCCCGAGTCAGAGAA      | CGTCGAACTTGGAGAGATCC     |
| Pklr                 | GAACATTGCACGACTCAACTTC    | CAGTGCGTATCTCGGGACC      |
| Atgl                 | CCAACGCCACTCACATCTAC      | GCCTCCTTGGACACCTCAAT     |
| Hsl                  | ACGCTACACAAAGGCTGCTT      | TCTCGTTGCGTTTGATAGTGC    |
| Lpl                  | TGGCCCATAGCAGGTCT         | AAGGCCAGGTGTTCAATC       |
| Lipa                 | GAACACTCGGTCCTGACAGGAGAT  | AAGCCGTGCTGAAGATACAACT   |
| Gapdh                | AGGTCGGTGTGAACGGATTG      | TGTAGACCATGTAGTTGAGGTCA  |
| Actb                 | GTGACGTTGACATCCGTAAAGA    | GCCGGACTCATCGTACTCC      |
| Hsfl-qPCR            | GGGAAACAGGAGTGTATGGACT    | CTTGTTGACAACTTTTGCTGCT   |
| Hsfl-NMD             | CTCACTGGTGCAGTCGAACC      | GGACAGTGTAGACATTTCCAGA   |
| Hsfl-FL              | TGACAGCAACTCAGCACACTC     | TGCTCCAGGGAGTACTGTCG     |
| Pgc1 $\alpha$ -F     | ACCATGACTACTGTCAGTCACTC   | GTCACAGGAGGCATCTTGAAG    |

|                                         |                                               |                                               |
|-----------------------------------------|-----------------------------------------------|-----------------------------------------------|
| Hsp70                                   | TGGTGCTGACGAAGATGAAG                          | AGGTCGAAGATGAGCACGTT                          |
| Macd                                    | ATGACGGAGCAGCCAATGAT                          | TCGTCACCCTTCTTCTCTGCTT                        |
| Acaa1                                   | TCTCCAGGACGTGAGGCTAAA                         | CGCTCAGAAATTGGGCGATG                          |
| Acadm                                   | GCGAGCAGAAATGAACTCC                           | AGCTCTAGACGAAGCCACGA                          |
| Acs11                                   | TGGGGTGGAAATCATCAGCC                          | CACAGCATTACACACTGTACAACGG                     |
| Acs15                                   | TCCCAGCCCACCTCTGATGATGTG                      | ACAAACTGTCCCGCCGAATG                          |
| Atpase $\beta$                          | GGTTCATCCTGCCAGAGACTA                         | AATCCCTCATCGAACTGGACG                         |
| Acox1                                   | GGATGGTAGTCCGGAGAACA                          | AGTCTGGATCGTTCAGAATCAAG                       |
| Opa1                                    | TGGAATATGGTTCGAGAGTCAG                        | CATTCCGTCTCTAGGTTAAAGCG                       |
| Mfn2                                    | AGAACTGGACCCGTTACCA                           | CACTTCGCTGATACCCTGA                           |
| <b>RIP-PCR primers</b>                  |                                               |                                               |
| Name                                    | Forward primer 5'-3'                          | Reverse primer 5'-3'                          |
| RIP-PCR- Hsf1-E5-E6                     | CCAGCAGCAAAAAGTTGTCA                          | CTGCACCAGTGAGATCAGGA                          |
| RIP-PCR- Hsf1-E6-E7                     | ATCCTGGGGGTGAAGAGAAA                          | GGCACAGAGTGTGCTGAGTT                          |
| RIP-PCR- Hsf1-E7                        | TGAGTGACAGCAACTCAGCA                          | TGCTCCAGGGAGTACTGTCTG                         |
| RIP-PCR-Hsf1-E7-E8                      | TGAGTGACAGCAACTCAGCA                          | TGAGTGACAGCAACTCAGCA                          |
| RIP-PCR-U6 snRNA                        | CGCTTCGGCAGCACATATAC                          | TTCACGAATTTGCGTGTCTAT                         |
| RIP-PCR-Ptbp1-E4                        | GTCCCTTCCAGAGTCATCCA                          | CATCTCAATGAAGGCCTGGT                          |
| <b>Semiquantitative RT-PCR primers</b>  |                                               |                                               |
| Name                                    | Forward primer 5'-3'                          | Reverse primer 5'-3'                          |
| Ulk3                                    | AATCAGGCCCTGCTAAGACA                          | GGAGGCGTGGTTTGTCTAC                           |
| Nrbp2                                   | AGCCTCAAGCAGTTCCTCAA                          | GTGCAGACAGGATCTGCGTA                          |
| Hsf1-Sei-FL                             | TGAGAAAGATCCCTCTGATGTTG                       | CGACCATACTTGGGCACAG                           |
| Hsf1-Sei-NMD                            | TCTCACTGGTGCACTCGAAC                          | GCCCAGGATATACAGCAAGC                          |
| Trp53inp1                               | TCTCAGTGAGGCGAGTTGTG                          | CGACGGAGACCATTCTGTCT                          |
| Tcirg1                                  | GTGGCAGCTGACCATACTGA                          | CTTGTAGGGCTCCACAGCA                           |
| <b>RNA-pull down Primers</b>            |                                               |                                               |
| Name                                    | Forward primer 5'-3'                          | Reverse primer 5'-3'                          |
| Hsf1-E5-I7                              | TAATACGACTCACTATAGGGGAGAAC<br>GAGGCCCTGTGG    | TGGGAGCCAGCTCAGTGATA                          |
| <b>Primers for plasmid construction</b> |                                               |                                               |
| Name                                    | Forward primer 5'-3'                          | Reverse primer 5'-3'                          |
| Usp39-pT3G-3FPS                         | ACGAAGGGCGGAGGAGGATCCATGTC<br>TAGCCGGTCCAAGCG | CCGTCATAGCGGTTAATTAATCAAGCCCC<br>CTGCTGGTT    |
| Hsf1-pLenti- C-Myc-DDK-IRES-Puro        | AGGAGATCTGCCGCCGCGATCGCATGG<br>ATCTGGCCGTGGGC | CTCGAGCGGCCGCGTACGCGTGGAGACAGT<br>GGGGTCCTTGG |
| <b>siRNA sequence</b>                   |                                               |                                               |
| Name                                    | Sequence (5' - 3')                            | Manufacturer                                  |

|                                              |                          |                             |
|----------------------------------------------|--------------------------|-----------------------------|
| siNC                                         | UUCUCCGAACGUGUCACGUTT    | Guangzhou RiboBio Co., Ltd. |
| siUpf1 #1                                    | GAUGCAGUUCCGCUCCAUI      | Guangzhou RiboBio Co., Ltd. |
| siUpf1 #2                                    | AGAGCGCATTGAAAACGTT      | Guangzhou RiboBio Co., Ltd. |
| siUsp39#1                                    | GCATCAAGAGATTTACTAA      | Guangzhou RiboBio Co., Ltd. |
| siUsp39#2                                    | CAAGTGGTATGAATTACAA      | Guangzhou RiboBio Co., Ltd. |
| siHsf1 #1                                    | CCTGAAGAGTGAGGACATA      | Guangzhou RiboBio Co., Ltd. |
| siHsf1 #2                                    | GGACACAACCGAGCCCAA       | Guangzhou RiboBio Co., Ltd. |
| <b>shRNA targeting sequence</b>              |                          |                             |
| Name                                         | Sequence (5' - 3')       | Manufacturer                |
| PLKO.1-shUsp39#2                             | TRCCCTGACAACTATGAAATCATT | Jinan WZ Biosciences INC    |
| PLKO.1-shUsp39#4                             | CCCGCTCTATAAGGATGAGAA    | Jinan WZ Biosciences INC    |
| <b>Human Semiquantitative RT-PCR primers</b> |                          |                             |
| Name                                         | Forward primer 5'-3'     | Reverse primer 5'-3'        |
| hHSF1-semi                                   | CTCACTGGTGCACTCAAACC     | GAAGTCCCGGCTATACTTGG        |
| <b>Human RT-PCR primers</b>                  |                          |                             |
| hHSF1- FL                                    | AGAGAAAGATCCCCCTGATG     | GGCTATACTTGGGCATGGAA        |
| hHSF1-NMD                                    | GTGAGGTTTTGGGGATGC       | GTGCAGGTCAGCCACCA           |
| <b>Human siRNA sequence</b>                  |                          |                             |
| sihUSP39#1                                   | TCAAGAGATTCATAAGAA       | Guangzhou RiboBio Co., Ltd. |
| sihUSP39#2                                   | GCAGTTGTACTTTGCAGTA      | Guangzhou RiboBio Co., Ltd. |

**Note:** Primer sequences are all produced by Sangon Biotech (Shanghai) Co., Ltd., unless the manufacturer is specifically indicated in the table.

**Supplementary Table 3. Key resources table**

| REAGENT or RESOURCE                               | SOURCE                    | IDENTIFIER                       |
|---------------------------------------------------|---------------------------|----------------------------------|
| Antibodies                                        |                           |                                  |
| Rabbit monoclonal anti-Usp39                      | Abcam                     | ab131244<br>RRID:AB_11155482     |
| Rabbit monoclonal anti- LC3A/B (D3U4C) XP         | Cell Signaling Technology | 12741<br>RRID:AB_2617131         |
| Rabbit polyclonal anti- Albumin                   | Proteintech               | 16475-1-AP<br>RRID:AB_2242567    |
| Mouse monoclonal anti-Actin                       | Proteintech               | 66009-1-Ig<br>RRID:AB_2687938    |
| Rabbit polyclonal anti- SQSTM1/p62                | Cell Signaling Technology | 5114S<br>RRID:AB_10624872        |
| Rabbit monoclonal anti- Atg7                      | Cell Signaling Technology | 8558<br>RRID:AB_10831194         |
| Rabbit Polyclonal anti-ULK1                       | Abways                    | CY6902                           |
| Rabbit Polyclonal anti- ADRP/Perilipin 2          | Proteintech               | 15294-1-AP<br>RRID:AB_2878122    |
| Rat monoclonal anti- LAMP2                        | Abcam                     | ab13524<br>RRID:AB_2134736       |
| Rabbit polyclonal anti- Hsf1                      | Proteintech               | 51034-1-AP<br>RRID:AB_2120269    |
| Rabbit monoclonal anti-Usp39                      | Abcam                     | ab131332<br>RRID:AB_11155124     |
| Rabbit polyclonal to Usp39 - N-terminal           | Abcam                     | ab236453                         |
| Rabbit Polyclonal anti-Usp39                      | Invitrogen                | A304-816A<br>RRID:AB_2621011     |
| Rabbit polyclonal anti-Sox9                       | Millipore                 | AB5535<br>RRID:AB_2239761        |
| Mouse monoclonal anti-SC35                        | Abcam                     | ab11826<br>RRID:AB_298608        |
| Rabbit polyclonal anti-Ki67                       | Abcam                     | ab15580<br>RRID:AB_443209        |
| Rabbit polyclonal anti -PCNA                      | Servicebio                | GB11010-1-100<br>RRID:AB_2811188 |
| Rabbit polyclonal anti -F4/80                     | Servicebio                | GB11027<br>RRID:AB_2814687       |
| Rabbit polyclona anti-Caspase -3                  | Cell Signaling Technology | 9662<br>RRID:AB_331439           |
| Rabbit polyclona anti-Cleaved Caspase -3 (Asp175) | Cell Signaling Technology | 9661<br>RRID:AB_2341188          |

|                                                        |                                      |                                 |
|--------------------------------------------------------|--------------------------------------|---------------------------------|
| Rabbit polyclonal anti-Lamin B1                        | Proteintech                          | 12987-1-AP<br>AB_2136290        |
| Rabbit polyclonal anti-GAPDH                           | Proteintech                          | 10494-1-AP<br>RRID:AB_2263076   |
| peroxidase AffiniPure Goat Anti-Rabbit IgG (H+L)       | Jackson ImmunoResearch               | 111-035-144<br>RRID:AB_2307391  |
| Peroxidase AffiniPure Goat Anti-Mouse IgG (H+L)        | Jackson ImmunoResearch               | 115-035-003<br>RRID:AB_10015289 |
| Bacterial and virus strains                            |                                      |                                 |
| DH5 $\alpha$ Chemically Competent Cell                 | Shanghai Weidi biotechnology Co.Ltd. | DL1001                          |
| Stbl3 Chemically Competent Cell                        | Shanghai Weidi biotechnology Co.Ltd. | DL1046                          |
| Biological samples                                     |                                      |                                 |
| NAFLD and NASH liver samples from human patients       | Qilu Hospital of Shandong University | N/A                             |
| Chemicals, peptides, and recombinant proteins          |                                      |                                 |
| Isopropyl $\beta$ -D-thiogalactoside                   | Sangon Biotech                       | A600168                         |
| TUNEL Assay Kit                                        | Keygen                               | KGA7072                         |
| Penicillin-Streptomycin Solution, 100X                 | Biosharp                             | BL505A                          |
| Sodium pyruvate                                        | Sigma                                | P4562                           |
| Insulin                                                | Macgene                              | CC101                           |
| Insulin injection                                      | FOSUN PHARMA                         | 6939863702032                   |
| Dimethyl sulfoxide (DMSO)                              | Aladding                             | D103277                         |
| Doxycycline hydrochloride                              | Sangon Biotech                       | A600889                         |
| L- thyroxine                                           | Sigma                                | T1775                           |
| Collagenase Type IV                                    | Sigma                                | C5138                           |
| BODIPY                                                 | Cayman                               | 25892                           |
| Oil Red O                                              | Sigma                                | O0625                           |
| Dexamethasone                                          | aladdin                              | D137736                         |
| EGTA                                                   | Solarbio                             | E8050                           |
| Tamoxifen                                              | Sigma                                | T5648                           |
| Trypsin without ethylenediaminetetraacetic acid (EDTA) | Macgene                              | CC035                           |
| 4% paraformaldehyde                                    | Servicebio                           | G1101                           |
| ProLong™ Gold Antifade Mountant with DAPI              | Thermo Fisher Scientific             | P36941                          |
| Mounting Medium With DAPI - Aqueous, Fluoroshield      | Abcam                                | ab104139                        |
| Mounting Medium, antifading                            | Solarbio                             | S2100                           |
| Hoechst 33342 Stain solution                           | Solarbio                             | C0031                           |
| ProLong™ Gold Antifade Mountant with DAPI              | Thermo Fisher Scientific             | P36941                          |
| Williams medium E                                      | Thermo Fisher Scientific             | 12551032                        |
| Nicotinamide                                           | Solarbio                             | N8070                           |
| L-Glutamine                                            | Sangon Biotech                       | A600224                         |
| Glycerin Gelatin Mounting Tablets                      | Servicebio                           | G1402-30ML                      |

|                                                                          |                                                       |                |
|--------------------------------------------------------------------------|-------------------------------------------------------|----------------|
| Isoflurane                                                               | RWD life science Co.                                  | R510-22-10     |
| Research Diets D12492 60 kcal% Fat                                       | Research Diets                                        | D12492         |
| $\alpha$ -D-glucose                                                      | Solarbio                                              | G8150          |
| Sucrose                                                                  | Sangon Biotech                                        | A100335-0250   |
| Jetprime                                                                 | polyplus-transfection                                 | 101000046      |
| BODIPY 558/568 red c12                                                   | Cayman                                                | 27014          |
| Lipofectamine® 2000 CD (Chemically Defined)<br>Transfection Reagent      | Thermo Fisher Scientific                              | 12566014       |
| Water Nuclease-Free                                                      | Servicebio                                            | G4700          |
| Critical commercial assays                                               |                                                       |                |
| His-tag Protein Purification Kit                                         | Beyotime                                              | P2226          |
| Cell Total RNA Isolation Kit                                             | Foregene                                              | RE-03111       |
| Triglyceride assay kit                                                   | Nanjing jiancheng<br>Bioengineering Institute         | A110-1-1       |
| Nonesterified Free fatty acids assay kit                                 | Nanjing jiancheng<br>Bioengineering Institute         | A042-2-1       |
| RNAXMAX-T7 in vitro transcription kit                                    | RiboBio                                               | C11001-1       |
| Picro Sirius Red Stain                                                   | Anhui Leagene Biotechnology<br>Co., Ltd.              | DC0041         |
| Pierce™ RNA 3' End Desthiobiotinylation Kit                              | Thermo Fisher Scientific                              | 20163          |
| Magnetic RNA Protein Pull-Down Kit                                       | Thermo Fisher Scientific                              | 20164          |
| Spin Column RNA Cleanup & Concentration Kit                              | Sangon                                                | B518688        |
| Nucleoprotein Extraction Kit                                             | Sangon                                                | C500009        |
| EZ-Nuclear RIP Kit                                                       | Merck Millipore                                       | 17-701         |
| Deposited data                                                           |                                                       |                |
| RNA sequencing (RNA-seq) of Usp39 knockout by in 5-weeks-old male mice   | This paper                                            | GSE213633      |
| RNA immunoprecipitation sequencing (RIP-seq) of Usp39 in AML12 cells     | This paper                                            | GSE213629      |
| Lipidomics Sequencing Data of Usp39 knockout by in 5-weeks-old male mice | This paper                                            | N/A            |
| Experimental models: Cell lines                                          |                                                       |                |
| Mouse: AML12 alpha mouse liver 12 cell line                              | ATCC: The Global Bioresource<br>Center                | RRID:CVCL_0140 |
| Mouse: Hepa1-6 Hepatoma epithelial cell line                             | Peihui-wang lab                                       | RRID:CVCL_0327 |
| Human: 293T Embryo kidney epithelial cell line                           | National collection of<br>authenticated cell cultures | RRID:CVCL_0063 |
| Human: Hepg2 hepatoma cell line                                          | ATCC: The Global Bioresource<br>Center                | RRID:CVCL_0027 |
| Human: Huh7 hepatoma cell line                                           | National collection of<br>authenticated cell cultures | RRID:CVCL_0336 |
| Experimental models: Organisms/strains                                   |                                                       |                |
| Mouse: Usp39 <sup>fllox/flox</sup>                                       | Gempharmatech                                         | C57BL/6J mice  |

|                                                                                                                                  |                |                |
|----------------------------------------------------------------------------------------------------------------------------------|----------------|----------------|
| Mouse: Albumin-Cre                                                                                                               | Gempharmatech  | C57BL/6J mice  |
| Oligonucleotides                                                                                                                 |                |                |
| siRNA targeting sequence: Hsf1 #1:<br>CCTGAAGAGTGAGGACATA                                                                        | This paper     | N/A            |
| siRNA targeting sequence: Hsf1 #2:<br>GGACACAACCGGAGCCCAA                                                                        | This paper     | N/A            |
| siRNA targeting sequence: Usp39#1:<br>GCATCAAGAGATTACTAA                                                                         | This paper     | N/A            |
| siRNA targeting sequence: Usp39#2:<br>CAAGTGGTATGAATTACAA                                                                        | This paper     | N/A            |
| PLKO.1-shUsp39#2-TRC shRNA targeting sequence:<br>CCTGACAACATATGAAATCATT                                                         | WZ Biosciences | TRCN0000030927 |
| PLKO.1-shUsp39#4-TRC shRNA targeting sequence:<br>CCCGCTCTATAAGGATGAGAA                                                          | WZ Biosciences | TRCN0000030925 |
| Primers for RNA-pull down: Hsf1-E5-I7-Forward<br>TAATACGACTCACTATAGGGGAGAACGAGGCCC<br>TGTGG                                      | This paper     | N/A            |
| Primers for RNA-pull down: Hsf1-E5-I7- Reverse<br>TGGGAGCCAGCTCAGTGATA                                                           | This paper     | N/A            |
| Primers for plasmid construction: Usp39-pT3G-3FPS-<br>Forward<br>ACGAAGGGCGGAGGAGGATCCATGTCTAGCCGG<br>TCCAAGCG                   | This paper     | N/A            |
| Primers for plasmid construction: Usp39-pT3G-3FPS-<br>Reverse-<br>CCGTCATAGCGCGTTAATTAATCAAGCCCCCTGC<br>TGGTT                    | This paper     | N/A            |
| Primers for plasmid construction: Hsf1-pLenti- C-Myc-<br>DDK-IRES-Puro Forward<br>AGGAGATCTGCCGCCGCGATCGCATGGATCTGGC<br>CGTGGGC  | This paper     | N/A            |
| Primers for plasmid construction: Hsf1-pLenti- C-Myc-<br>DDK-IRES-Puro Reverse-<br>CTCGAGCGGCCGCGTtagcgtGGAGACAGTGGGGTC<br>CTTGG | This paper     | N/A            |
| Primers for RT-PCR, see Table S2                                                                                                 | This paper     | N/A            |
| Primers for semiquantitative RT-PCR see Table S2                                                                                 |                |                |
| Primers for RIP-qPCR, see Table S2                                                                                               | This paper     | N/A            |
| Recombinant DNA                                                                                                                  |                |                |

|                                                         |                                 |                                                                                                                                                                                                                                                                                                     |
|---------------------------------------------------------|---------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Doxycycline-inducible lentiviral vector pT3G-3FPS-Usp39 | This paper                      | N/A                                                                                                                                                                                                                                                                                                 |
| pLenti- C-Myc-DDK-IRES-Puro- Hsf1                       | This paper                      | N/A                                                                                                                                                                                                                                                                                                 |
| pLenti- C-Myc-DDK-IRES-Puro vector                      | origene                         |                                                                                                                                                                                                                                                                                                     |
| PLKO.1-TRC-shUsp39                                      | WZ Biosciences                  |                                                                                                                                                                                                                                                                                                     |
| pcDNA™3.1/myc-His A vector                              | Invitrogen™                     |                                                                                                                                                                                                                                                                                                     |
| Software and algorithms                                 |                                 |                                                                                                                                                                                                                                                                                                     |
| FastQC v0.11.9                                          | N/A                             | <a href="https://www.bioinformatics.babraham.ac.uk/projects/fastqc/">https://www.bioinformatics.babraham.ac.uk/projects/fastqc/</a>                                                                                                                                                                 |
| bowtie v1.2.3                                           | Langmead et al. <sup>1</sup>    | <a href="http://bowtie-bio.sourceforge.net/index.shtml">http://bowtie-bio.sourceforge.net/index.shtml</a>                                                                                                                                                                                           |
| HISAT2 v2.2.0                                           | Zhang et al. <sup>2</sup>       | <a href="http://daehwankimlab.github.io/hisat2/">http://daehwankimlab.github.io/hisat2/</a>                                                                                                                                                                                                         |
| Samtools v1.9                                           | Li et al. <sup>3</sup>          | <a href="http://samtools.sourceforge.net/">http://samtools.sourceforge.net/</a>                                                                                                                                                                                                                     |
| featureCounts v2.0.0                                    | Liao Y et al. <sup>4</sup>      | <a href="http://subread.sourceforge.net/featureCounts.html">http://subread.sourceforge.net/featureCounts.html</a>                                                                                                                                                                                   |
| rMATS v4.1.0                                            | Shen et al. <sup>5</sup>        | <a href="http://rnaseq-mats.sourceforge.net/">http://rnaseq-mats.sourceforge.net/</a>                                                                                                                                                                                                               |
| HOMER v4.11                                             | Heinz et al. <sup>6</sup>       | <a href="http://homer.ucsd.edu/homer/">http://homer.ucsd.edu/homer/</a>                                                                                                                                                                                                                             |
| Gene Ontology                                           | The Gene Ontology. <sup>7</sup> | <a href="http://geneontology.org/">http://geneontology.org/</a>                                                                                                                                                                                                                                     |
| GraphPad Prism 8                                        | N/A                             | <a href="https://www.graphpad.com/scientific-software/prism/">https://www.graphpad.com/scientific-software/prism/</a>                                                                                                                                                                               |
| ImageJ v2.1.0                                           | Schneider et al. <sup>8</sup>   | <a href="https://imagej.nih.gov/ij/">https://imagej.nih.gov/ij/</a>                                                                                                                                                                                                                                 |
| SPSS 24.0                                               | N/A                             | <a href="https://www.ibm.com/cn-zh/spss">https://www.ibm.com/cn-zh/spss</a>                                                                                                                                                                                                                         |
| Seahorse Wave software                                  | N/A                             | <a href="https://www.agilent.com.cn/zh-cn/product/cell-analysis/real-time-cell-metabolic-analysis/xf-software/seahorse-wave-desktop-software-740897">https://www.agilent.com.cn/zh-cn/product/cell-analysis/real-time-cell-metabolic-analysis/xf-software/seahorse-wave-desktop-software-740897</a> |
| Integrative Genomics Viewer (IGV) v2.8.2                | Robinson et al. <sup>9</sup>    | <a href="https://igv.org/">https://igv.org/</a>                                                                                                                                                                                                                                                     |
| Other                                                   |                                 |                                                                                                                                                                                                                                                                                                     |

Note: Primer sequences are all produced by Sangon Biotech (Shanghai), unless the manufacturer is specifically indicated in the table.

## Reference

1. Langmead B, Trapnell C, Pop M, Salzberg SL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome biology* **10**, R25 (2009).
2. Zhang Y, Park C, Bennett C. Rapid and accurate alignment of nucleotide conversion sequencing reads with HISAT-3N. **31**, 1290-1295 (2021).
3. Li H, *et al.* The Sequence Alignment/Map format and SAMtools. *Bioinformatics (Oxford, England)* **25**, 2078-2079 (2009).
4. Liao Y, Smyth GK, Shi W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics (Oxford, England)* **30**, 923-930 (2014).
5. Shen S, Park JW, Lu ZX. rMATS: robust and flexible detection of differential alternative splicing from replicate RNA-Seq data. **111**, E5593-5601 (2014).
6. Heinz S, *et al.* Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Molecular cell* **38**, 576-589 (2010).
7. The Gene Ontology Resource: 20 years and still GOing strong. *Nucleic acids research* **47**, D330-d338 (2019).
8. Schneider CA, Rasband WS, Eliceiri KW. NIH Image to ImageJ: 25 years of image analysis. *Nature methods* **9**, 671-675 (2012).
9. Robinson JT, Thorvaldsdóttir H, Wenger AM, Zehir A, Mesirov JP. Variant Review with the Integrative Genomics Viewer. *Cancer research* **77**, e31-e34 (2017).

**Supplementary Table 4. Information for normal and NASH samples**

| Items         | Sex    | Age<br>(Years) | BMI<br>(Kg/m <sup>2</sup> ) | AST<br>(U/L) | ALT<br>(U/L) | TG<br>(mmol/L) | TC<br>(mmol/L) | FBG<br>(mmol/L) | NAS |
|---------------|--------|----------------|-----------------------------|--------------|--------------|----------------|----------------|-----------------|-----|
| Non-steatosis | Male   | 50-60          | 27.2                        | 28           | 29           | 1.75           | 5.03           | 4.69            | 0   |
| Non-steatosis | Male   | 60-70          | 24                          | 88           | 105          | 0.76           | 4.21           | 4.84            | 0   |
| Non-steatosis | Male   | 40-50          | 27                          | 19           | 23           | 1.42           | 4.25           | 4.68            | 0   |
| Non-steatosis | Male   | 50-60          | 28.1                        | 31           | 15           | 1              | 4.2            | 5.09            | 0   |
| Non-steatosis | Male   | 40-50          | 31.6                        | 21           | 15           | 0.99           | 6.8            | 5.67            | 0   |
| NASH          | Male   | 50-60          | 23.7                        | 17           | 15           | 1.11           | 4.01           | 8.35            | 5   |
| NASH          | Male   | 30-40          | 34                          | 72           | 125          | 2.21           | 5.67           | 8.9             | 2   |
| NASH          | Male   | 20-30          | 32                          | 40           | 49           | 2.07           | 4.31           | 7.2             | 2   |
| NASH          | Female | 30-40          | 35.6                        | 25           | 20           | 0.95           | 3.9            | 5.21            | 2   |

# Supplementary material for: Spliceosome component Usp39 contributes to hepatic lipid homeostasis through the regulation of autophagy
**Source:** Nat Commun. 2023 Nov 3;14:7032. doi: 10.1038/s41467-023-42461-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Gene expression profile of Usp39 knockout mice

File Name: Supplementary Data 2

Description: Alternative splicing analysis in RNA-seq data of Usp39 knockout mice liver

File Name: Supplementary Data 3

Description: Combined analysis of RIP-seq and AS events reveals Usp39 regulated targets

File Name: Supplementary Data 4

Description: Lipidomics data of Usp39-HKO and control mice liver

# Supplementary material for: Spliceosome component Usp39 contributes to hepatic lipid homeostasis through the regulation of autophagy
**Source:** Nat Commun. 2023 Nov 3;14:7032. doi: 10.1038/s41467-023-42461-6
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

How the deposited data were processed for this re-analysis (not part of the article)

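Liver RNA from 4 *Usp39*-HKO male mice and 4 control male littermates, 5 weeks old and fasted for 16 h, was sequenced on an Illumina NovaSeq with one library per mouse, and no mice were pooled. The labels of the deposited samples name the genotype of each mouse, and the sample names in Supplementary Data 1 of the paper match them. The labels call the control mice wild type, and the paper calls them control littermates. The labels name no batch or sequencing run, so none was tested. The RIP-seq, lipidome, qPCR and diet experiments of the paper have no values in the deposited table and were left out.

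The authors aligned the reads to mm10 with HISAT2, sorted them with samtools and counted them per gene with featureCounts. The paper's text does not name the annotation release, the strandedness or the treatment of reads that map to several genes. The deposited table holds raw counts per gene and mouse, without normalization, as well as the exon length of each gene in bases. The authors also deposited FPKM, computed from those counts, the length and the total count of the mouse, and the counts, lengths and totals give the deposited FPKM back within rounding. From a DESeq2 comparison, the authors deposited a mean normalized signal over the mice, the log2 fold change of *Usp39*-HKO over control, its standard error and Wald statistic as scores, and an unadjusted and an adjusted p-value per gene. These columns of the authors' comparison were not used as results. The paper gives p under 0.05 with a log2 fold change over 0.5 or under -0.5 as its cutoff.

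The table has 55699 entries for 55385 Ensembl gene identifiers. The 314 repeated entries differ only in the gene symbol and were read once. Of the identifiers, 55144 (99.6%) are in GENCODE vM21 on GRCm38, which gave coordinates, strand, exons and gene type, and 28412 genes had at least 1 count in a mouse. Counts summed to between 8589636 and 10418450 per mouse, and a floor of 3 counts corresponded to between 0.288 and 0.349 CPM (counts scaled to the total of the mouse). Such floors cover counting error only, since reads from PCR without molecular identifiers are not independent molecules. Counts of mice of the same genotype differed by more than counting error, which is why each error given is the SD between mice or the standard error of a fit.

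Genes with an FPKM of at least 0.5 in at least 4 of the 8 mice were tested, 14340 in all. The design set before the data were examined named limma on log2(FPKM + 1), to be replaced by edgeR's quasi-likelihood test if raw counts were deposited, which they were. edgeR 4.0.16 was therefore run on the counts with TMM factors (0.911 to 0.94 in controls and 1.01 to 1.19 in *Usp39*-HKO mice) and the 2 genotypes as the only groups, without covariates. The common biological coefficient of variation was 0.179. Standard errors of log2 fold changes were computed from the fold change and its F statistic. P-values are two-sided and adjusted with the Benjamini-Hochberg method over all genes tested. Levels are given as the mean and SD of the deposited FPKM, with exact permutation tests over the 70 assignments of the 8 mice to 2 groups of 4, whose smallest two-sided p is 0.029.

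Gene lists for pathways and cell types were written by hand in advance, except a list of Nrf2 targets and a second list of pancreas genes, which were written afterwards. A list was summarized per mouse as the mean log2(FPKM + 1) of its tested genes (of all its genes for pancreas markers) and compared with the exact permutation test, with Benjamini-Hochberg adjustment over the 5 pathway lists and separately over the 10 lists of the closing section. Each list was also set against 10000 random lists of the same size matched on mean level in 20 bins, and some against lists matched on level, exon length and GC content among the 100 nearest genes. Genes were named by a rule fixed in advance: every gene that the paper names or shows in the panels concerned, the 5 largest rises and the 5 largest falls in log2(FPKM + 1) among other genes with an adjusted p under 0.05 and no overlap between the groups, and for a list its 2 genes with the largest change in the direction of the list. Outside this rule, *Igf1*, *Igfals*, *Socs2* and *Cish*, *Nqo1*, *Srxn1* and *Hmox1*, and the sex-linked *Xist* are named because a test in the closing section concerned them. Exon overlap with other genes was taken from the annotation, and sequence shared with other genes from BLAST+ 2.17.0+ at a length of at least 150 bases and an identity of at least 97%.

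The AS genes and rMATS events were read from Supplementary Data 2 of the paper, whose sheet of retained introns and part of the skipped exons could not be read, and they are used as the paper's. The sequence of *Hsf1* was read from GRCm38.

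The tests were first tested on simulated data with the same number of mice and genes. Of 200 genes with a simulated change, edgeR called 142 (71%) among 148 calls at an adjusted p under 0.05, of which 6 were false (4.05%). It recovered 27 of 67 genes with a log2 change of 0.75, 52 of 67 with a change of 1 and 63 of 66 with a change of 2. The simulation changed 200 genes, whereas 3225 were called in the data. Benjamini-Hochberg adjustment is stricter where fewer genes change, so these shares do not give the share missed in the data. A simulated list with raised genes had a permutation p of 0.029 and an unchanged one of 0.571.

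The alternatives set in advance were pseudocounts of 0.1 and 0.5, no filter on low values, a filter at a mean FPKM of 5, rescaling to TPM, median-ratio scaling, quantile normalization, an intensity trend and array quality weights in limma, an exact permutation test per gene, values scaled to unit SD and camera for lists, and each mouse left out in turn. Those that concern FPKM were run for single genes with limma 3.58.1 on log2(FPKM + 1), and therefore change the test and the scale together. After seeing the data, limma on log2(FPKM + 1) itself, limma-voom, DESeq2 1.42.0 on the tested genes and on all genes, and edgeR with median-ratio size factors, without TMM, with filterByExpr and with robust dispersions were added, as were 2 other readings of the genes that the paper's qPCR found changed. The analyses used R 4.3.3 and Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.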

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

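Among the tests in this part, those of scaling and of library size were chosen after the results were seen, and the second list of pancreas genes was written after the first was seen to be high. The thresholds, gene lists and alternatives behind all 4 parts were set before the data were examined, apart from those said to have been added afterwards.

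Mice that lie far from the other 3 of their group were looked for in 5 measures of the libraries, 19 gene lists and 58 genes, 164 groups of 4 mice in all. In 11 of them, the gap between the highest or lowest mouse and its nearest neighbour, divided by the range of the group, was above Dixon's 95% critical value, and chance alone gives 8.2. The number is therefore close to what chance gives, and no mouse was above the value in more than 3 of these groups, but the pancreas markers of control mouse A475 are too far out to be put down to chance. No batch is named for these mice, and no biological explanation was tested for a single mouse.

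The mean log2(FPKM + 1) of the 10 pancreas marker genes was 5.25 in control mouse A475 against 0.233 to 0.291 in the other controls (gap over range 0.988), and 9 of the 10 genes were at least 10 times as high as in each other mouse. All 10 are counted here, with no filter on low values. If RNA of pancreas is in the library of A475, other pancreas genes are high in it as well, and of a second list of 20 such genes 16 were at least 10 times as high as in each other mouse. Genes of both lists took 0.1303% of its counts, against at most 0.001793% in the others. Its total count was the highest, 1.02 times the next, which is too little to explain this, since FPKM are scaled to the total. A small share of pancreas RNA in this library is the candidate explanation, and whether it entered at dissection or later cannot be told. Of both lists 2 genes are among those tested in edgeR. Without A475, 2940 genes were past the study's cutoff and 2043 had an adjusted p under 0.05, of which 2008 also had it with this mouse.

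In control mouse A468, 0.176% of the counts were mitochondrial, against 0.0430 to 0.0566% in the other 3 controls (gap over range 0.898), and its p53 target list was low, at 2.81 against 2.96 to 2.98 on the scale of log2(FPKM + 1) (gap over range 0.878). Without control mouse A468 the p53 target list differed between genotypes by 1.03 in place of 1.07, so the difference does not rest on it. The autophagy list was low in *Usp39*-HKO mouse A469, at 3.78 against 3.89 to 3.90 (gap over range 0.864), and without this mouse the autophagy list differed by 0.050 in place of 0.022.

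Among single genes, *Pparg* was low in *Usp39*-HKO mouse A471, at 6.35 FPKM against 8.54 to 9.04 (gap over range 0.835). Without this mouse the log2 fold change of *Pparg* was 0.53 with an adjusted p of 0.0575, in place of 0.43 and 0.0924, and over the other alternatives with all mice its adjusted p lay between 0.0167 and 0.11. *Atg12* was high in control mouse A475, at 6.36 FPKM against 4.89 to 5.00 (gap over range 0.919), and without this mouse the log2 fold change of *Atg12* was 0.41 in place of 0.32. Control mouse A472 was high in 3 genes. It had 2.04 FPKM of *Sult2a2* against 0.147 to 0.259 in the other controls (gap over range 0.904), 1.42 FPKM of *Phlda3* against 0.978 to 1.05 (gap over range 0.832) and 1.29 FPKM of *Epcam* against 0.844 to 0.875 (gap over range 0.923). Without it the log2 fold changes were 9.14 for *Sult2a2*, 3.98 for *Phlda3* and 2.28 for *Epcam*, all higher than with it. Almost all of the exon sequence of *Sult2a2* (99.9%) is shared with *Sult2a1* and *Sult2a5*, so the counts of these genes cannot be told apart from reads of the others. *Phlda3* was also high in *Usp39*-HKO mouse A471, at 30.6 FPKM against 14.1 to 16.0 (gap over range 0.836), and without this mouse its log2 fold change was 3.50. *Afp* was high in *Usp39*-HKO mouse A474, at 50.9 FPKM against 1.41 to 3.00 (gap over range 0.834). The log2 fold change of *Afp*, 3.68 with all mice, was 1.19 without A474 (adjusted p = 0.0147), so the size of the *Afp* change rests on this one mouse. Its adjusted p under 0.05 was lost in 13 of the 20 alternatives run for *Afp*.

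The next 5 results are lists of genes that the paper's RNA-seq analysis does not discuss and whose mean log2(FPKM + 1) was above the controls in all 4 *Usp39*-HKO mice. The paper measured *Afp*, *H19*, *Mki67* and *Pcna* by qPCR. Each list had an exact permutation p of 0.029, the smallest that the design allows, and of 0.048 after adjustment over 10 lists. The median shift of all genes on this scale was 0.172, and the differences below are larger than it. Reads from another organism cannot be seen in a table of counts per gene, and no batch is named.

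The list of 19 p53 targets was higher by 1.07, and by 0.90 relative to the median shift, and all 19 genes rose. The list was higher by 0.885 with median-ratio scaling and by at least 0.949 with any one mouse left out. Without *Phlda3* and *Gdf15*, its largest rises, the difference was 0.882 (exact permutation p = 0.029), and it was above all random lists matched on level, length and GC content (percentile 100). *Phlda3* had a log2 fold change of 3.84 and *Gdf15* of 2.17 (adjusted p = 7.23e-05 and 0.00586). To ask whether more RNA from other liver cells could be the reason, the other 4 lists were compared with the ductular list, the cell marker list that rose most. Only a larger rise than that list's could have ruled other cells out, and a smaller or equal one says nothing either way. For the p53 targets the difference minus that of the ductular list was −0.2495 (exact permutation p = 0.63). A p53 response in *Usp39*-HKO livers is a candidate explanation, and the cells in which it took place are not known.

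The list of 19 cell cycle genes was higher by 1.22, and by 1.05 relative to the median shift, with 17 of the 19 genes at an adjusted p under 0.05. The difference was 1.07 with median-ratio scaling, at least 1.12 with any one mouse left out and 1.06 without *Cdc20* and *Ccnb2* (exact permutation p = 0.029), and the list was at percentile 100 of matched random lists. The log2 fold changes were 3.02 for *Cdc20* and 2.61 for *Ccnb2*. Minus that of the ductular list, the difference was −0.104 (exact permutation p = 0.80). Whether hepatocytes or other dividing cells could be the source of this rise cannot be told from these data. The paper, which also stained liver sections for Ki67 and Pcna, reports more hepatocyte proliferation in *Usp39*-HKO mice of this age.

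The list of 5 ductular genes was higher by 1.32, and by 1.15 relative to the median shift. The difference was 1.17 with median-ratio scaling, at least 1.03 with any one mouse left out and 0.928 without *Spp1* and *Epcam* (exact permutation p = 0.029), at percentile 100 of matched random lists. Scaling, single mice, few genes, and length and GC content do not account for it by themselves. The list holds 5 of the 8 genes written, so it is small. Since its genes mark bile duct and progenitor cells, the rise may reflect a different mix of cells in *Usp39*-HKO livers. This is itself a hypothesis made from these data, and was not tested against a rise of the same genes within hepatocytes. The paper, which stained liver sections for Sox9, reports that progenitor cells were not activated in 5-week-old *Usp39*-HKO mice.

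The list of 8 fetal genes was higher by 1.14, or by 0.97 relative to the median shift, and by 0.984 with median-ratio scaling. It was higher by at least 0.730 with any one mouse left out and at percentile 100 of matched random lists. Without *H19* and *Afp*, however, the difference was 0.345 with an exact permutation p of 0.31, so the rise of this list rests on a pair of genes. *H19* had a log2 fold change of 6.39 and an adjusted p of 0.00267. Minus that of the ductular list, the difference was −0.177 (exact permutation p = 0.66), which leaves the part of other cells open.

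The list of 16 stress response genes was higher by 0.449, or by 0.28 relative to the median shift, and by 0.280 with median-ratio scaling and at least 0.393 with any one mouse left out. Without *Atf3* and *Trib3*, with log2 fold changes of 2.56 and 1.97, it was 0.220 with an exact permutation p of 0.086, and the list was at percentile 97.24 of random lists matched on level, length and GC content, within their central 95%. It rose less than the ductular list, by a difference of −0.872 (exact permutation p = 0.029), which says nothing about other cells. A few genes, or length and GC content, each remain as an explanation, and the rise is not put down to a stress response.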

How the results depend on the processing

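No explanation is tested in this part, so no test of one was chosen after a result was seen. The alternatives added after seeing the data are limma on log2(FPKM + 1) with no other change, DESeq2 with and without the filter, limma-voom, and edgeR with median-ratio factors, without TMM, with filterByExpr or with robust dispersions, and 2 other readings of which genes the paper's qPCR found changed. Where a result changed, the cause was not tested, apart from the scaling named below.

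The 3116 genes past the study's cutoff and the 3225 genes with an adjusted p under 0.05 stayed within 1.5 times these numbers under every alternative except the following. A filter at a mean FPKM of at least 5 gave 1178 and 1595 genes, and quantile normalization gave 1982 genes past the cutoff. The exact permutation test per gene, planned with an unadjusted p under 0.05 in place of both, gave 2150 and 4120 genes. After adjustment, which was not planned, it calls 0 genes, as its smallest adjusted exact permutation p is 0.0994. Across the 8 fits that each left out one mouse, the numbers lay between 2678 and 3410 past the cutoff and between 1931 and 3510 at an adjusted p under 0.05, with 1915 of the 1931 among the 3225. The direction of the genes depended on scaling. Of those past the cutoff, 55.7% were higher in *Usp39*-HKO livers with TMM and 51.0% with median-ratio scaling, but between 79.1% and 83.9% in the alternatives that leave the median shift of 0.172 in, which are limma with either other pseudocount, TPM, an intensity trend or array weights, limma on log2(FPKM + 1) itself and edgeR without TMM.

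The 16 genes of Fig. 3m lay between 11 and 21 under all alternatives. The 16 genes of Fig. 5b fell to 9 with TPM and lay between 9 and 15 with one mouse left out. In each alternative that leaves the median shift in, more of the genes called were higher than lower, in both figures. The qPCR genes with the RNA-seq direction, 26 of 31, were 25 of 31 with array weights, 27 of 31 with quantile normalization, 25 of 30 in DESeq2 on all genes, 26 of 32 by the paper's text, 24 of 27 by the p in its figures and 22 of 26 with a filter at a mean FPKM of 5. In the alternatives that leave the median shift in, and with quantile normalization, *Lipa* gained the direction of the qPCR and *Alb* lost it. *Acsl5* also lost it with array weights, and *Hsf1* gained it with quantile normalization.

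*Usp39* was lower under every alternative run. On all mice its adjusted p lay between 0.0137 and 0.298, and it was 0.05 or more in each alternative that leaves the median shift in and under 0.05 in each that takes it out. The former gave log2 fold changes of −0.178 (pseudocount 0.1), −0.171 (pseudocount 0.5), −0.156 (TPM), −0.163 (intensity trend, and limma on log2(FPKM + 1) itself), −0.119 (array weights) and −0.181 (no TMM). With one mouse left out it lay between −0.450 and −0.354, with an adjusted p of 0.0547 without A475 and 0.0615 without A474 and under 0.05 in the other 6 fits.

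For *Ulk3* the same alternatives reversed the change to 0.054 (pseudocount 0.1), 0.047 (pseudocount 0.5), 0.067 (TPM), 0.041 (intensity trend and limma on log2(FPKM + 1) itself), 0.043 (array weights) and 0.055 (no TMM), none with an adjusted p under 0.05. *Trp53inp1* had an adjusted p under 0.05 with no TMM (0.545). *Hsf1* was −0.0033 with quantile normalization and had an adjusted p under 0.05 with array weights (0.261). *Tcirg1* lay between −0.011 and 0.077 with one mouse left out. *Nrbp2* kept its direction and an adjusted p under 0.05 under all 25 alternatives, the 8 with one mouse left out included.

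For the pathway lists, camera, which tests a list against other genes, stands beside the exact permutation tests. The fibrosis list kept its direction throughout and a p under 0.05 on all mice, but had an exact permutation p of 0.057 without any one control mouse. Autophagy reversed to −0.181 with median-ratio scaling and −0.130 with quantile normalization (exact permutation p = 0.029 for each) and to a decrease in camera (p = 0.0054). FAO had an exact permutation p under 0.05 with median-ratio scaling (−0.254), a camera p = 0.0031 for a decrease, and lay between −0.073 and 0.017 with one mouse left out. TG degradation had an exact permutation p under 0.05 with a mean FPKM of at least 5 (−0.362), TPM (−0.287), median-ratio scaling (−0.517) and quantile normalization (−0.375) and without A471 (−0.374), and a camera p = 0.011 for a decrease, but was −0.131 with unit SD (exact permutation p = 0.571). mTOR signaling lost its exact permutation p under 0.05 with TPM (0.162) and unit SD (0.445). Its exact permutation p was also 0.057 with any one control mouse left out, although the groups stayed separated there. The mTOR signaling list reversed to −0.068 with median-ratio scaling (exact permutation p = 0.029, all 4 *Usp39*-HKO mice below all controls). It also reversed to −0.024 with quantile normalization (exact permutation p = 0.11) and to a decrease in camera (p = 0.70).

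With values scaled to unit SD, the adjusted p of the lists of p53 targets (1.54), cell cycle (1.70), ductular (1.48) and male-biased genes (−1.23) rose to 0.057, while their own exact permutation p stayed at 0.029. For the stress response (0.672) and fetal lists (0.797) it rose to 0.082 and 0.190, with exact permutation p of 0.057 and 0.171, and these lists had camera p of 0.569 and 0.388. The adjusted exact permutation p fell under 0.05 for the leukocyte list with pseudocounts of 0.1 (0.514) and 0.5 (0.408) and with TPM (0.458), and for the clock list with a mean FPKM of at least 5 (0.341). The HSF1 target and female-biased lists kept their direction and on all mice stayed above 0.05. Fits with one mouse left out have no adjusted p. In them the exact permutation p fell to 0.029 for the HSF1 target list without A469 (0.426), the leukocyte list without A471 (0.434) and the clock list without A470 (0.468), and without any one control it rose to 0.057 for the ductular, male-biased and stress response lists and 0.086 for the fetal list. The difference of AS genes from other genes reversed to 0.092 with no filter on low values (exact permutation p = 0.029). Only the median of the other genes moved there, from 0.175 to 0.052.

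Of the 52 genes named singly, 34 kept their direction and their side of an adjusted p of 0.05 under the alternatives run for each, 11 were weaker, 6 stronger and 1 reversed. Of the added alternatives, those run for each were limma on log2(FPKM + 1), DESeq2 and edgeR without TMM. The reversed gene is *Socs2*, between −0.096 and 1.17 with one mouse left out. Among other genes, the filter at a mean FPKM of 5 left out *Ulk3*, *Hsf1*, *Plk1*, *Epcam*, *Cish*, *Cryab*, *Socs2*, *Tlr2*, *Ripk1*, *Mki67*, *Acta2*, *Mmp9* and *Acaca* and too many genes of the ductular list, which have no value under it.

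With 4 mice per group, depth and number of mice limit what is seen. In simulated data, 27 of 67 genes with a log2 change of 0.75 were called. Only 200 genes were changed there, far fewer than were called here, so this does not give the share missed in the data. The permutation test of a list cannot give a p under 0.029.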

Differences from the paper's values

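The tests in this part were chosen before a result was seen, apart from the alternatives said below to be chosen after seeing the values. For 9 named genes the paper's log2 fold change could be read in Supplementary Data 1. None of these differs from the log2 fold change computed here by more than the larger of their standard errors, and the widest gap was 0.017. Both come from the same counts, so the gap is one between DESeq2 and edgeR and says nothing about the spread between mice.

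The paper's pathway analysis has autophagy, FAO and TG degradation reduced and mTOR signaling activated in *Usp39*-HKO livers. The hand-written lists that stand in for these pathways here differed by 0.022 for autophagy (exact permutation p = 0.54), −0.030 for FAO (exact permutation p = 0.69), −0.301 for TG degradation (exact permutation p = 0.057) and 0.132 for mTOR signaling (exact permutation p = 0.029). These means count each gene with the same sign, so they compare RNA levels and do not measure whether a pathway is activated. Of the alternatives set before the data were examined, those that gave the paper's direction with an exact permutation p or a camera p under 0.05 were median-ratio scaling, quantile normalization and camera for autophagy, median-ratio scaling and camera for FAO, and a filter at a mean FPKM of 5, TPM, median-ratio scaling, quantile normalization, camera and leaving out *Usp39*-HKO mouse A471 (−0.374, exact permutation p = 0.029) for TG degradation. mTOR signaling had the opposite direction with median-ratio scaling (exact permutation p = 0.029), quantile normalization (exact permutation p = 0.11) and camera (p = 0.70). Among random lists matched on mean level, FAO lay at percentile 41.82, mTOR signaling at 42.76, autophagy at 4.29 and TG degradation at 1.15. On FPKM as deposited, the FAO and mTOR signaling lists thus changed as other genes of their level did.

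The study's cutoff takes an unadjusted p and a log2 fold change over 0.5 or under −0.5. Of the tested genes of Figs. 3m and 5b that are not called here at an adjusted p under 0.05, *Cd14* and *Tlr2* passed it. The others fell short of its fold change, with 0.44 for *Krt8*, 0.37 for *Atf4*, 0.43 for *Pparg*, 0.39 for *Vhl*, 0.24 for *Ripk1* and −0.31 for *Atg5*. The authors' own comparison also marks these others as not changed. The unadjusted p therefore does not explain why the figures show them. At the study's cutoff, 18 of the 22 genes of Fig. 3m that were tested and 11 of the 19 genes of Fig. 5b passed. In Fig. 3m, *Krt8*, *Atf4*, *Cd14*, *Pparg*, *Tlr2* and *Vhl* had an adjusted p of 0.05 or more here, with the figure's direction. The authors' own DESeq2 adjusted p is also 0.05 or more for these, apart from *Cd14* (adjusted p = 0.0462). Alternatives set before the data were examined called all 6 with a pseudocount of 0.5, TPM, an intensity trend and array weights, and all but *Cd14* with a pseudocount of 0.1. *Krt8*, *Atf4* and *Vhl* were also called with a filter at a mean FPKM of 5, *Krt8* and *Atf4* with quantile normalization, and *Cd14* with no filter on low values. Of those chosen after seeing the values, limma on log2(FPKM + 1) itself and edgeR without TMM called all 6, DESeq2 called *Krt8* and *Cd14*, and DESeq2 on all genes called *Cd14*. Over all alternatives on all mice, the adjusted p lay between 0.00802 and 0.0999 for *Krt8*, 0.0095 and 0.129 for *Atf4*, 0.0183 and 0.121 for *Cd14*, 0.0167 and 0.11 for *Pparg*, 0.0186 and 0.123 for *Tlr2*, and 0.0084 and 0.141 for *Vhl*. *Cpt1c* did not pass the filter on low FPKM, and was called with no filter (adjusted p = 0.00785) and in DESeq2 on all genes, chosen after seeing the values (adjusted p = 0.0132), the only alternatives on all mice that tested it.

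In Fig. 5b, *Atf4*, *Ripk1* and *Atg5* were not called here. The authors' own DESeq2 adjusted p is also 0.05 or more for these genes (0.0921, 0.151 and 0.101). *Ripk1* was called with pseudocounts of 0.1 and 0.5, TPM, an intensity trend and array weights, and, chosen after seeing the values, limma on log2(FPKM + 1) itself and edgeR without TMM (adjusted p between 0.0121 and 0.322 over all alternatives on all mice). *Atg5* was called in none of the alternatives on all mice (adjusted p between 0.0881 and 0.875) and in 1 of the 8 fits that each left out one mouse. Such fits also called *Cd14* in 2 cases and *Krt8*, *Atf4*, *Pparg*, *Tlr2* and *Vhl* in 1 case each.

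For 5 of the 31 genes on the list written in advance, the change in RNA-seq was opposite to the paper's qPCR, which the paper does not say was done on the sequenced livers. The list does not follow one criterion. It holds *Alb*, *Acaca*, *Elovl6*, *Pnpla2* and *Lipa*, whose p in the paper's figures is not under 0.05, but not *Lipe* (Hsl), which the text has higher and the figure marks as not significant. *Lipe* was −0.31 here (adjusted p = 0.179), opposite to the text. The paper has *Lipa* higher, and here its log2 fold change was −0.11 (adjusted p = 0.608). It was higher with pseudocounts of 0.1 and 0.5, TPM, quantile normalization, an intensity trend and array weights, and, chosen after seeing the values, limma on log2(FPKM + 1) itself and edgeR without TMM, none with an adjusted p under 0.05. The paper has *Srebf1*, *Scd1* and *Elovl6* lower, and here they were 0.10 (adjusted p = 0.752), 0.34 (adjusted p = 0.427) and 0.19 (adjusted p = 0.596), higher under every alternative on all mice. The paper has *Hsf1* lower, and here the log2 fold change of its total level was 0.09 (adjusted p = 0.611) and lower only with quantile normalization (−0.0033).

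Among qPCR genes with the paper's direction but an adjusted p of 0.05 or more, alternatives called some. *Pcna* and *Pnpla2* were called with pseudocounts of 0.1 and 0.5, TPM, quantile normalization, an intensity trend and array weights, and, chosen after seeing the values, limma on log2(FPKM + 1) itself and edgeR without TMM. *Pcna* was also called with a filter at a mean FPKM of 5, *Acta2* with array weights, *Fasn* with no filter on low values and *Acadm* in DESeq2 with and without the filter, chosen after seeing the values. Some fits with one mouse left out also called *Acta2* (2 of 8) and *Pnpla2*, *Fasn*, *Ppargc1a* and *Acaa1a* (1 of 8 each). *Alb*, *Mmp9* and *Acsl5* were called in none. *Alb* also lost the paper's direction in the same 8 alternatives in which *Lipa* gained it, and *Acsl5* did so with array weights.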

Other observations

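The tests of other splits of the mice, library size, scaling, growth hormone targets and the HSF1 list were chosen only after the result was seen, and the list of Nrf2 targets was written after the largest rises were seen.

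Other splits of the 8 mice into groups of 4 were compared in the same way. Of the 35 splits, 1 (the real one) gave as many genes past the study's cutoff, and 1 (the real one) as many with an adjusted p under 0.05. In the other 34 splits, between 74 and 1394 genes passed the cutoff, against 3116, and 0 had an adjusted p under 0.05, with between 102 and 2553 at an unadjusted p under 0.05, against 5065. In the FPKM of 4120 genes the genotypes did not overlap, 28.7% of the genes tested against a share of 2.86% by chance, and 3430 of them were higher and 690 lower in *Usp39*-HKO livers.

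Most genes were higher in *Usp39*-HKO livers on the scale of log2(CPM + 1), with a median change of 0.188, against 0.172 on that of log2(FPKM + 1). The medians that follow are on the scale of log2(CPM + 1). The 100 genes of highest mean FPKM took 28.5% of the counts in controls and 24.7% in *Usp39*-HKO livers. With these genes taken out of the totals, the median change of the others was 0.136, so that they account for a part of it at most, and with 300 genes taken out it was 0.105. Total counts did not differ (exact permutation p = 0.657). FPKM cannot tell a rise of most genes from a fall of abundant ones, and no biological explanation was tested.

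The list of 10 male-biased genes was lower by 1.54 in *Usp39*-HKO livers, and by 1.71 relative to the median shift of all genes. All 4 *Usp39*-HKO mice were below all controls (exact permutation p = 0.029, or 0.048 after adjustment over 10 lists). The difference was −1.73 with median-ratio scaling, −1.31 or further from 0 with any one mouse left out, and −1.29 without the 2 genes that share sequence with paralogs (exact permutation p = 0.029), and the list lay at percentile 0 of lists matched on level, length and GC content. A female mouse under a wrong label is not the reason, as *Xist* had at most 9 counts in a mouse. Without *Cyp4a12a* and *Elovl3* it was −1.22 with an exact permutation p of 0.057, so a few genes remain as an explanation of its p. Reduced growth hormone signaling was tested with 4 targets, of which 1 was lower at an adjusted p under 0.05. *Igfals* was lower by 1.33 (adjusted p = 0.00401), *Igf1* by 0.48 (adjusted p = 0.127), and *Socs2* and *Cish* were higher by 0.21 and 0.92, with *Socs2* between −0.096 and 1.17 with one mouse left out. The receptor gene *Ghr* was lower by 1.01 (adjusted p = 0.00306). As the 4 targets moved in both directions, whether growth hormone signaling is reduced is not settled.

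Other lists had the following differences, with exact permutation p. The female-biased list was higher by 0.766 (exact permutation p = 0.057, adjusted 0.071, 3 of 4 mice above all controls) and the leukocyte list by 0.345 (exact permutation p = 0.057, adjusted 0.071, 3 of 4). The clock list was higher by 0.337 (exact permutation p = 0.143, adjusted 0.159, 3 of 4). The hepatocyte marker list was lower by 0.153 (exact permutation p = 0.143), which became −0.380 with median-ratio scaling (exact permutation p = 0.029) and 0.039 with quantile normalization (exact permutation p = 0.26), so its change depends on scaling, and camera, which stands beside these exact permutation tests, gave p = 0.0006 for a decrease. The erythroid marker list was lower by 1.33 (exact permutation p = 0.029, 4 of 4 below all controls). Tri-snRNP genes were higher by 0.255 (exact permutation p = 0.029), which median-ratio scaling reduced to 0.068 (exact permutation p = 0.20).

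That an AS event changes the total level of a gene was tested with the AS genes, whose median change was −0.032 relative to other genes (exact permutation p = 0.14). It was below all random lists matched on level (percentile 0), and 349 AS genes had an adjusted p under 0.05, 219 lower and 130 higher, against 289 to 346 in the central 95% of such lists. That loss of a splicing factor lowers genes with many introns was tested with genes of over 10 introns, whose median change was −0.064 relative to genes with 1 to 3 (exact permutation p = 0.14). At an adjusted p under 0.05, 779 of the genes with over 10 introns were lower and 458 higher, against 212 lower and 319 higher among those with 1 to 3. Both differences in medians are within the spread between mice while the counts of genes differ, so neither hypothesis is settled.

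Lower HSF1 activity predicts lower levels of HSF1 targets. The list of 18 such genes was higher by 0.268 (exact permutation p = 0.171), with 3 of 4 *Usp39*-HKO mice above all controls and 1 below. Relative to the median shift it was higher by 0.096, and with median-ratio scaling by 0.061 (exact permutation p = 0.77), so neither a decrease nor an increase was seen. *Hspb1* rose by 1.98 (adjusted p = 0.0143) and *Cryab* by 0.77 (adjusted p = 0.0445), but 72.6% of the exon sequence of *Hspb1* is shared with pseudogenes.

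Among genes chosen by the rule for the largest changes, the log2 fold changes were 9.16 for *Sult2a1*, 7.41 for *Sult2a2*, 6.12 for *Gsta1*, 5.22 for *Akr1c18* and 4.91 for *Gstm3*, and −8.95 for *Mup12*, −8.37 for *Mup15*, −5.89 for *Mup17*, −2.96 for *Serpina1e* and −2.92 for *Cyp4a12a*. Much of the exon sequence is shared with related genes for *Sult2a1* (51.5%), *Sult2a2* (99.9%), *Gstm3* (43.2%), *Gsta1* and the *Mup* genes (100%) and *Cyp4a12a* (98.8%), so their changes cannot be told apart from those of the related genes. *Serpina1e* shares 19.0% and *Akr1c18* none. *Sult2a1*, *Gsta1* and *Mup15* were under 1 FPKM in each mouse of the lower group, so the size of their change is imprecise (standard errors 1.53, 0.757 and 1.52). The adjusted p of *Cyp4a12a*, 0.0248, reached 0.0687 with one mouse left out, and the others stayed under 0.05 in all 8 such fits. Since several rises are of Nrf2 targets, higher Nrf2 activity was tested with a list of 12 other targets. It was higher by 0.424 with 3 of 4 *Usp39*-HKO mice above all controls (exact permutation p = 0.057), and by 0.208 with median-ratio scaling (exact permutation p = 0.23). The permutation tests therefore did not bear the hypothesis out at 0.05. However, the list lay at percentile 97.63 of matched random lists, and *Nqo1*, *Srxn1* and *Hmox1* were higher at an adjusted p under 0.05. Whether Nrf2 activity is higher is not settled.

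Of a list of 31 genes that the paper measured by qPCR, 26 had the same direction here (8 of the 9 higher and 18 of the 22 lower in the paper). An adjusted p under 0.05 in that direction was found for 16 of them, and in the opposite direction for 0, with 0 at an unadjusted p under 0.05. For other readings of the paper, chosen after seeing the data, it was 26 of 32 with *Lipe*, which the paper's text has higher, and 24 of 27 for genes with a p under 0.05 in the paper's figures.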
